# IgLON5 autoimmune antibodies activate Tau via neuronal hyperactivity

**DOI:** 10.1126/sciadv.aec2042

**Published:** 2026-05-13

**Authors:** Bilge Askin, Cagla Kilic, César Cordero Gómez, Sophie Lan-Linh Duong, Alvaro Domingues-Baquero, Alexander Goihl, Karsten Nalbach, Joana Petushi, Pia Grundschöttel, Jessica Wagner, Valentine Thomas, Janne Lamberty, Emily Withers, Hanna Huber, Sabrina Huebschmann, Ekaterina Semenova, Paul Turko, Andrew G. Newman, Lisa Diez, Marc Beyer, Elena De Domenico, Peter Körtvelyessy, Dirk Reinhold, Anja Schneider, Jonas J. Neher, Thomas Ulas, Stefan F. Lichtenthaler, Benjamin R. Rost, Dietmar Schmitz, Harald Prüss, Susanne Wegmann

## Abstract

Anti-IgLON5 disease is an autoimmune disease, in which autoantibodies (AABs) against the neuronal cell surface protein IgLON5 lead to profound brain dysfunction and Tau pathology. How α-IgLON5 AABs cause neuronal Tau protein pathology and neurodegeneration remains unclear. We find that patient-derived α-IgLON5 AABs cluster IgLON5 proteins with other cell surface proteins, leading to neuronal hyperactivity that triggers pathological Tau missorting and phosphorylation, typically observed early in Tau-related neurodegenerative diseases. In wild-type mice, α-IgLON5 AABs induce hippocampal Tau phosphorylation and neuroinflammatory responses. Our findings establish a causal link between the α-IgLON5 AABs and Tau pathology in anti-IgLON5 disease patients and highlight the role of neuronal hyperactivity as a disease-overarching driver of Tau pathology and provide a potential target for therapeutic intervention.

## INTRODUCTION

In autoimmune encephalitis disorders, autoimmune antibodies [autoantibodies (AABs)] directed against neuronal or glial epitopes in the brain can cause or promote neuroinflammation and neurodegeneration (*1*, *2*). Anti-IgLON5 disease is a rare but severe neurological disorder characterized by the presence of AABs targeting the neuronal cell surface protein IgLON5 (*3*). Individuals diagnosed with anti-IgLON5 disease demonstrate diverse clinical manifestations, commonly experiencing sleep behavior abnormalities, movement disorders, memory deficits, and seizures (*4*–*6*). Brains of anti-IgLON5 patients show intraneuronal accumulations of phosphorylated Tau protein in several regions, including brain stem, hypothalamus, cerebellum, hippocampus, and basal ganglia, as well as in the spinal cord (*7*, *8*). Similar neuronal Tau accumulation and aggregation are well-known as pathological hallmarks in primary and secondary tauopathies, including frontotemporal dementia (FTD) variants and Alzheimer’s disease (AD) (*9*, *10*). However, anti-IgLON5 disease differs from other tauopathies because of its unique autoimmune context, anatomical distribution of Tau pathology, and set of clinical manifestations (*3*). The occurrence of Tau pathology in anti-IgLON5 disease poses the fundamental questions of how AABs against a cell surface protein can trigger pathophysiological intracellular Tau changes.

IgLON5 is primarily expressed in neurons in the brain stem, medulla oblongata, thalamus, cerebral cortex, and cerebellum and, to a lesser degree, in other brain areas like the hippocampal formation and amygdala (*11*). It belongs to the IgLON protein family, a group of immunoglobulin (Ig) domain cell adhesion molecules comprising five members [OPCML (=IgLON1), NTM (=IgLON2), LSAMP (=IgLON3), NEGR1 (=IgLON4), and IgLON5] (*12*). IgLON5 is a glycosylphosphatidylinositol (GPI)–anchored surface protein with three Ig domains (Ig1, Ig2, and Ig3) that extend into the extracellular space and mediate homo- and heterodimer formation with other IgLON family members on the cell surface (*13*–*15*). The physiological function of IgLON5 is not fully understood, however, other IgLON family members have been implicated in neuronal cell adhesion, neurite growth, neural circuit, and synapse formation (*16*–*18*). In neuronal cultures, binding of AABs from anti-IgLON5 patient serum to surface IgLON5 was shown to induce protein-AAB complex internalization (*19*), and long-term treatment (up to 4 weeks) induced common neurodegenerative phenotypes like cytoskeleton disruption (*20*), synapse loss, and cell death (*21*).

Here, using purified α-IgLON5 AAB from anti-IgLON5 disease patient plasma, we show that α-IgLON5 AABs promote propathological Tau changes and neurotoxicity by inducing acute neuronal hyperactivity via surface clustering of ion channels, receptors, and adhesion proteins. The present findings establish an important novel molecular and cellular mechanism underlying Tau pathology in anti-IgLON5 disease, which, in turn, provides a foundation for the development of treatment strategies aimed at preventing Tau changes in autoimmune encephalitis patients.

## RESULTS

### α-IgLON5 AABs isolated from patient plasma

To investigate the effects of α-IgLON5 AABs on neurons and Tau, we isolated polyclonal pools of IgLON5-specific AABs (α-IgLON5 AABs) from the plasma of four anti-IgLON5 disease patients through affinity chromatography with immobilized recombinant human IgLON5-Fc chimera (Fig. 1A). The purified α-IgLON5 AABs had a purity of 78 ± 6% [means ± SEM; signal intensity of heavy (~50 kDa) and light chain (~25 kDa) relative to total signal in SDS–polyacrylamide gel electrophoresis (PAGE); Fig. 1B]. Immunoblotting confirmed the binding of the isolated α-IgLON5 AAB pool to recombinant IgLON5 protein, but not to LGI1, another neuronal surface protein (fig. S1A), as well as the absence of residual IgLON5 protein in the AAB preparations (fig. S1B). The IgG subclass composition of isolated α-IgLON5 AAB pools [by enzyme-linked immunosorbent assay (ELISA)] appeared to be similar for all patient α-IgLON5 AAB preparations (fig. S1C), with 37 to 50% being IgG_1_, 37 to 52% being IgG_2_, 2 to 3% being IgG_3_, and 8 to 13% being IgG_4_. IgG pools derived from healthy subject serum (pCtrl) or commercially available human serum (IgG_pool_) showed similar proportion of IgG subclasses as well. Dot blot analysis of IgG subclasses confirmed the ELISA data for α-IgLON5#1 and pCtrl (fig. S1D). Additionally, we found that the IgM levels were comparable across samples, with a slight increase observed in α-IgLON5#4 and pCtrl (fig. S1E). pCtrl antibodies were subsequently used throughout the manuscript as control IgG pool.

**Fig. 1.**
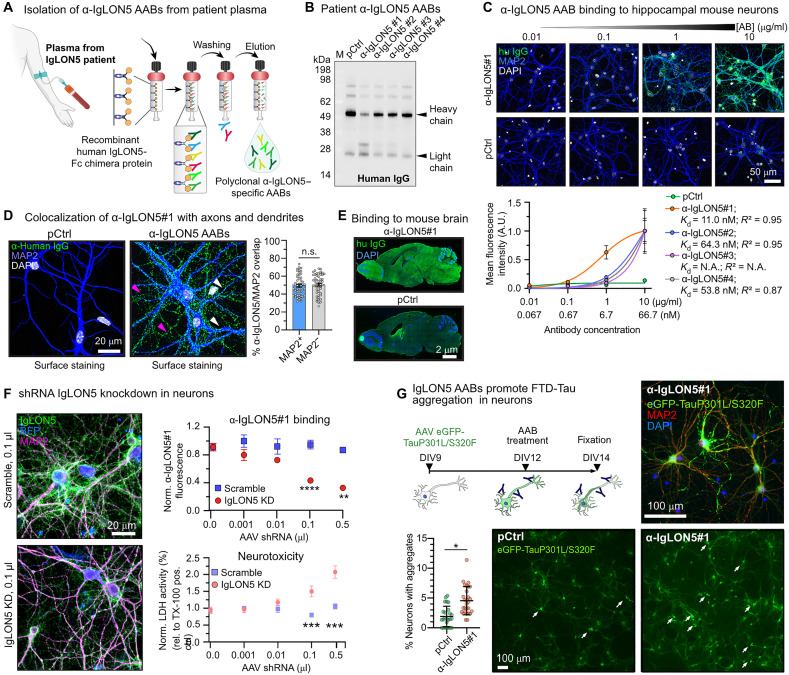
α-IgLON5 AABs from patient plasma bind neuronal IgLON5. (**A**) Principle of α-IgLON5 AAB isolation from clinically verified anti-IgLON5 patient plasma using affinity purification on immobilized recombinant human IgLON5-Fc chimera. (**B**) Western blot of patient α-IgLON5 AABs (IgLON5#1-4) and pCtrl probed with α-human IgG shows the presence of IgG heavy and light chains. (**C**) Dose-dependent binding of α-IgLON5 AABs and pCtrl to paraformaldehyde (PFA)–fixed primary hippocampal mouse neurons. *K*_d_’s were calculated via nonlinear fitting. [AB], antibody concentration. (**D**) Binding of α-IgLON5#1 to dendrites (MAP2^+^; white arrowheads) and axons (MAP2^−^; pink arrowheads). *n* = 3 experiments with three to five repeats per condition. Data points represent individual images analyzed. Student’s *t* test. n.s., not significant. (**E**) Immunoreactivity of α-IgLON5#1 and pCtrl in fresh-frozen, sagittal brain sections of an adult wild-type mouse. A.U., arbitrary units; N.A., not applicable. (**F**) Short hairpin RNA (shRNA)–mediated IgLON5 KD in primary neurons. Quantification of α-IgLON5#1 binding to neurons transduced with serial dilutions of AAVs encoding anti-mIgLON5 or scrambled shRNA. mIgLON5 shRNA AAV dose-dependent neurotoxicity [lactose dehydrogenase (LDH) assay] occurs ≧0.1 μl of shRNA AAVs. AAB signal was measured from dendrites (MAP2^+^ area). *n* = 3 experiments with three to five replicates. One-way analysis of variance (ANOVA) with Tukey postrest. (**G**) Experimental setup, representative images, and quantification of NFT-like Tau aggregation in neurons expressing enhanced green fluorescent protein (eGFP)–TauP301L/S320F for 5 days and then treated with α-IgLON5#1 or pCtrl (1 μg/ml) for 2 days. White arrows indicate Tau NFTs neurons. *n* = 3 experimental replicates. Data points are individual images. Student’s *t* test. All panels: Data are shown as means ± SEM. Scale bars as indicated.

### Patient-derived α-IgLON5 AABs bind neuronal cell surface IgLON5

To examine the surface antigen affinity of α-IgLON5 AABs, we measured their binding to the neuronal cell surface. Staining of paraformaldehyde (PFA)–fixed, unpermeabilized primary hippocampal mouse neurons [days in vitro (DIV)12] with α-IgLON5 AABs revealed different binding efficiencies, measured based on antihuman secondary antibody immunofluorescence (IF): α-IgLON5#1 [dissociation constant (*K*_d_) = 11 nM] showed the strongest and α-IgLON5#3 showed the weakest binding (Fig. 1C and fig. S1F). Further, we found that α-IgLON5 AABs (exemplified for α-IgLON5#1) bound similarly to cell bodies, dendrites (MAP2^+^), and axons (MAP2^−^) (Fig. 1D) and did not show a preference for presynaptic (synapsin-1) or postsynaptic (PSD95) areas (fig. S1G). We could also confirm reactivity of α-IgLON5#1 in mouse brain sections (Fig. 1E) and on the surface of cultured human neurons (fig. S1H). To confirm the specificity of α-IgLON5 AABs for IgLON5 protein, we confirmed dose-dependent binding of α-IgLON5#1 to human embryonic kidney (HEK) cells recombinantly expressing human IgLON5 protein (fig. S1I). Furthermore, in mouse neurons with short hairpin RNA (shRNA)–mediated IgLON5 knockdown (IgLON5 KD), the binding of α-IgLON5#1 decreased in a shRNA dose-dependent manner (Fig. 1F). IgLON5 KD in mouse neuroblastoma cells (Neuro2a) confirmed the efficiency of the IgLON5 shRNA approach (fig. S1J). Notably, the reduction of neuronal surface IgLON5 by ≥30% [at ≥0.1 μl of adeno-associated virus (AAV) shRNA] appeared to be neurotoxic (Fig. 1F), a finding consistent with previous reports (*19*). Last, to determine which part of IgLON5 protein was bound by α-IgLON5 AABs, we titrated α-IgLON5#1 to HEK cells recombinantly expressing human full-length IgLON5 or (combinations of) its individual GPI-anchored Ig domains (Ig1/2/3) (fig. S1K). These experiments showed binding of the polyclonal α-IgLON5#1 pool to all three Ig domains. Notably, previous studies suggested binding of nonpurified IgLON5 AABs in patient serum mostly to Ig2 (*19*).

### α-IgLON5 AABs induce Tau missorting

Most IgLON5 patients develop neuronal Tau accumulation and aggregation in one or more brain regions (*3*, *7*, *22*). To test whether α-IgLON5 AABs would be able to promote Tau aggregation, we applied α-IgLON5#1 on neurons that recombinantly expressed (AAV-mediated) human Tau FTD mutants with increased aggregation potential. In neurons expressing TauP301L or TauΔK280, α-IgLON5#1 treatment was unable to set off Tau aggregation (fig. S2A). However, in neurons expressing the spontaneously aggregating FTD–double-mutant TauP301L/S320F (*23*, *24*), α-IgLON5#1 treatment induced a significant increase in neurofibrillary tangle-like Tau aggregate formation compared with pCtrl-treated neurons (α-IgLON5#1, tangles in 5% of transduced neurons; pCtrl, tangles in 2% neurons; Fig. 1G). α-IgLON5 AABs, therefore, promoted spontaneous FTD-Tau aggregation.

Missorting of phosphorylated Tau from the axon into the soma and dendrites is one of the earliest signs of Tau “activation” in the context of neuronal stress and neurodegenerative diseases like AD (*25*). Prolonged Tau missorting is thought to precede pathological Tau oligomerization and aggregation in AD and tauopathies (*26*). To assess whether α-IgLON5 AABs were able to induce a priori Tau missorting, we treated hippocampal neurons with the different α-IgLON5 AABs for 2 days and assessed the levels of endogenous Tau in neuronal somata by IF. Treatment with α-IgLON5#1 for 2 days induced somatic Tau accumulation in a dose-dependent manner (Fig. 2, A and B, and fig. S2B) and mild neurotoxicity over time (fig. S2C). Notably, overall Tau protein levels, as determined by pan-neuronal IF and Western blot of neuronal lysates, were unchanged by α-IgLON5 treatment, indicating no transcriptional or translational up-regulation of Tau (fig. S2, D and E). High α-IgLON5#1 concentration (50 μg/ml) induced fragmentation of neuronal processes already after 2 days (Fig. 2A), indicating specific or unspecific neurotoxicity. α-IgLON5#1, therefore, exerted a time- and dose-dependent toxicity. Similarly, prolonged treatment of cultured neurons with the total IgG fraction from α-IgLON5 patient serum, containing high doses of unpurified antibodies (e.g., AABs of 10 to 50 μg/ml for 5 to 21 days), was reported to induce neurotoxicity (*19*, *21*).

**Fig. 2.**
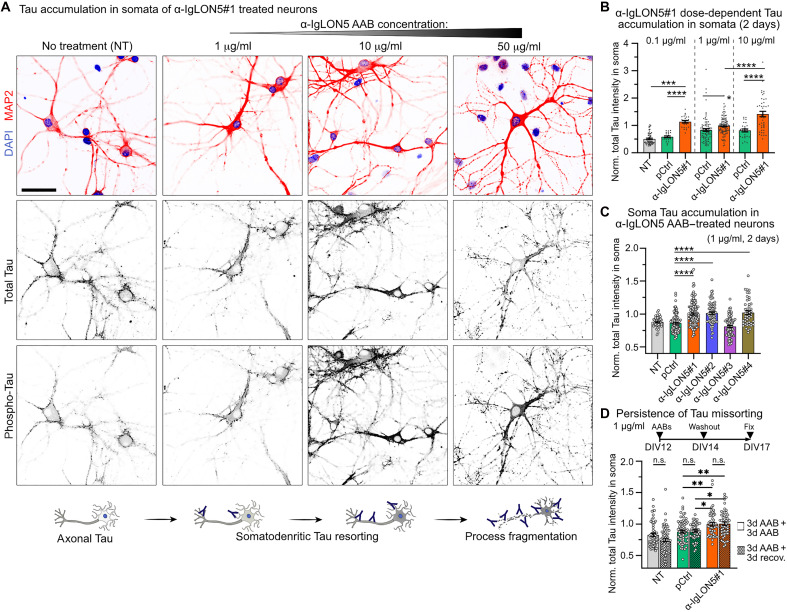
α-IgLON5 AABs promote somatodendritic Tau missorting. (**A**) Hippocampal neurons treated with increasing α-IgLON5#1 concentration (1, 10, and 50 μg/ml) for 2 days, immunolabeled for MAP2, total Tau, and phosphorylated Tau (pS199/pT205/pT231/pS396). Untreated neurons (NT) are shown for comparison. Treatment with α-IgLON5#1 (1 and 10 μg/ml) showed increased total Tau and phospho-Tau in neuronal cell bodies. At 50 μg/ml, fragmentation of neuronal processes indicates neurotoxicity and neurons showed strong phospho-Tau reactivity in cell bodies and elevated signal in the nucleus, whereas total Tau decreased in cell bodies. Scale bar, 50 μm. (**B**) Quantification of total Tau in neuronal cell bodies/somata treated with nontoxic doses of α-IgLON5#1 or pCtrl (0.1, 1, and 10 μg/ml) for 2 days. *n* = 3 experiments with three to five replicates. Data points show individual neurons (22 to 95 neurons per group). (**C**) Total Tau in cell bodies upon treatment with α-IgLON5 AABs (1 μg/ml) from four different patients or pCtrl for 2 days. *n* = 3 experiments with three to five replicates. Data points show individual neurons (43 to 136 neurons per group). (**D**) Total Tau in cell bodies upon treatment with α-IgLON5#1 or pCtrl (1 μg/ml) for 5 days continuously (bars without pattern fill) or for 2 days followed by 3 days (3d) without AABs (bars with pattern fill). *n* = 3 experiments with three to five replicates. Data points show individual neurons (48 to 71 neurons per group). [(B) to (D)] One-way ANOVA with Tukey posttest. n.s., not significant.

Tau accumulation in neuronal cell bodies also occurred upon treatment with AABs from other anti-IgLON5 patients, α-IgLON5#2 and α-IgLON5#4, that also showed strong binding to the neuronal surface (Fig. 1C), however, not for the weaker binding α-IgLON5#3 (Fig. 2C and fig. S2F). Together, these data suggested that binding of IgLON5 AABs can directly trigger Tau missorting. When removing α-IgLON5 AABs from the medium after 2 days and quantifying cell body Tau IF 3 days later, the cell body Tau levels remained similar to conditions of continuous treatment with AABs (Fig. 2D), suggesting that Tau, once resorted, resides in the somatodendritic compartment for multiple days. Notably, by Western blot, overall total and phosphorylated Tau (AT8, PHF-1, AT180, and pS199 epitopes) were similar in whole cell lysates of α-IgLON5 AAB–, pCtrl-, and nontreated (NT) neurons (fig. S2, G and H). This was likely due to generally high Tau phosphorylation in cultured neurons at baseline (*27*).

### α-IgLON5 AABs induce hippocampal Tau phosphorylation

Next, we assessed whether α-IgLON5 AABs would be capable and sufficient of inducing Tau changes in vivo. For this, we delivered α-IgLON5 AABs into the brains of adult wild-type mice, which usually do not develop Tau aggregation pathology but can show abnormal Tau phosphorylation in sporadic tauopathy–associated conditions [e.g., seizures (*28*, *29*) or traumatic brain injury (*30*)]. Over the course of 14 days, a total amount of 75 μg (~3 μg/g body weight) of α-IgLON5#1 was infused via Alzet pumps into the right lateral ventricle (*n* = 10 animals). Littermates infused with the same amount and concentration of pCtrl (*n* = 9) or with phosphate-buffered saline (PBS; *n* = 9) functioned as controls. After the infusion, the brains were analyzed for phospho-Tau and neuroinflammation by immunohistology, and RNA and protein were extracted from the contralateral hemisphere for transcriptome and protein analyses (Fig. 3A).

**Fig. 3.**
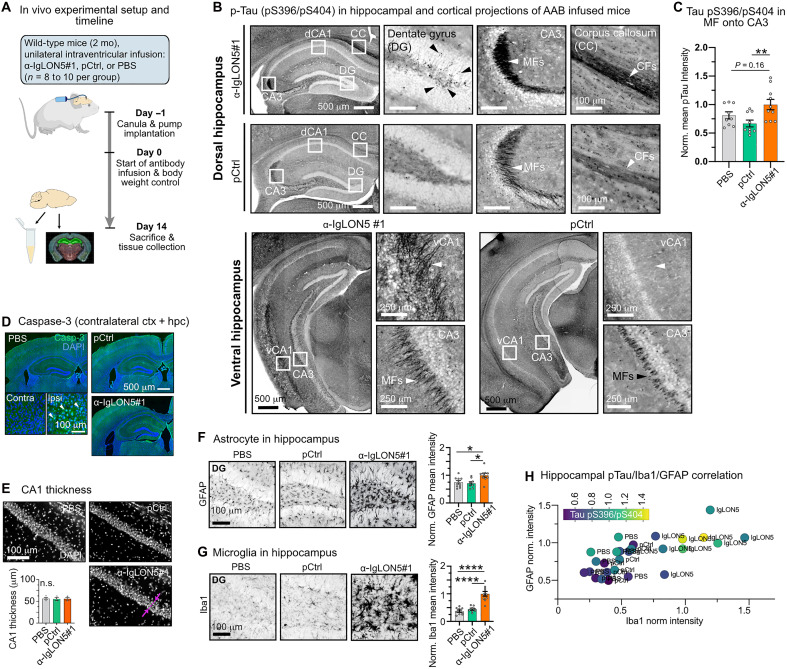
Intraventricular α-IgLON5 AAB infusion triggers hippocampal Tau phosphorylation and glia responses. (**A**) Experimental design for in vivo application of α-IgLON5 AABs. Wild-type mice were infused in the right ventricle with 75 μg of α-IgLON5#1 or pCtrl, or with PBS, over 14 days. At day 14, serum and brain tissue for protein and RNA analysis and IF were collected. 2 mo, 2 months. (**B**) p-Tau pS396/pS404 immunoreactivity in α-IgLON5#1 and pCtrl mouse brains. p-Tau accumulation occurs in dorsal hippocampi (top) in dentate gyrus (DG) granule cells (black arrowheads), mossy fiber (MF) projections onto CA3 (white arrowhead), and commissural fiber (CF) tracks of the corpus callosum (CC; white arrowhead). In ventral hippocampi, p-Tau accumulation is found in projections onto ventral CA1 (vCA1; white arrowhead) and MF projections onto CA3 (white arrowhead). (**C**) Quantification of p-Tau pS396/pS404 intensity in projections onto CA3. *n* = 8 to 10 animals per group, three to five brain sections per animal. (**D**) Immunolabeling of caspase-3 in α-IgLON5#1 and control brains. Caspase-3^+^ cells (white arrowheads) are only found near the injection site. (**E**) CA1 pyramidal layer in α-IgLON5#1 and control brains, with quantification of CA1 layer thickness (measured as indicated by pink line with arrowheads). *n* = 3 to 4 animals, three to four brain sections per animal. n.s., not significant. (**F**) Astrocytes [glial fibrillary acidic protein (GFAP)^+^] in DG of α-IgLON5#1 and control animals, with GFAP intensity quantification in entire hippocampal area. *n* = 8 to 10 animals, three to five brain sections per animal. (**G**) Microglia (Iba1) in DG of α-IgLON5#1 and control animals, with quantification of Iba1 intensity in entire hippocampal area. *n* = 8 to 10 animals, three to five brain sections per animal. (**H**) Triple correlation of hippocampal GFAP versus Iba and p-Tau pS396/pS404 (color gradient) fluorescence. Data points represent individual animals. [(C) and (E) to (G)] Data are shown as means ± SEM. One-way ANOVA with Tukey posttest. [(B) and (D) to (F)] Scale bars as indicated.

Immunodetection of α-IgLON5#1 showed strong labeling in brain areas around the infused ventricle (cortex, hippocampus, and striatum), where the AAB concentration is expected to be the highest, and weaker labeling in more distant ipsilateral regions (e.g., parts of thalamus, hypothalamus, and amygdala) (fig. S3A). In the contralateral hemisphere, mostly, the hippocampus showed α-IgLON5#1 immunoreactivity. Animals treated with pCtrl, although having received the same antibody dose, showed generally less labeling, also in the contralateral hippocampus. This is in line with the weak, unspecific binding of pCtrl observed in neuronal cultures. In the following, we analyzed only tissue from contralateral hemispheres to avoid artifacts induced by injury and scar formation associated with the cannula implantation. Immunolabeling of brain sections revealed higher levels of phosphorylated Tau-pS396/pS404 in the contralateral hippocampus of α-IgLON5#1 compared with that of control (pCtrl and PBS) mice, particularly in mossy fiber (MF) projections onto CA3 (IgLON5#1 versus pCtrl, *P* = 0.01). Tau-pS396/pS404 could also be found in some cell bodies in dentate gyrus (DG), in bidirectional projections on ventral (but not dorsal) CA1, and in commissural fibers of the corpus callosum (CC; Fig. 3, B and C). In other brain regions (including spinal cord, fimbria, cerebellum, and hypothalamus but excluding brain stem and entorhinal cortex for sampling reasons), we did not observe Tau-pS396/pS404 immunoreactivity. For Tau-pS202/pT205 (AT8 epitope) and Tau-pT231, two other epitopes phosphorylated by Tau kinases like GSK3β, CdK5, and c-Jun N-terminal kinase and commonly associated with Tau pathology in neurodegenerative diseases (*31*), we observed no enhanced immunoreactivity compared with that of pCtrl-injected animals (fig. S3B). Notably, detecting Tau changes in wild-type mice, normally rather resilient to pathological changes in endogenous mouse Tau, demonstrates the strong potential of α-IgLON5 AABs in triggering Tau changes. The occurrence of Tau phosphorylation in the hippocampus, and not in brain regions majorly affected in IgLON5 disease brains, i.e., brain stem, hypothalamus, and cerebellum, likely relates to differences in α-IgLON5 AAB distribution in the brains of ICV-infused mice versus patients (Supplementary Text).

Next, we examined whether the increased Tau phosphorylation induced by α-IgLON5 AAB infusion was associated with neurotoxicity. However, we found no signs of apoptosis in the hippocampus, assessed on the basis of the absence of caspase-3–positive cells (Fig. 3D) as well as immunolabeling of milk fat globule epidermal growth factor 8 [MFG-E8; (*32*)] (fig. S3C). Caspase-3–positive cells were only present in the ipsilateral cortex near the injection site due to tissue damage during pump implantation (Fig. 3D). We also did not observe neurodegeneration, assessed on the basis of CA1 neuronal layer thickness (Fig. 3E) and neurofilament light chain (Nfl) serum levels (fig. S3D) (*33*). Together, these data indicated that 2 weeks of cerebroventricular infusion of α-IgLON5 AABs induced local, hippocampal Tau phosphorylation in the absence of detectable neurotoxicity. However, α-IgLON5#1 animals had slightly lower body weight (nonsignificant) compared with control groups throughout the infusion period (fig. S3E).

### Neuroinflammation caused by α-IgLON5 AABs

Tau phosphorylation and missorting, before aggregation and neurodegeneration, were previously suggested to correlate with glia cell activation in tauopathy animal models and human brains (*34*, *35*). Similarly, we found that astrocytic glial fibrillary acidic protein (GFAP; Fig. 3F and fig. S3F) and microglial Iba1 intensities (Fig. 3G and fig. S3G) were significantly increased in the contralateral hippocampus of α-IgLON5#1–infused mice compared with that of pCtrl and PBS controls. On the animal level, hippocampal Iba1 and GFAP levels appeared to increase with MF Tau-pS396/pS404 intensity, based on linear regression (moderate correlation by spearman) (Fig. 3H and fig. S3H).

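RNA-seq was performed on the contralateral hippocampus and cortex of male wild-type mice that were 8 weeks old when a 14-day infusion into the right lateral ventricle began. The infusion, at 0.25 μl/hour, delivered 75 μg of α-IgLON5#1, a pool of IgLON5-specific antibodies purified from patient plasma, 75 μg of the control antibody pCtrl, or PBS alone. The paper describes pCtrl as IgG from the serum of a healthy individual, whereas the sample labels describe a monoclonal human control IgG, and the group is called pCtrl here. The data comprise 27 libraries from 14 mice, each library from 1 tissue of 1 mouse, and the number in a label was taken as the mouse's number. The groups are PBS (n = 5 cortices and 5 hippocampi), pCtrl (n = 5 cortices and 4 hippocampi) and α-IgLON5#1 (n = 4 cortices and 4 hippocampi). All α-IgLON5#1 mice carry numbers from 8 to 17, and the mice of the other groups carry numbers from 10 to 75. The authors aligned paired-end reads from stranded mRNA libraries to the GRCm38 genome with STAR and deposited the number of reads counted on each of 55487 genes, without normalization. The paper's text does not name the program, the annotation or the strand setting used for counting, so genes that overlap or that have near-identical copies could share reads. In the hippocampus, total counts ranged from 29098828 to 58550621 for PBS (median 34061205), from 39479753 to 52212204 for pCtrl (median 44314050.5) and from 19428512 to 32776892 for α-IgLON5#1 (median 25926897.5). In the cortex, they ranged from 30352765 to 37034675 for PBS (median 34188929), from 19385642 to 42698201 for pCtrl (median 30667648) and from 26827119 to 54199358 for α-IgLON5#1 (median 39770922.5). Starting from these counts, library sizes were normalized with edgeR's TMM method, and levels are given as CPM, normalized counts scaled to a common library size. Groups were compared with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, in a single fit of all 27 libraries with a term for each of the 6 groups. A gene was called a DEG at an adjusted p under 0.05 and a fold change above 2, the paper's fold threshold. Choices that move the numbers are the fold threshold, the count filter, the fold change estimate, the libraries that enter the fit and the tissue composition of the hippocampal samples, and each was varied. Adjusted p values below are from this test unless another is named.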

To gain further insights about α-IgLON5#1–induced effects in the brain, we analyzed the gene expression [by RNA sequencing (RNA-seq)] in contralateral hippocampi and cortices. In hippocampi of α-IgLON5#1, we detected 23 significantly down-regulated and 361 significantly up-regulated transcripts compared with those in pCtrl animals (Fig. 4, A and B, fig. S3I). Most of these transcripts were associated with inflammatory pathways [Gene Ontology (GO) biological processes] particularly interleukin-6 (IL-6) and tumor necrosis factor–α (TNFα) cytokine responses or belonged to Ig genes (Fig. 4, C and D, and data S1 and S2). 

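In α-IgLON5#1 hippocampi compared with pCtrl hippocampi (n = 4 per group), 448 of the tested genes were called up-regulated and 48 down-regulated. Without the fold threshold, 857 were up-regulated and 563 down-regulated, and 4431 genes had an unadjusted p under 0.05. The up-regulated DEGs included 360 protein-coding genes, and their median log2 fold change was 1.88. In 1354 of all tested genes (6.68%), all 4 α-IgLON5#1 libraries lay above all 4 pCtrl libraries, a separation that chance gives for 1.43% of genes, and 390 of these were up-regulated DEGs. The median log2 fold change of the down-regulated DEGs was -1.34. The alternative that moved these counts most in proportion was the restriction to animals 8 to 17, which leaves 2 pCtrl hippocampi. That restriction called 49 genes up-regulated, all 49 among the 448, and 1 gene down-regulated. With single libraries left out, the number of up-regulated DEGs ranged from 327 (without α-IgLON5#1 mouse 8) to 515 (without α-IgLON5#1 mouse 16). The number of down-regulated DEGs depended on single libraries. It was 12 without pCtrl mouse 37, 14 without pCtrl mouse 10, 95 without pCtrl mouse 15, 97 without pCtrl mouse 75, 21 without α-IgLON5#1 mouse 8, 13 without α-IgLON5#1 mouse 9, and 105 without α-IgLON5#1 mouse 16.

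The macrophage and microglia gene Adgre1 (ENSMUSG00000004730.15, chromosome 17, 57358691 to 57483527, GRCm38) rose from 7.00 ± 1.16 to 42.8 ± 18.6 normalized CPM (mean ± SD, n = 4 per group), a log2 fold change of 2.61 (standard error 0.286, adjusted p = 1.5e-06). Cd72 (ENSMUSG00000028459.11, chromosome 4, 43446462 to 43454628), which overlaps Tesk1 on the other strand, rose from 0.341 ± 0.0514 to 10.7 ± 6.99 CPM, a log2 fold change of 4.95 (standard error 0.577, adjusted p = 2.71e-06). Among animals 8 to 17, Adgre1 and Cd72 kept log2 fold changes of 2.64 and 4.99 with adjusted p values of 0.0606 and 0.0798. The chemokine gene Cxcl13 (ENSMUSG00000023078.6, chromosome 5, 95956951 to 95961068) had no count in 3 of the pCtrl libraries and 5 counts in pCtrl mouse 15, against 88 to 327 counts in the α-IgLON5#1 libraries. Its level was 7.78 ± 7.22 CPM in α-IgLON5#1 hippocampi, and its adjusted p of 1.53e-06 rose to 0.0639 among animals 8 to 17. The largest fitted increase was that of the antibody variable gene Igkv1-110 (ENSMUSG00000093861.2, chromosome 6, 68270485 to 68271267), with 0 counts in every pCtrl hippocampus and 27 to 1509 counts in the α-IgLON5#1 hippocampi (adjusted p = 9.67e-06). Set against the limit of 3 counts, its level was at least 8.01 higher on the log2 scale (6.97 without α-IgLON5#1 mouse 17), and reads of such genes can be split among near-identical family members.

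Among the down-regulated DEGs, Pomc (ENSMUSG00000020660.6, chromosome 12, 3954951 to 3960642) changed from 33.0 ± 42.9 to 1.20 ± 0.519 CPM, a log2 fold change of -4.81 (standard error 1.31, adjusted p = 0.0248). Without pCtrl mouse 10 its log2 fold change was -3.40 (adjusted p = 0.131), and the call was also lost without α-IgLON5#1 mice 8, 9 or 17 (adjusted p = 0.0661, 0.0815 and 0.0565). Igfn1 (ENSMUSG00000051985.12, chromosome 1, 135953578 to 136006342) changed from 9.86 ± 8.15 to 1.81 ± 1.09 CPM (log2 fold change -2.35, standard error 0.454, adjusted p = 0.00169) and stood at 62.4 ± 5.75 CPM in PBS cortex (n = 5). With the tissue composition of each library as a covariate, its log2 fold change was -1.12 (adjusted p = 0.18), but that score contains Igfn1 itself. With a score without DEGs and activity-regulated genes, chosen after the values were seen, it was -1.15 (adjusted p = 0.116). The unitary pseudogene Gm13754 (ENSMUSG00000082373.2, chromosome 1, 63917848 to 63935932) had 0 counts in every α-IgLON5#1 hippocampus and 2 to 7 counts in the pCtrl hippocampi (adjusted p = 0.0261). That call was lost without pCtrl mouse 10 (adjusted p = 0.0733) and without α-IgLON5#1 mice 8, 9 or 17 (adjusted p = 0.0654, 0.0633 and 0.0565).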

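The GO table in data S2 lists 229 genes over 1700 terms, of which 228 matched a tested gene by symbol and 221 were up-regulated DEGs in α-IgLON5#1 hippocampi by the present criteria. Because that table holds only genes that the study picked from these libraries, no enrichment was recomputed, and the counts describe the genes it names. All 36 genes listed under inflammatory response were called up-regulated, with log2 fold changes from 1.13 to 7.98 and a median of 2.51. Under regulation of IL-6 production, all 22 listed genes were called (median log2 fold change 1.66). Under regulation of TNF production, all 17 were called (median 1.68), and under cellular response to TNF, 7 of 8 were called and all 8 were higher. Of the 448 up-regulated DEGs, 280 were either listed in data S2 or Ig genes.

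Il6 itself (chromosome 5, 30013114 to 30019981, GRCm38) did not pass the count filter, with at most 19 counts in an α-IgLON5#1 hippocampus and at most 6 in a pCtrl hippocampus. In the fit without the filter, read for this gene after its counts were seen, its hippocampal log2 fold change was 1.98 (standard error 1.05, adjusted p = 0.412). In the cortex, where the pCtrl libraries had at most 3 counts, it was at least 2.50 higher on the log2 scale (adjusted p = 0.0408), a bound that fell to 0.05 without α-IgLON5#1 mouse 8. Against PBS in the cortex, the log2 fold change of Il6 was 2.58 (standard error 0.86, adjusted p = 0.21). Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007) had at most 3 counts in each pCtrl hippocampus and 6 to 148 counts in the α-IgLON5#1 hippocampi, at least 5.03 higher on the log2 scale (adjusted p = 0.00715). This call rested on α-IgLON5#1 mouse 8, whose level was 7.28 CPM, and without that library the bound was 2.71 and the adjusted p 0.154. Over the alternatives run for this gene the adjusted p ranged from 0.000341 to 0.416. Il1b (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139), which overlaps the antisense gene Il1bos, rose from 0.291 ± 0.163 to 7.23 ± 10.2 CPM (mean ± SD, n = 4 per group), a log2 fold change of 4.56 (standard error 1.00, adjusted p = 0.00559). Without α-IgLON5#1 mouse 8 its log2 fold change was 2.79 (adjusted p = 0.0923).

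The Ig genes, taken as all antibody heavy chain, kappa and lambda constant and variable genes of the annotation, had 68 tested members, and 59 were up-regulated DEGs in the hippocampus, 49 of them variable genes. None was down-regulated. Together these genes took a median of 1136 CPM, as a share of the library total, in α-IgLON5#1 hippocampi (range 107 to 2018, n = 4), compared with 13.3 in pCtrl hippocampi (n = 4) and 9.41 in PBS hippocampi (n = 5). The share of counts on Ig genes was 49.7-fold higher in α-IgLON5#1 than in pCtrl hippocampi (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow; 0.0343 after Benjamini-Hochberg adjustment over 6 comparisons). All α-IgLON5#1 libraries exceeded all pCtrl libraries. Without α-IgLON5#1 mouse 9, which had the lowest share of its group, the difference was 1.97 on the log10 scale, and without mouse 17 it was 1.54, against 1.70 with all libraries. With 1 pCtrl library left out, the test of 4 libraries against 3 gave p = 0.0571 (exact permutation test, two-sided).

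**Figure D1:**
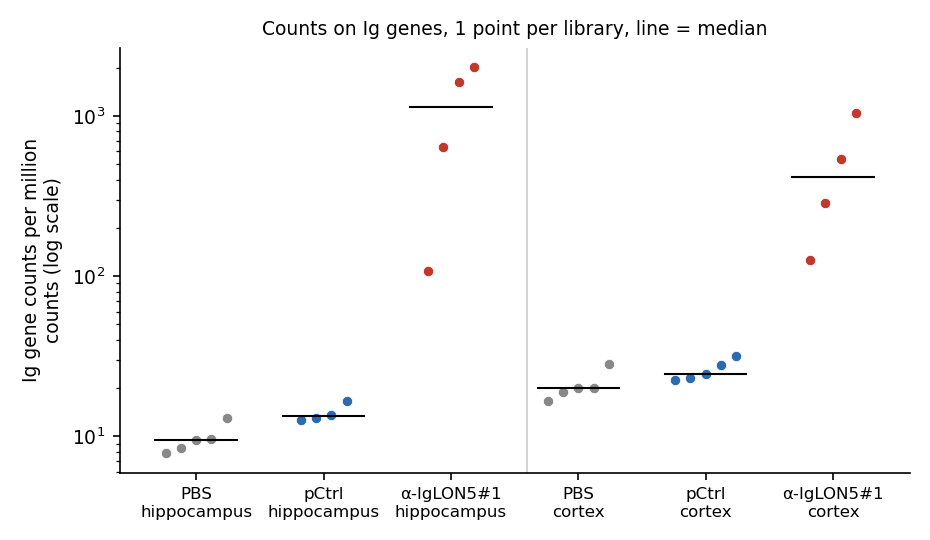
CPM on all Ig genes in each library, on a log scale, for PBS, pCtrl and α-IgLON5#1 mice in hippocampus and cortex. The 4 α-IgLON5#1 hippocampi lie between 107 and 2018 CPM, all above the control hippocampi.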

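In the cortex, the comparison of α-IgLON5#1 (n = 4) with pCtrl (n = 5) called 433 genes up-regulated and 5 down-regulated, with a median log2 fold change of 2.23 among the up-regulated DEGs. In 745 of all tested genes (3.68%), all α-IgLON5#1 cortices lay above all pCtrl cortices, a separation that chance gives for 0.794% of genes, and 329 of these were up-regulated DEGs. The count of up-regulated DEGs was 219 without α-IgLON5#1 mouse 8 and 550 without α-IgLON5#1 mouse 16, and among animals 8 to 17 it was 9, the alternative that moved it most. The tissues shared 309 up-regulated DEGs. Of the 139 called only in the hippocampus, 133 were also higher in α-IgLON5#1 than in pCtrl cortex, and of the 124 called only in the cortex, 96.0% were also higher in the hippocampus. No gene was called in opposite directions. Across the genes called up-regulated in either tissue, Pearson's r between the log2 fold changes was 0.869. This is a correlation over genes, which are not independent replicates. The number of shared DEGs was 195 without mouse 8, which had libraries from both tissues. A test of the difference between tissues, the interaction of tissue and treatment, called 0 genes against pCtrl, with 2158 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.134. The interaction count depended on the tool, since DESeq2 called 36 genes, all 36 with an unadjusted p under 0.05 in edgeR, and on the design, since edgeR with the animal as a block, which accounts for tissues taken from the same mouse, called 2.

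Between the control groups, 10 genes were up-regulated and 3 down-regulated in pCtrl compared with PBS hippocampi, with 2828 genes at an unadjusted p under 0.05. In the cortex, 0 genes were up-regulated and 0 down-regulated, with 1650 genes at an unadjusted p under 0.05. The 13 hippocampal DEGs were compared with the difference between α-IgLON5#1 cortex and α-IgLON5#1 hippocampus, libraries outside this comparison, in a test chosen after the values were seen. All 13 changed in the direction of the cortex, as did 64.6% of all tested genes, and 8 of the 13 differed between those tissues at an adjusted p under 0.05, as did 17.3% of all tested genes in either direction. With tissue composition as a covariate, 0 genes were called (1017 at an unadjusted p under 0.05). Their number also depended on single libraries, and without pCtrl mouse 15 it rose to 79 up-regulated and 48 down-regulated genes.

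**Figure D2:**
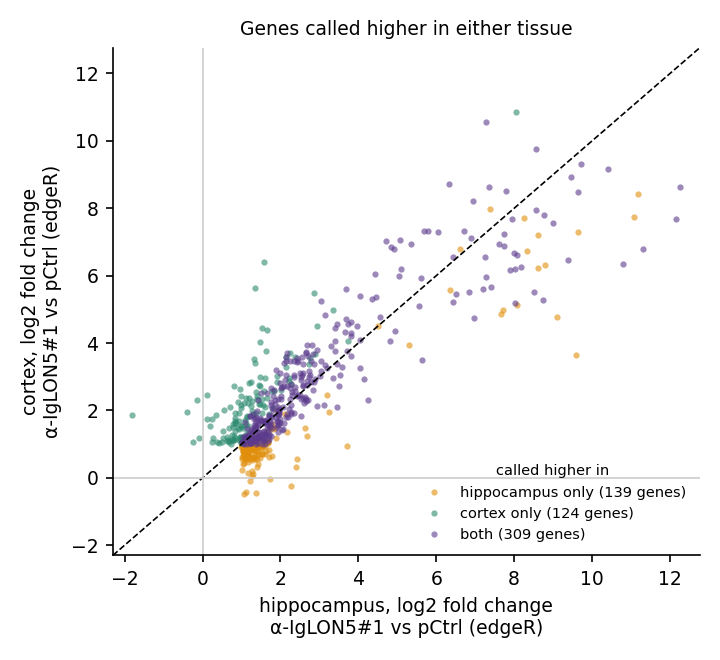
Log2 fold changes of α-IgLON5#1 over pCtrl in hippocampus (x axis) and cortex (y axis), with a point for each gene called up-regulated in either tissue. The plot separates the 309 genes called in both tissues from the 139 called only in hippocampus and the 124 called only in cortex.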

The cortical transcriptome of the mice showed similar changes between α-IgLON5#1 and pCtrl animals, while only few differences in gene expression were found between the two control groups, pCtrl and PBS (fig. S3, J and K). 

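C3 (ENSMUSG00000024164.15) lies on chromosome 17 of GRCm38 from 57203970 to 57228136, and a microRNA gene lies within it. In the hippocampus, its level was 0.506 ± 0.325 CPM in PBS (mean ± SD, n = 5), 0.630 ± 0.669 CPM in pCtrl (n = 4) and 31.3 ± 14.8 CPM in α-IgLON5#1 mice (n = 4), with 448 to 1086 counts per α-IgLON5#1 library. The log2 fold change of α-IgLON5#1 was 5.56 over pCtrl (standard error 0.583, adjusted p = 1e-06) and 5.86 over PBS (standard error 0.549, adjusted p = 5.88e-08), while pCtrl and PBS differed by 0.295 (standard error 0.622, adjusted p = 0.881). With each library left out in turn, the log2 fold change over pCtrl stayed between 5.18 and 6.65. In the cortex, C3 rose from 0.437 ± 0.356 CPM in pCtrl (n = 5) to 16.4 ± 11.8 CPM in α-IgLON5#1 mice (n = 4), a log2 fold change of 5.10 (standard error 0.563, adjusted p = 4.95e-06). The difference between the fold changes of the tissues, 0.461 on the log2 scale, was not significant (adjusted p = 0.897, interaction test). Among animals 8 to 17 the increase over pCtrl was still called in both tissues.

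**Figure D3:**
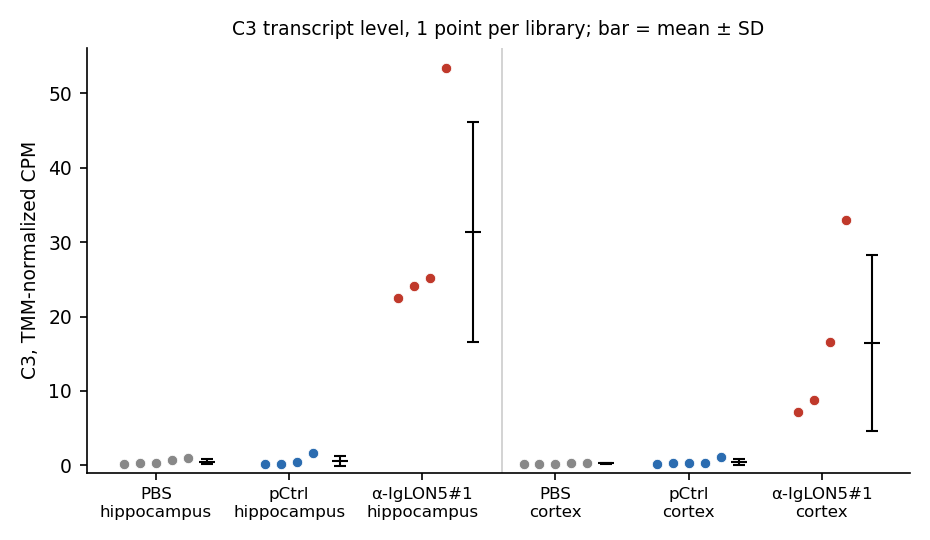
Normalized C3 level of each library in CPM, on a linear scale, by tissue and treatment. All 8 α-IgLON5#1 libraries lie above all 19 control libraries.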

Of the genes up-regulated in the hippocampus of α-IgLON5#1 animals, we confirmed the up-regulation of the neuroinflammation-associated astrocyte gene complement-3 (C3) by immunolabeling (Fig. 4E). Together, the in vivo data show that, in wild-type mice, cerebroventricular infusion of α-IgLON5 AABs induces localized Tau phosphorylation on epitope pS396/pS404 in distinct hippocampal axonal projections (MF and CC axons) as well as hippocampal neuroinflammation. Notably, because we observed neither phospho-Tau accumulation or aggregation in neuronal somata nor hippocampal neuronal loss, we interpret these changes as earliest, prepathological Tau changes that could lead to Tau pathology and neurotoxicity later on. Furthermore, in contrast to the animal model used here, in which mice received a direct AAB infusion selectively into the right ventricle for 2 weeks, anti-IgLON5 disease patients’ brains are diffusely exposed to the AAB over prolonged times. Such differences in AAB exposure likely explain the different distribution of Tau changes and neuroinflammation in humans, where Tau phosphorylation is mostly found in brain stem, hypothalamus, and cerebellum (*3*, *7*, *8*, *22*) (Supplementary Text).

**Fig. 4.**
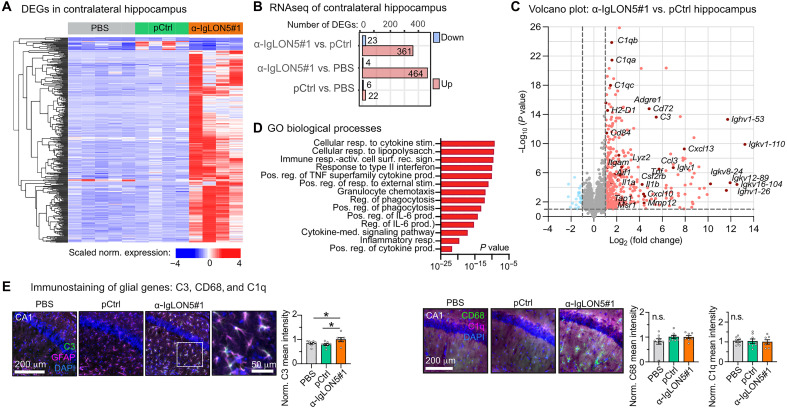
RNA-seq confirms microglia activation in α-IgLON5 AAB infused animals. (**A**) Hierarchical clustered heatmap of differentially expressed genes (DEGs) in contralateral hippocampi of PBS-, pCtrl-, and α-IgLON5#1–infused mice. (**B**) Number of significantly up-regulated (red) and down-regulated (blue) DEGs in contralateral hippocampi of PBS, pCtrl, and α-IgLON5#1 mice. (**C**) Volcano plot of gene deregulation in contralateral hippocampi of α-IgLON5#1 compared with those of pCtrl animals. (**D**) Gene Ontology (GO biological processes) enrichment analysis of up-regulated genes in hippocampi of α-IgLON5#1 compared with those of pCtrl animals. (**E**) Immunolabeling of neuroinflammatory markers (C3, CD68, and C1q) in hippocampi of α-IgLON5#1 and control mice. For the quantification of C3, CD68, and C1q fluorescence intensity, data are shown as means ± SEM; *n* = 7 to 9 animals, three to five brain sections per animal. Data are shown as means ± SEM. One-way ANOVA with Tukey posttest. Scale bars as indicated.

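The transcripts of the labeled microglial proteins were measured in the same RNA-seq libraries. Cd68 (ENSMUSG00000018774.13, chromosome 11, 69664213 to 69666153, GRCm38) rose from 8.01 ± 0.379 CPM in pCtrl to 17.1 ± 2.72 CPM in α-IgLON5#1 hippocampi (mean ± SD, n = 4 per group), a log2 fold change of 1.09 (standard error 0.115, adjusted p = 1e-06). In the cortex its log2 fold change was 0.703 (standard error 0.108, adjusted p = 0.000156), under the fold threshold. C1qa (ENSMUSG00000036887.5, chromosome 4, 136895917 to 136898803) rose from 49.4 ± 4.19 to 152 ± 51.7 CPM in the hippocampus, a log2 fold change of 1.61 (standard error 0.152, adjusted p = 3.57e-07). With each hippocampal library left out in turn, the log2 fold changes stayed between 1.01 and 1.19 for Cd68 and between 1.37 and 1.75 for C1qa.

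Marker lists fixed beforehand were tested with fry, a test of a whole list within the edgeR fit, with Benjamini-Hochberg adjustment over 20 lists. The 10 disease-associated microglia genes had a median log2 fold change of 0.908 in the hippocampus (9 of 10 higher, adjusted p = 2.53e-07) and of 0.299 in the cortex (7 of 10 higher, adjusted p = 8.99e-05). Of these genes, 6 in the hippocampus had an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone, but the study names 4 of them from these libraries, so the list is not independent evidence. The 10 homeostatic microglia genes, of which the study names 0, had a median log2 fold change of 0.478 in the hippocampus (8 higher, adjusted p = 0.00478) and of 0.0947 in the cortex (6 higher, adjusted p = 0.687). Of the homeostatic microglia genes in the hippocampus, 5 had an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone. The 12 reactive astrocyte genes, 6 of them named by the study, were all higher in the hippocampus (median log2 fold change 1.37, adjusted p = 0.0171) and in the cortex (median 1.59, adjusted p = 0.00939). In the hippocampus, 7 reactive astrocyte genes had an adjusted p under 0.05 over all genes and 10 when adjusted over the list alone. The 10 homeostatic astrocyte genes had medians of -0.0425 and -0.0691 in hippocampus and cortex (adjusted p = 0.818 and 0.706), and 0 of them had an adjusted p under 0.05 over all genes or when adjusted over the list alone. Of the lists of 10 genes, PBS hippocampus expressed 7 disease-associated microglia genes, all 10 homeostatic microglia genes and all 10 homeostatic astrocyte genes above 1 CPM, and it expressed 9 of the 12 reactive astrocyte genes. Camera, which assumes a preset correlation between genes, called 8 of the 20 lists up and 5 down in the hippocampus, and 7 of the up calls and 2 of the down calls held under fry.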

### α-IgLON5 AABs trigger acute neuronal hyperactivity

Somatodendritic Tau missorting has previously been suggested to be driven by neuronal hyperactivity, for example, in the context of epileptic activity (*36*), Aβ oligomers (*37*), and chemical stimulation, e.g., glutamate (*37*). Because α-IgLON5 AABs induced Tau missorting, we hypothesized that α-IgLON5 AABs may exert neuronal hyperactivity.

To test this hypothesis, we assessed spontaneous neuronal activity using calcium (Ca^2+^) imaging in GCamp6f-expressing neurons (Fig. 5A) treated with α-IgLON5 AABs or pCtrl (1 μg/ml). One hour after treatment, a significant increase in Ca^2+^ spike frequency could be detected for patient-derived AABs α-IgLON5#1, α-IgLON5#2, and α-IgLON5#4 compared with pCtrl or NT neurons (Fig. 5, B and C). α-IgLON5#3, which showed inefficient binding and did not induce Tau missorting (Figs. 1C and 2C), also did not increase neuronal activity. Activity-dependent expression of the immediate early gene c-FOS confirmed the observed increase in activity, showing significantly increased fluorescence intensity of nuclear c-FOS in α-IgLON5#1– and α-IgLON5#2–treated neurons (Fig. 5D). Even at a low AAB dose (0.1 μg/ml, ~0.67 nM), at which α-IgLON5#1 binding to neurons was similar to pCtrl (Fig. 1C), α-IgLON5#1 still induced a significant increase in neuronal activity compared with pCtrl (fig. S4, A to C). The mild activity induced by pCtrl in this condition can be accounted to the antibody application procedure, because a nonbinding human monoclonal antibody [mCtrl; (*38*)] showed a similar effect. In summary, these data indicated that α-IgLON5 AAB binding correlated with neuronal activity and Tau missorting (fig. S4, D and E). Application of EGTA-AM to suppress intracellular Ca^2+^ spikes (*39*) prevented somatodendritic Tau missorting (Fig. 5, E and F, and fig. S4F), and treatment of neurons with the sodium channels blocker tetrodotoxin (TTX) before α-IgLON5#1 treatment abolished α-IgLON5#1–induced Ca^2+^ transients and hyperactivity (Fig. 5G). These data establishing a causal link between α-IgLON5 AAB–induced hyperactivity increase in intracellular Ca^2+^ levels and Tau missorting and indicate that Ca^2+^ and sodium channels may be involved in α-IgLON5 AAB–induced activity.

**Fig. 5.**
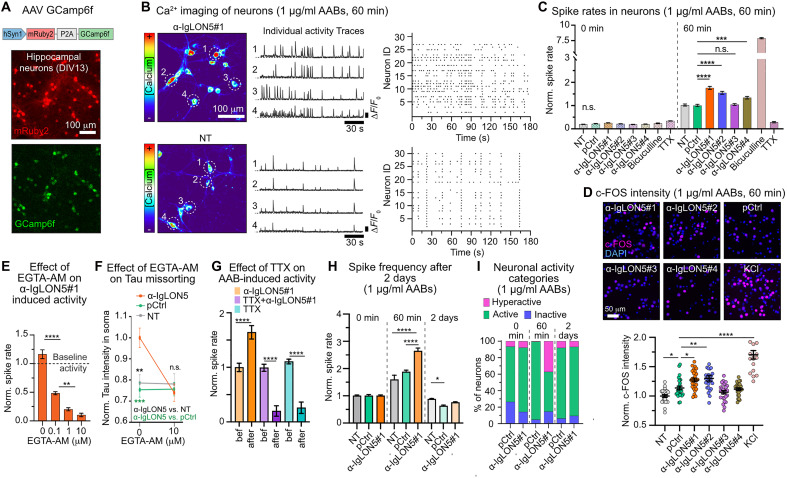
α-IgLON5 AABs induce neuronal hyperactivity. (**A**) Expression of mRuby2 and Ca^+2^ indicator GCamp6f in cultured neurons. (**B**) Ca^2+^ levels (time integrated; pseudocolored) in GCamp6f^+^ neurons treated with α-IgLON5#1 (1 μg/ml) or not (NT). White circles: cell bodies corresponding to GCamp6f traces (Δ*F*/*F*_0_ versus time). Raster plots: individual spikes of neurons in field of view (*n* = 25 to 30 cells). (**C**) Normalized spike rates after treatment with patient-derived α-IgLON5 AABs or pCtrl (1 μg/ml, 60 min). Spikes recorded before (0) and after (60 min) treatment in same cultures. Controls: bicuculline (30 μM, 5 min) and TTX (0.5 μM, 10 min). *n* = 3 experiments, 875 to 1344 neurons per group. Data are normalized to NT at 60 min. (**D**) c-FOS upon treatment with α-IgLON5 AABs or pCtrl (1 μg/ml, 60 min). Control: KCl (8 mM, 60 min). *n* = 3 experiments. (**E**) Spikes upon pretreatment with EGTA-AM concentrations for 20 min and then with α-IgLON5#1 (1 μg/ml, 60 min). Data are normalized to untreated neurons. *n* = 3 experiments, 203 to 309 neurons per condition. (**F**) Tau missorting in neurons pretreated or not with EGTA-AM (20 μM, 20 min) and then with α-IgLON5#1 or pCtrl (1 μg/ml, 2 days). *n* = 3 experiments, 47 to 60 neurons per condition. (**G**) Normalized spike rates before and after treatment with α-IgLON5#1 (1 μg/ml, 60 min), TTX (0.5 μM, 10 min), or both (first TTX and then α-IgLON5#1). *n* = 3 experiments. (**H**) Spikes before and after α-IgLON5#1 or pCtrl treatment (1 μg/ml, 60 min or 2 days). *n* = 3 to 4 experiments, 263 to 309 neurons per condition. (**I**) Percentage of inactive (blue), active (green), and hyperactive (pink) neurons upon treatment with α-IgLON5#1 or pCtrl (1 μg/ml for 0 min, 60 min, or 2 days). Hyperactivity: spikes/min > mean + 2*SD of pCtrl at each time point. Active: 0 < spikes/min < mean + 2*SD of pCtrl. Silent: no spikes. [(C) to (H)]: Means ± SEM, one-way ANOVA with Tukey posttest. [(A), (B), and (D)] Scale bars as indicated. n.s., not significant.

Next, we investigated how α-IgLON5 AAB or pCtrl (1 μg/ml) exposure for 2 to 3 days would affect neuronal activity, a time point when Tau was missorted into neuronal cell bodies following α-IgLON5 AAB treatment. After the initial induction of neuronal hyperactivity within 60 min after α-IgLON5#1 application, both the average spike rate and the fraction of hyperactive neurons dropped back after 2 days to levels detected before treatment (Fig. 5, H and I, and fig. S4G). Baseline Ca^2+^ levels (*F*_0_ of gCam6 fluorescence) seemed to be not altered in actively spiking neurons but was reduced in silent neurons after 2 days of α-IgLON5#1 compared with pCtrl and NT neurons (fig. S4H), which could reflect a homeostatic reaction to prolonged hyperexcitation (*40*). The absence of hyperactivity after 2 days was confirmed by electrophysiological recordings in autaptic cultures of hippocampal neurons (fig. S4, I and J) treated with AABs for 3 days, which showed no difference between α-IgLON5#1 and pCtrl-treated cells for any measured parameters (fig. S4I). In vivo, activity-dependent c-FOS expression in the DG was similar in mice that had received α-IgLON5#1 or pCtrl antibodies for 2 weeks (fig. S4K). α-IgLON5 AAB–induced neuronal hyperactivity, therefore, seemed to be transient, whereas the related Tau missorting persisted over days.

Prolonged AAB exposure may lead to a reduction of synapse numbers, which may dampen the initial α-IgLON5 AAB–induced hyperexcitation. Previous data from neurons treated with high doses of antibodies from anti-IgLON5 disease patient serum (1:50 dilution of total IgG isolates) showed a loss of synaptic protein content indicative of synaptic decline (*21*). In our model of low-dose (1 μg/ml) α-IgLON5#1 treatment, however, no significant loss in pre- and postsynaptic marker densities (fig. S4, L and M) was observed compared with that in control groups up to 7 days of AAB treatment.

### α-IgLON5 AABs cluster cell adhesion and ion channel proteins

The decline of hyperactivity after multiple days of α-IgLON5 AAB treatment could be due to internalization of IgLON5 protein/antibody complexes, leading to a decrease in IgLON5 cell surface epitopes (*2*, *19*, *41*). Previous studies reported an irreversible internalization of surface IgLON5 clusters in neurons after 3 days of treatment with the bulk antibody fraction from α-IgLON5 patient serum (*19*). In neurons continuously treated with α-IgLON5#1 over multiple days, we found an initial increase in IgLON5 surface clusters compared with that in controls after 60 min, followed by a decline of IgLON5 clusters back to densities comparable to untreated control neurons after 7 days (Fig. 6A). To assess the intracellular fate of IgLON5 clusters on longer time scales, we conjugated α-IgLON5#1 to the pH-sensitive fluorophore pHrodo, which increases fluorescence upon exposure to acidic environments characteristic of late endosomes and lysosomes (pH ~4.5 to 5.5). pHrodo fluorescence was detected in neurons treated with α-IgLON5#1 for 2 days and, to a lesser extent, also in pCtrl-treated neurons (fig. S4N), which may be due to unspecific antibody/protein internalization by neurons. These data suggest that, at least, a fraction of internalized α-IgLON5#1 is trafficked to degradative compartments rather than being recycled to the plasma membrane. IgLON5 cluster internalization could, therefore, in part, account for the observed reduction in hyperactivity after 2 to 3 days.

**Fig. 6.**
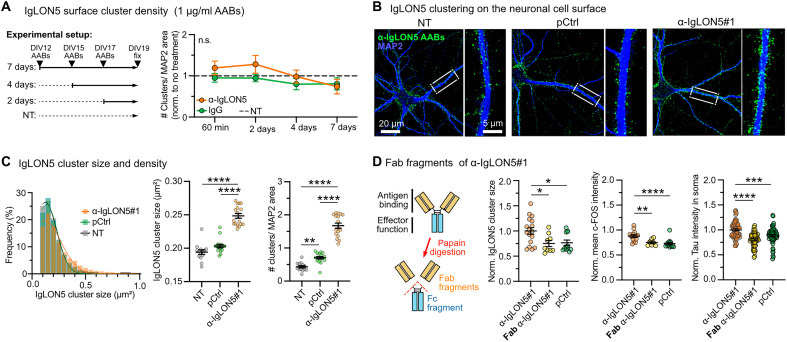
α-IgLON5 AAB–induced IgLON5 protein clustering on the cell surface. (**A**) Quantification of IgLON5 surface cluster density (# clusters/MAP^+^ area) in primary neurons treated with α-IgLON5#1 or pCtrl (1 μg/ml) at indicated time points (60 min, 2 days, 4 days, and 7 days). *n* = 3 experiments with three to four replicates per condition. Two-way ANOVA with Šidák posttest. (**B**) Confocal images of IgLON5 surface clusters on nonpermeabilized neurons upon treatment with α-IgLON5#1 or pCtrl (1 μg/ml) for 60 min. Scale bars as indicated. (**C**) Refined analysis of IgLON5 surface cluster density and size. Histogram shows frequency distribution of IgLON5 surface cluster size for all measured clusters. Additionally, mean cluster size and density (#IgLON5 clusters/MAP^+^ area) are shown. *n* = 3 experiments, three replicates per condition. One-way ANOVA with Tukey posttest. (**D**) α-IgLON5#1 and pCtrl Fab fragment (antigen-binding region) generation by papain digestion. IgLON5 surface cluster size/area, neuronal activity (nuclear c-FOS intensity), and Tau accumulation in cell bodies in upon treatment with equimolecular concentrations of α-IgLON5#1, Fab α-IgLON5#1, and pCtrl. For analysis of cluster size and neuronal activity, neurons were treated for 60 min. For Tau missorting, neurons were treated for 2 days. *n* = 3 experiments, four to five replicates per condition. One-way ANOVA with Tukey posttest. [(A) to (C)] Data are shown as means ± SEM.

AAB-induced clustering of surface receptors, i.e., *N*-methyl-d-aspartate receptors (NMDARs) and LGI1, can change receptor surface availability and dynamics, leading to altered neuronal activity (*42*–*48*). We, therefore, hypothesized that AAB-induced IgLON5 clustering may be involved in neuronal hyperactivity as well. Untreated cultured neurons showed a clustered appearance of IgLON5 on the cell surface [Fig 5B(*19*)]. Acute (60 min) treatment with α-IgLON5 AABs up-regulated IgLON5 surface cluster size and their dendritic density (Fig. 6, A to C), implicating antibody-mediated redistribution of IgLON5 molecules into larger surface clusters. Notably, total IgLON5 surface fluorescence was slightly reduced (fig. S5A), with ~7.5% of the IgLON5 IF signal detected intracellularly (fig. S4O), suggesting that a small fraction of IgLON5 clusters were internalized within the first hour of treatment. This occurred at maintained total cell surface labeling of IgLON5, indicating no increase in IgLON5 protein content (fig. S5A)

To test whether α-IgLON5 AABs directly induced the clustering, we separated the antigen-recognizing Fab fragments from the connecting Fc part of α-IgLON5#1 by papain digestion (fig. S5B), which removes the ability of the AAB to bind and “cross-link” multiple IgLON5 molecules at a time. This approach was previously used to disable clustering of NMDARs by α-NMDAR AABs (*49*). For α-IgLON5#1, treatment with equimolar concentrations of α-IgLON5#1 Fab fragments (2 mol of Fab fragments for 1 mol of IgG) did not induce IgLON5 surface clustering as observed for intact α-IgLON5#1 (Fig. 6D and fig. S5C). α-IgLON5#1 Fab fragments also induced less neuronal activity (c-FOS intensity) and Tau missorting (Fig. 6D). Hence, α-IgLON5#1–induced IgLON5 clustering seemed to be involved in inducing neuronal hyperactivity and Tau changes.

To determine whether IgLON5 clusters contained surface molecules capable of inducing neuronal hyperactivity, we determined the IgLON5 cluster proteome using an immunolabeling-based proximity biotinylation approach (Fig. 7, A and F, and fig. S5D). Neurons treated with α-IgLON5#1 or pCtrl for 60 min were fixed (4% PFA in PBS) and immunolabeled with α-human IgG secondary coupled to horseradish peroxidase (HRP). Addition of cell-impermeable biotin and hydrogen peroxide (H_2_O_2_) catalyzed the biotinylation of cell surface proteins in proximity to IgLON5#1, hence, in IgLON5 cell surface clusters. By microscopy, the spatial overlap and restriction of biotinylation to IgLON5 clusters could be confirmed (Fig. 7, B and C). We, therefore, considered biotinylated proteins in α-IgLON5#1–treated neurons to be part of IgLON5 clusters. Western blots confirmed the biotinylation of proteins in lysates of α-IgLON5#1–treated neurons and, to a lesser degree, in pCtrl-treated neurons (Fig. 7D) and the successful pulldown of these proteins using streptavidin beads. Proteomics mass spectrometry (MS) revealed the enrichment of specific cell surface proteins in IgLON5 clusters: other members of the IgLON family (IgLON1/2/3/4), as expected from a previous study (*15*), as well as other cell adhesion molecules [i.e., Ncam, Nrcam, Cadherins (Cdh4, Cdh6, Cdh11, and Cdh2), Contactins (Cntn1-6), and Integrins (Itga5, Itga7, and Itgb1); Fig. 7E and data S3]. IgLON5 clusters also contained ion channel auxiliary units involved in the regulation of neuronal activity, particularly regulatory subunits of voltage-gated sodium channels (Scn1b/2b/3b) and voltage-gated Ca^2+^ channels (Cacna2d1/d2/d3), voltage-gated potassium channel KCNN3, and the kainate receptor subunit GRIK3 (Fig. 7F and fig. S5E). Notably, we did not detect Na_v_ and Ca_v_ in the IgLON5 clusters proteome. This may be attributed to their embedding in the plasma membrane, which renders the channels difficult to extract from fixed neurons and may make them inaccessible for the biotinylation reaction using non–cell-permeable biotin. GO analysis (GO biological processes) of all differentially enriched proteins revealed proteins involved in cell adhesion, synapse assembly and function, synaptic and axonal signal transmission and propagation, and ion channel clustering (Fig. 7G, fig. S5F, and data S4). The proteome of the input cell lysate (before streptavidin bead pulldown) of α-IgLON5#1 and pCtrl-treated neurons did not have significant differences (fig. S5G and data S3).

**Fig. 7.**
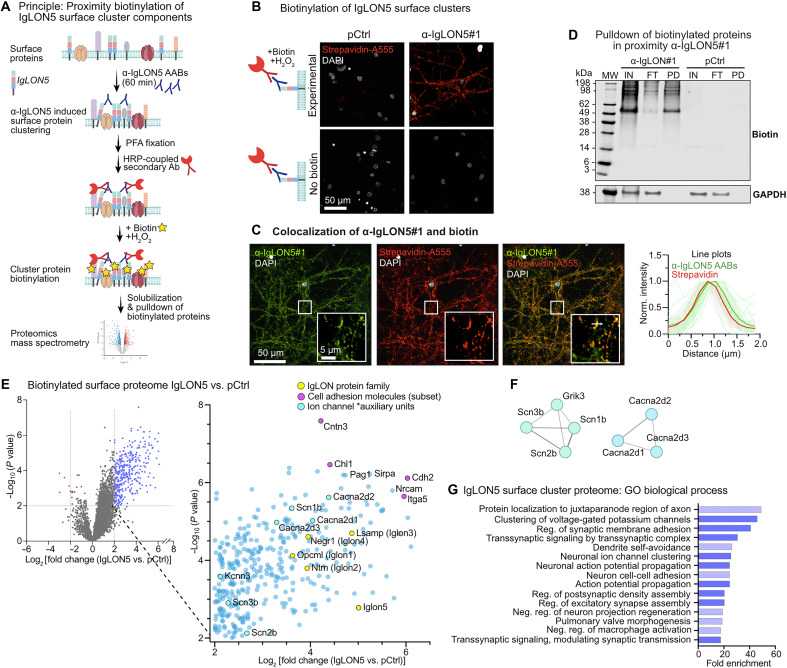
α-IgLON5 AAB–induced clustering of cell surface proteins. (**A**) Antibody-mediated proximity biotinylation assay. Live hippocampal neurons were treated with α-IgLON5#1 for 60 min to allow surface clustering, then fixed, and incubated with α-human IgG–horseradish peroxidase (HRP). Membrane-impermeant biotin-phenol and H_2_O_2_ were applied to selectively label surface proteins in proximity to AAB-bound IgLON5 clusters. Biotinylated proteins were pulled down and analyzed by MS. Surface protein biotinylation could be observed based on streptavidin–Alexa Fluor 555 labeling in neurons treated with α-IgLON5#1, α-human IgG-HRP, and biotin. Ab, antibody. (**B**) Detection of IgLON5 surface cluster biotinylation with streptavidin–Alexa Fluor 555 (A555) upon incubation of neurons with α-IgLON5#1 (1 μg/ml), followed by fixation, HRP secondary incubation, and biotinylation reaction. Scale bar as indicated. (**C**) Images of overlapping α-IgLON5 and streptavidin–Alexa Fluor 555 signal in neurons treated with α-IgLON5#1 (1 μg/ml) for 60 min. Intensity profile plot confirms colocalization of α-IgLON5 AABs and biotin signal. Thick lines indicate mean profiles, and thin lines indicate individual measured profiles. Scale bars as indicated. (**D**) Example Western blot showing biotinylated proteins in input (IN; cell lysate), flow-through (FT; wash), and pulldown (PD). Note: Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) is only detected in IN and FT samples, confirming cell surface specificity of the labeling. (**E**) Volcano plot of biotinylated surface proteins in neurons treated with α-IgLON5#1 versus pCtrl. Proteins significantly enriched in IgLON5 clusters (blue points) are provided as magnified view: IgLON family members (yellow; IgLON51/2/3/4/5), cell adhesion proteins (pink), and ion channel subunits (cyan). (**F**) Interaction network (STRING data base) of selected ion channel auxiliary subunits found in IgLON5 clusters (from fig. S5E). (**G**) GO analysis of biological processes associated with proteins significantly enriched in α-IgLON5 AAB–induced surface clusters.

In summary, our data suggest that the binding of α-IgLON5 AABs induces physical clustering and stimulation of Na_v_, Ca_v_, and K_v_ channels and auxiliary subunits and the glutamate-sensing kainate receptor subunit GRIK3. The deregulation of this complex mix of activity regulating channels and receptors by α-IgLON5 AABs explains the acute and excessive hyperexcitability of neurons upon α-IgLON5 AABs binding, which ultimately triggers prolonged somatodendritic Tau missorting and neurotoxicity. In addition, α-IgLON5 AABs induce clustering of cell adhesion molecules, including cadherins and integrins, a fundamental step at the top of cell adhesion signaling cascades. Whether cell adhesion signaling contributes to α-IgLON5 AAB–induced Tau changes has to be further investigated.

## DISCUSSION

AABs against neuronal receptors and cell surface proteins, e.g., NMDAR, GABAAR, and LGI1, can alter neuronal physiology (*1*, *2*, *50*–*52*). Our data reveal that anti-IgLON5 disease may involve a similar disease mechanism: Cell surface binding of α-IgLON5 AABs promotes the physical clustering of surface IgLON5 with cell adhesion molecules and ion channels, leading to acute neuronal hyperactivity that induces persistent Tau missorting, promotes Tau aggregation, and, ultimately, can lead to neurotoxicity. Previous studies reported that long-term treatment (for weeks) of neurons in vitro or of mice with anti-IgLON5 disease patient serum antibody pools (not enriched for α-IgLON5 AABs) disrupted synaptic protein levels and neuronal activity and caused cognitive deficits and anxiety-like behavior in mice (*21*, *53*, *54*). Our data now shed light on the events upstream of these effects.

Antibody-induced changes in receptor surface distribution have previously been reported for AABs. For example, AABs against LGI1 reduce its surface availability and impair interactions with potassium channels, leading to destabilization of synaptic contacts, dysregulation of excitatory transmission, and initiation of pathological hyperactivity including seizures (*45*, *46*, *48*, *52*, *55*). α-NMDAR AABs trigger nanoscale clustering of NMDARs, disrupting their association with scaffolding proteins, followed by receptor internalization and degradation, ultimately leading to a reduction in surface NMDARs and impaired synaptic transmission and neuronal silencing (*43*, *44*, *49*, *51*). For α-IgLON5 AABs, we similarly found that binding induces clustering of IgLON5 together with cell surface proteins. After 2 days, however, the enhanced IgLON5 receptor/protein clustering disappeared, and we detected IgLON5 antibodies within acidic late endosomal/lysosomal compartments, suggesting that a fraction of internalized complexes is routed toward degradative pathways rather than being rapidly recycled to the plasma membrane. Such irreversible internalization and lysosomal degradation of IgLON5 antibody–protein complexes is in line with previous reports (*19*). If α-IgLON5 AAB–induced hyperexcitation is directly related to IgLON5 clustering, as suggested by our data, then the reduced the availability of functional IgLON5 at the neuronal surface may limit the capacity of α-IgLON5 AABs to sustain receptor clustering and hyperexcitability, explaining why AAB-induced hyperexcitation vanished after 2 days in neuronal cultures. Notably, the shRNA-mediated reduction of IgLON5 led to a dose-dependent increase in neuronal toxicity, similar to what has previously been suggested for internalization-related reduced surface IgLON5 (*19*). Therefore, loss of surface IgLON5, whether through genetic manipulation or prolonged antibody-mediated internalization, appears to contribute to neuronal vulnerability.

α-IgLON5 AABs induce clustering of ion channel auxiliary units (Scn1b/2b/3b and Cacna2d1/d2/d3) that regulate the permeability of voltage-gated Ca^2+^ (Ca_v_) and sodium (Na_v_) channels, which are essential for synaptic transmission and action potential initiation and propagation (*56*), and with the Ca^2+^-activated potassium channel KCNN3 and the ionotropic glutamate receptor GRIK3/GLUR7, which are directly involved in neuronal excitability (*57*, *58*). Aberrant physical interactions and clustering of these proteins, induced by α-IgLON5 AABs, can have a profound impact on neuronal activity. In addition, we identified several cell adhesion molecules (IgLON family members, integrins, cadherins, protocadherins, and contactins) in IgLON5 surface clusters. These transmembrane proteins dynamically interact with the actin cytoskeleton to facilitate synaptic organization, neuronal migration, and development (*59*, *60*). Their interaction with other surface proteins modulates function and localization of voltage-gated ion channels, thereby altering Ca^2+^ influx, neuronal excitability, and other signaling pathways that remodel the cytoskeleton, strengthen adhesion, and support synaptic function and plasticity. The concerted effect of α-IgLON5 AAB binding on adhesion proteins, receptors, and ion channels can explain how α-IgLON5 AAB binding induces neuronal hyperexcitability. While these findings establish α-IgLON5 AAB–mediated protein clustering at the neuronal surface as a key upstream event driving hyperactivity and Tau activation, future studies using targeted pharmacological perturbations, e.g., using NMDA/AMPA receptor antagonists and Ca^2+^ channel blockers, will be required to identify specific molecular players in the cascade.

We showed that intracellular Ca^2+^ chelation can rescue α-IgLON5 AAB–induced Tau missorting. Whether the Ca^2+^ that activates Tau originates from synaptic influx and/or is released from internal stores, e.g., the endoplasmic reticulum (ER) or mitochondria, remains unclear. Previously, intracellular Ca^2+^ increase through NMDAR activation or membrane depolarization was shown to engage downstream pathways linked to Tau phosphorylation and truncation, including calpain activation, sustained extracellular signal–regulated kinase (ERK)/mitogen-activated protein kinase signaling and the CaMKK2-AMPK pathway (*61*–*63*). In addition, activity-dependent synaptic Ca^2+^ entry can trigger secondary Ca^2+^ release from intracellular stores, such as the ER, thereby amplifying and prolonging intracellular Ca^2+^ signaling (*64*), which could further promote and prolong Tau phosphorylation. For example, during nonhuman primate aging, cyclic adenosine 3′,5′-monophosphate (cAMP)–inducible cAMP-dependent protein kinase (PKA)–dependent phosphorylation of RyR2 at S2808 (pS2808-RyR2) causes Ca^2+^ leak from intracellular stores, correlating with Tau phosphorylation at CaMKII and GSK3β-dependent sites (*65*). Ultimately, identifying the contribution of synaptic Ca^2+^ influx and intracellular Ca^2+^ storage release, as well as the involved downstream Tau kinases, will be required to define the signaling cascades acting in Tau activation downstream of α-IgLON5 AAB binding at the neuronal surface.

In vitro, α-IgLON5 AABs triggered acute (minutes to hours) neuronal hyperactivity, which vanished after 2 days but left behind lasting (multiday) Tau missorting and promoted FTD-Tau aggregation. Similarly, in vivo, after 14 days of AAB infusion, we did not detect neuronal hippocampal activation using c-FOS in animals that received α-IgLON5 AABs but detected hippocampal Tau phosphorylation, potentially activity-induced. Whether α-IgLON5 AABs also promote FTD-Tau aggregation in mice remains to be tested. However, together, these findings may suggest a homeostatic adaptation of neuronal activity to initial α-IgLON5 AAB hyperexcitation, which is coupled to prolonged Tau phosphorylation and missorting. In anti-IgLON5 disease patients, where α-IgLON5 AABs are chronically present in the cerebrospinal fluid (CSF), and, therefore, neurons are repeatedly or continuously exposed to AABs over long time periods. Antibody-driven Tau changes and neuronal dysfunction may occur in episodes, modulated by fluctuations in local AAB concentration and state-dependent network activity (e.g., sleep-wake cycles). Over time, these recurrent “hits” could accumulate into gradual, irreversible, and neurotoxic accumulation of pathological Tau, contributing to anti-IgLON5 disease progression.

The extended presence of Tau in the somatodendritic compartment can exhaust neuronal homeostasis (*66*), induce synapse loss (*34*), and impair other key neuronal functions (*67*–*69*). Consequently, this would explain why immunotherapy (to deplete AABs) seems most beneficial when initiated early in anti-IgLON5 disease (*5*), i.e., before overt Tau accumulation. Tau pathology has previously been connected to neuronal hyperactivity in epilepsy (*70*) and in AD (*71*–*73*). Sustained neuronal hyperactivity, induced through chemical or optogenetical stimulation, has been shown to promote Tau secretion, accumulation, aggregation, and cell-to-cell propagation (*74*, *75*). These are key processes in the development and spread of Tau pathology in AD and FTD and may also contribute to the progression of Tau pathology in IgLON5 disease. Susceptibility of neurons to hyperexcitation could, therefore, encode a selective vulnerability of neuronal circuits to Tau pathology. The here revealed hyperactivity-induced Tau pathology in anti-IgLON5 disease emphasizes the importance of considering the modulation of neuronal activity for therapeutic approaches to prevent or lower Tau pathology and toxicity across tauopathies. For the treatment of anti-IgLON5 disease patients, determining the neuromodulatory activity of their plasma AAB pool could help in the choice of treatment, i.e., whether to target neuronal hyperexcitation, neuroinflammation, Tau phosphorylation, and aggregation, or all. For example, our data indicate that the effects of α-IgLON5 AABs on neuronal activity and Tau depend on AAB binding strength, AAB concentration, and duration of exposure. These factors differ between patients and may contribute to variations in brain functional impairment and Tau pathology progression between anti-IgLON5 patients (*8*). Further, whether neuronal hyperactivity plays a role for Tau pathology in other immune-related secondary tauopathies, e.g., in subacute sclerosing panencephalitis (*76*) (measles late reaction) and head-nodding syndrome (*77*) (involving DJ-1 antibodies), should be tested as well.

In mice with cerebroventricular infusion of α-IgLON5 AABs, Tau phosphorylation occurred in hippocampal projections (i.e., MFs between DG and hippocampal CA3, projections onto ventral CA1, and commissural fibers in CC). A similar projection selectivity of phosphorylated or misfolded Tau accumulation in MFs has, for example, been observed in mice expressing acetylation-mimetic or pro-aggregant Lys^280^-deletion Tau (*78*, *79*), where it was associated with deficits in synaptic plasticity in this circuit. Whether α-IgLON5 AAB–treated mice show Tau phosphorylation in neurons of locus coeruleus or entorhinal cortex, two other regions primary affected by Tau pathology in AD (*80*–*82*), remains to be tested. The α-IgLON5 AAB–induced accumulation of phosphorylated Tau in axonal projections, and not (yet) neuronal cell bodies, is reminiscent of earliest pathological alterations found in other tauopathies, like AD and FTD, where changes in Tau (i.e., phosphorylation and somatodendritic missorting) spatially associate with progressive decay in synaptic homeostasis (*34*, *83*–*85*) and neuroinflammation and, ultimately, lead to neurodegeneration (*8*, *9*) (Supplementary Text). A previous pilot study suggested that the cerebroventricular infusion of IgGs from an IgLON5 disease patient into mice expressing human wild-type Tau [hTau line; (*86*)] increased the extend of Tau phosphorylation (AT8) in hippocampal and brain stem neuronal cell bodies (*54*); neuronal loss was not reported in this study. It remains to be tested whether administration of α-IgLON5 AABs in models developing Tau pathology (e.g., transgenic mice expressing FTD-mutant Tau) would promote Tau aggregation, supportive of our in vitro data in TauP301L/S320F-expressing neurons, and induce neurotoxicity. In addition, α-IgLON5 AABs triggered microglia activation, neuroinflammatory gene expression signatures (TNFα and IL-6 pathways) commonly observed in Tau and neurodegeneration models, and a pronounced up-regulation of Ig gene expression that is typically not reported in tauopathy brains or models. 

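Against PBS (n = 5) in place of pCtrl, α-IgLON5#1 hippocampi (n = 4) had 519 up-regulated and 22 down-regulated DEGs, and α-IgLON5#1 cortices (n = 4) had 454 up-regulated and 1 down-regulated. The alternative that moved the numbers of up-regulated DEGs most was a filter of at least 10 counts in every library, which left 247 in the hippocampus and 216 in the cortex. Without α-IgLON5#1 mouse 8, 261 genes were up-regulated in the cortex. Of the 36 genes that data S2 lists under inflammatory response, 35 were up-regulated DEGs against PBS in the hippocampus, and in the cortex 32 were up-regulated against pCtrl and 33 against PBS. Of the 22 genes listed under regulation of IL-6 production, 15 were up-regulated DEGs in the cortex against pCtrl and 17 against PBS, and all 22 were higher in α-IgLON5#1 cortex. Of the 17 listed under regulation of TNF production, 14 and 15 were called in the cortex, and all 17 were higher.

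The share of counts on Ig genes was 72.6-fold higher in α-IgLON5#1 than in PBS hippocampi (adjusted p = 0.0159, higher in 4 of 4), a difference of 1.86 on the log10 scale that was 2.13 without α-IgLON5#1 mouse 9 and 1.71 without mouse 17. In the cortex it was 14.7-fold higher than in pCtrl and 18.5-fold higher than in PBS (adjusted p = 0.0159 for both, higher in 4 of 4). Each raw p of these comparisons was 0.00794 by exact permutation test, two-sided, the smallest that 4 libraries against 5 allow. Between the controls, the share was 1.46-fold higher in pCtrl than in PBS hippocampi (exact p = 0.0238, adjusted p = 0.0343), an effect that was past p = 0.05 in 2 of the 9 fits that each left out a library, and 1.26-fold higher in the cortex (exact p = 0.0794). In the cortex the control difference had an exact p of 0.00794 without PBS mouse 14, the PBS cortex with the highest share.

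Interferon genes also differed. The 12 type I interferon response genes had a median log2 fold change over pCtrl of 0.981 in the hippocampus (12 of 12 higher, fry adjusted p = 0.128) and of 2.30 in the cortex (12 of 12 higher, adjusted p = 0.00939). Of these genes, 2 in the hippocampus and 10 in the cortex had an adjusted p under 0.05 over all genes, and 3 and 12 when adjusted over the list alone. No list had a significant interaction of tissue and treatment (smallest adjusted p of the 20 lists 0.387 against pCtrl). That fit does not pair the tissues of an animal, and the lists were not tested with the animal as a block. It therefore leaves open whether the lists respond differently in the tissues. The 15 genes of interferon gamma response and antigen presentation had medians of 1.40 and 1.97 (15 of 15 higher in both tissues, adjusted p = 0.0104 and 0.00211). For that list the counts over all genes were 4 and 11, and 11 and 15 when adjusted over the list alone. The study names 2 genes of the first list and 6 of the second from these libraries, and PBS hippocampus expressed 9 and 14 of them above 1 CPM.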

The latter may indicate B cell infiltration, e.g., as a result of α-IgLON5 AAB–induced IL-6 up-regulation (*87*), or inflammation-related microglial Ig expression (*88*). 

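The classes of Ig transcripts differed between treated and control libraries. Kappa constant region transcripts (Igkc) stood at 217 ± 169 CPM in α-IgLON5#1 hippocampi (mean ± SD, n = 4) and at 0.971 ± 1.06 CPM in pCtrl hippocampi (n = 4). IgM heavy chain transcripts (Ighm) stood at 183 ± 125 CPM and 9.71 ± 1.19 CPM. Heavy chain transcripts of IgG and IgA were higher too. Ighg2b stood at 206 ± 197 CPM in α-IgLON5#1 and 0.232 ± 0.327 CPM in pCtrl hippocampi, and Igha at 53 ± 32.8 and 0.323 ± 0.542 CPM. Ighg3 stood at 40.8 ± 31.2 and 0.0826 ± 0.111 CPM, and Ighg1 at 24.7 ± 20.7 and 0.197 ± 0.236 CPM. The ratio of Igkc to Ighm counts was 0.67 to 1.72 in the 8 α-IgLON5#1 libraries and 0.00244 to 0.299 in the 19 PBS and pCtrl libraries (median 0.0256). Ig variable genes received 9327, 426, 5623 and 20321 counts in the hippocampi of α-IgLON5#1 mice 8, 9, 16 and 17, and the most counted variable gene took between 6.81% and 9.88% of them. In the cortices of the same mice the most counted variable gene took 7.68%, 18.5%, 11.6% and 41.6%. It was the same gene as in the hippocampus in mouse 16 (Ighv1-22) and another gene in mice 8, 9 and 17. The 5 most counted in the cortices took 25.4%, 46.1%, 32.8% and 72.1%. At least 10 counts were found on 74, 14, 78 and 95 variable genes in the hippocampi and on 71, 12, 52 and 66 in the cortices.

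The usage of variable genes was compared between the cortex and the hippocampus of each α-IgLON5#1 mouse over 132 variable genes, as the correlation of log2 shares across genes, which are not independent replicates. The mean Pearson correlation was 0.794 within a mouse (range 0.729 to 0.86, 4 mice) and 0.377 between mice (range 0.251 to 0.5). No other pairing of the cortices with the hippocampi gave a mean as high (exact permutation of the pairing, one-sided p = 0.0417, the smallest that 24 pairings allow). The alternative that moved the value within mice most was the use of heavy chain variable genes alone, at 0.762 within and 0.405 between mice.

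Transcripts of immune cells other than antibodies were tested as lists against pCtrl by fry. The B cell list (10 genes, 9 tested) had a median log2 fold change of 2.35 in the hippocampus (9 of 9 higher, adjusted p = 0.00149) and of 2.10 in the cortex (8 of 9 higher, adjusted p = 0.00939). With genes of at most 3 counts in every control library placed at their limit, the medians were 2.13 and 1.96. In the hippocampus 5 of these genes had an adjusted p under 0.05 over all genes and 6 when adjusted over the list alone, and in the cortex 3 and 8. The plasma cell list (10 genes, 9 tested) had medians of 0.793 and 0.429 (8 of 9 higher in each tissue, adjusted p = 0.000545 and 0.0041), with 5 genes in the hippocampus over all genes and 5 when adjusted over the list alone, and 2 and 3 in the cortex. The T cell list (12 genes, 7 tested) had medians of 0.638 and 0.8 (7 and 6 of 7 higher, adjusted p = 0.000525 and 0.0041), with 2 genes in the hippocampus over all genes and 3 when adjusted over the list alone, and 1 and 4 in the cortex. Among animals 8 to 17 the medians of the B cell list were 2.43 and 1.70 (adjusted p = 0.0599 and 0.102). The neutrophil list (10 genes, 6 tested) had medians of -0.33 and 0.598 (adjusted p = 0.485 and 0.456), and the cortical median was -1.02 without α-IgLON5#1 mouse 8. The list of infiltrating or border macrophages (10 genes) had medians of 0.237 and 0.528 (adjusted p = 0.625 and 0.234). For the neutrophil list 1 gene in each tissue had an adjusted p under 0.05 over all genes and 1 when adjusted over the list alone, and for the macrophage list 3 and 5 genes over all genes and 6 in each tissue when adjusted over the list alone. The study names 4 genes of the B cell list, 3 of the plasma cell list and 1 each of the T cell, neutrophil and macrophage lists from these libraries, and PBS hippocampus expressed 1, 2, 1, 1 and 5 genes of these lists above 1 CPM. From the up-regulation of Ig genes, the paper proposes that B cells entered the tissue, for example through IL-6 induced by the antibodies, or that microglia expressed Ig genes during inflammation.

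**Figure D4:**
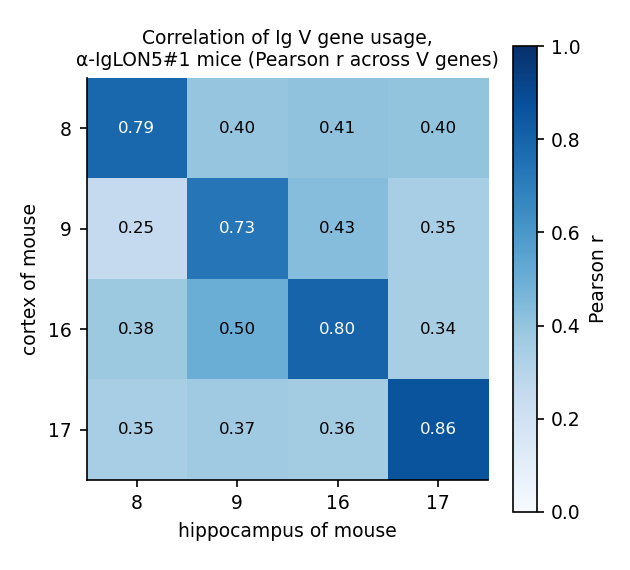
Pearson correlation across 132 Ig variable genes of their usage in the cortex and in the hippocampus, for every pair of α-IgLON5#1 mice. The 4 same-mouse pairs lie between 0.729 and 0.86, and all other pairs at or below 0.5.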

Mild B cell infiltration has been reported in IgLON5 autopsy brains (*22*). Whether Ig gene up-regulation occurs in IgLON5 disease patient brains is not known. The IgG subclass composition of α-IgLON5 AAB in the brain may play an important role for the extend and kind of neuroinflammation induced (Supplementary Text). As in other tauopathies, however, it remains uncertain whether α-IgLON5 AAB–induced neuroinflammation is mediated by Tau changes and to what extent neuroinflammation contributes to Tau pathology.

α-IgLON5 AAB–induced Tau phosphorylation in MF and CC axonal projections appeared to be epitope selective on epitope pS396/pS404. This is in line with previous reports that identified (pre)synaptic Tau is phosphorylated at pS396/pS404 (*89*, *90*), an epitope targeted by multiple kinases, including GSK3β, CDK5, and ERK (*91*, *92*). Previous studies indicated that Tau/GSK3β interactions are important for synaptic defects in neurodegenerative diseases (*93*, *94*) and that GSK3β is especially important for synaptic Tau phosphorylation at pS396/pS404 (*95*). In vitro, GSK3β phosphorylates Tau directly with a preference at the pS396/pS404 epitope, thereby promoting its aggregation into AD-like fibrils (*92*). In addition, phosphorylation of Tau can be primed by cAMP-dependent PKA, leading to strong phosphorylation involving additional Tau epitopes (*91*). Whether α-IgLON5 AAB–induced MF Tau phosphorylation at pS396/pS404 relates to specific kinases, e.g., GSK3b, needs to be further investigated. Notably, in IgLON5 patient brains, synaptic and axonal Tau phosphorylation has not yet been assessed. However, a recent study on IgLON5 disease brain stem Tau pathology suggested a disease stage dependent occurrence of Tau phosphorylation sites in neuronal somata (*96*), which indicated sequential occurrence of AT8 > pT231 > pS396 and additional phospho-epitopes. In AD hippocampus, Tau epitopes also seem to occur sequentially yet different from IgLON5 patient brain stem (*97*–*99*). It is important to note though that all these studies characterize phospho-Tau accumulating in neuronal cell bodies, and not in axonal projections as observed in α-IgLON5 AAB–treated mice in our data.

Clinically, anti-IgLON5 patients generally present with complex sleep and breathing disturbances, and neurophysiological assessment relies primarily on video polysomnography. Epileptiform electroencephalogram (EEG) activity has been reported in a subset of anti-IgLON5 patients (*100*), and EEG abnormalities are variable and often absent in routine recordings (*3*, *6*). Accordingly, data from a pilot study with intracerebroventricular infusion of α-IgLON5 AABs in wild-type mice did not also reveal consistent EEG or behavioral (e.g., sleep, breathing, and licking behavior) abnormalities (*54*). Therefore, our findings on α-IgLON5 AAB–induced hyperexcitability in dissociated neuronal cultures may not directly translate into a globally hyperactive brain state. Instead, such changes at the cellular level may alter how neurons integrate synaptic inputs, affecting synaptic plasticity and network activity without producing overt population-level hyperactivity. Additionally, transient changes in local neuronal activity of anti-IgLON5 patients may be missed by single time-point assessments through EEGs, especially early in the disease when mostly brain stem and hypothalamus, but not cortex or hippocampus, are affected. In animal models, brain region–specific continuous or longitudinal measurements of neuronal activity using single- or multielectrodes or Ca^2+^ imaging will, therefore, be critical to capture the temporal dynamics of anti-IgLON5 AAB–induced cellular hyperexcitability and circuits dysfunction.

## MATERIALS AND METHODS

### Ethics

All analyses of patient material were approved by the Charité - Universitätsmedizin Berlin Ethics Board (no. EA1/258/18). Primary mouse neuron preparations and experiments involving adult animals (C57/B6, male) were carried out according to the guidelines stated in the directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by local authorities in Berlin and the animal welfare committee of the Charité Universitätsmedizin Berlin, Germany.

### IgLON5 patients

Anti-IgLON5 disease patients, whose α-IgLON5 ABB and pCtrl AB pools were isolated in this study, were patients in the neurology clinics of the Charité University Medicine Berlin (patients: IgLON5#2,3,4) and of the Otto-von-Guericke-University Magdeburg (patient: IgLON5#1) (Table 1). Phosphorylated tau 217 (pTau217) in serum of patients IgLON5#2,3,4 and in plasmapherisate of patient IgLON5#1 was measured using the Simoa pTau217 Advantage PLUS assay (Quanterix, Billerica, MA, USA; kit lot 504407) at the DZNE Bonn. The intraplate coefficient of variation was <5.1% based on two control levels run in duplicates at the beginning and end of the plate.

**Table 1.** Anti-IgLON5 disease patient information. MP, methylprednisolone; PPH, plasmapheresis; RTX, rituximab; IA, immunoadsorption; IVIG, intravenous immunoglobulins; *, pTau217 in plasmapherisate of this patient; M, male; F, female; Y, years; N.A., not applicable.

Patient#	Sex (M/F)	Age (Y)	Immunotherapy	Effect?	AAB titer	CSF NFL	Serum pTau217 (pg/ml)	Clinical symptoms
IgLON5#1	M	59	MP and PPH	N.A.	1:1000 (serum) and 1:100 (CSF)	N.A.	0.0722*	Sleep apnea, myoclonic jerks, dysarthria, and gait disorder
IgLON5#2	M	59	PPH, RTX, and Bortezomib	No	1:1000 (serum) and 1:100 (CSF)	841	0.0193	Gait instability, bulbar symptoms, sleep disturbance, fasciculations, myoclonic jerks, myorhythmia, and hyperreflexia
IgLON5#3	F	35	IA and RTX	No	1:3200 (serum) and 1:32 (CSF)	559	N.A.	Sleep disturbance and fasciculations
IgLON5#4	F	76	MP and PPH IVIG	No	1:1000 (serum) and 1:10 (CSF)	1127	0.0246	Bulbar syndromes, sleep disturbance, respiratory insufficiency, and cognitive dysfunction

### α-IgLON5 AAB detection in patient CSF and serum

Specificity of the purified α-IgLON5 AABs was confirmed by indirect IF performed on HEK293 cells transfected with commercially available IgLON5 expression vector (EUROIMMUN, no. 1151-1005-50) and cells with control transfection. α-IgLON5 AAB binding on cells was confirmed at dilutions of 1:100 for CSF and 1:1000 for serum.

### Purification of patient-derived α-IgLON5 AABs

Recombinant human IgLON5-Fc chimera (R&D Systems) was bound to a 1-ml HiTrap NHS-activated HP column (GE Healthcare) according to the manufacturer’s guide. For antibody isolation, eluates of plasmapheresis were loaded overnight onto the column. Then, the column was washed with 15 ml of 20 mM tris (pH 7.5) and 15 ml of 0.5 M NaCl in 20 mM tris (pH 7.5). α-IgLON5 AABs were eluted with 100 mM glycine (pH 2.2) with subsequent neutralization using 1 M tris (pH 8.8). Last, the samples were rebuffered into PBS using Vivaspin 15R ultrafiltration spin columns (Sartorius). For detection of specificity, recombinant IgLON5 or LG1 protein was spotted onto a nitrocellulose membrane (GE Healthcare), membranes were blocked with 1% bovine serum albumin (BSA) in PBS, incubated with α-IgLON5 AABs overnight at 4°C, washed, and incubated with HRP-coupled antihuman IgG. For the isolation of control serum IgGs (pCtrl), 750 μl of serum from healthy controls was mixed with 450 μl of protein A/G agarose (Santa Cruz Biotechnology). IgG fractions were isolated according to manufacturer’s instructions. Purity was checked by Coomassie staining. Protein concentration was determined using a bicinchoninic acid (BCA) protein assay kit (Thermo Fisher Scientific). The nonreactive human monoclonal control AAB (mCtrl; mGO53) was purchased from InVivo BioTech.

### IgG subclass composition of patient-derived AABs

For detection of IgG subclasses, 2 μg of patient-derived α-IgLON5 AABs #1 and pCtrl were dotted on a nitrocellulose membrane (GE Healthcare). Membranes were probed with mouse antihuman IgG1-POD, antihuman IgG2-POD, antihuman IgG3-POD, and IgG4-POD ab (Thermo Fisher Scientific) and sheep antihuman IgG (Seramun). For quantitative determination of subclass distribution across all four isolated α-IgLON5 antibody samples and pCtrl, the Human IgG Subclass ELISA Kit (Thermo Fisher Scientific) was used according to the manufacturer’s protocol.

### Relative binding strength quantification using flow cytometry

Binding strength was determined following previously published protocols (*101*). In brief, HEK293T cells were transfected with cDNA plasmids coding for full human IgLON5 protein that coexpressed a myc-tag for transfection efficiency control. Three days posttransfection, cells were harvested and stained with serial dilutions of AABs and c-myc AABs. From live cells with top 30% protein expression (evaluated by c-myc signal), the mean fluorescence intensity (MFI) of Alexa Fluor 488–coupled goat antihuman IgG (1:500; Life Technologies) was evaluated, and nonlinear regression models [MFI = MFI_max_*IgG conc./(0.5*MFI_max_ + IgG conc.)] under settings for one site-specific binding were generated using GraphPad Prism 8 (GraphPad Software Inc.).

### Tissue reactivity screening

Sagittal mouse brain sections were obtained from unfixed tissue, cut on a cryostat (Leica) at 20-μm thickness, and mounted on glass slides. Sections were rinsed with PBS, then blocked with PBS containing with 2% BSA and 5% normal goat serum (NGS) for 1 hour at room temperature, and incubated with α-IgLON5#1 and pCtrl overnight at 4°C. After three washes with PBS, goat antihuman IgG–Alexa Fluor 488 was applied for 2 hours at room temperature, followed by staining with 4′,6-diamidino-2-phenylindole (DAPI; 1:1000 in PBS) for 5 min. Sections were washed with PBS before mounting with Immo-Mount (Epredia) and imaging using an inverted epifluorescence microscope (Leica SPE).

### Epitope mapping in HEK293T cells expressing IgLON5 constructs

To map the epitopes of patient-derived α-IgLON5#1, we cloned human IgLON5 deletion constructs from full-length Myc-DKK-tagged human IgLON5 plasmid (OriGene, no. 225495) using a Q5 Site-Directed Mutagenesis kit (New England Biolabs). Individual Ig domains of IgLON5 (Ig1, Ig2, and Ig3) or combinations thereof (Ig1 + Ig2, Ig1 + Ig3, and Ig2 + Ig3) were expressed in HEK293T cells for 48 hours. HEK293T cells were seeded on poly-l-lysine (PLL)–coated coverslips and transiently transfected with either full-length IgLON5 or its deletional constructs. After fixation with 4 % PFA for 10 min at room temperature, blocking with 3% NGS in PBS for 1 hour, cells were incubated with α-IgLON5 AABs or pCtrl overnight at 4°C. After washing and incubation with the Alexa Fluor 488–conjugated antihuman IgG for 1 hour at room temperature, binding of α-IgLON5 AABs was evaluated on the basis of epifluorescence microscope (Leica SPE).

### Intrathecal osmotic pump infusion

Eight-week-old male C57Bl/6J wild-type mice were randomized for the different treatment groups by an independent investigator. In total, 75 μg (~3 μg/g body weight) of α-IgLON5#1, IgG from healthy control individual serum (pCtrl), and PBS were delivered continuously into the right lateral ventricle over the course of 14 days, with a flow rate of 0.25 μl/hour. The cohort consisted of α-IgLON5 (*n* = 10), pCtrl (*n* = 9), and PBS (*n* = 9) animals. Antibody cerebroventricular infusion was performed unilaterally using osmotic pumps (model 1002, Alzet, Cupertino, CA), which were loaded 24 hours before surgical implantation. For pump implantation, mice were placed in a stereotaxic frame, and a cannula was inserted into the right ventricle (coordinates: 0.2 mm posterior and ±1.00 mm lateral from bregma, depth of 2.2 mm). The cannula was connected to a pump, which was subcutaneously implanted on the interscapular space of the animals. After surgery, mice were monitored daily to assess symptoms and body weight. Mice were euthanized after 14 days and brain, and serum were harvested.

### Tissue processing

For protein and RNA analysis, brain and spinal cord tissues were promptly dissected on ice, flash frozen by placing on dry ice, and stored at −80°C until further use. For protein extraction, brain and spinal cord tissues were homogenized in ice-cold radioimmunoprecipitation assay (RIPA) buffer (Sigma-Aldrich) containing phosphatase and protease inhibitor cocktail (Thermo Fisher Scientific) using a probe homogenizer. After incubating the homogenates on ice for 20 min, samples were centrifuged at 10,000*g* for 20 min at 4°C. Protein concentration in the supernatant was measured using a BCA protein assay kit (Pierce). Concentration of each sample was adjusted to 2 μg/μl and then mixed with 6× SDS-containing Laemmli buffer (Thermo Fisher Scientific). Subsequently, they were boiled at 95°C for 5 min and stored at −20°C until the Western blot analysis.

For immunohistochemistry (IHC), brains were drop fixed in 4% PFA for 2 days. For cryoprotection, fixed tissues were sequentially transferred to 10, 20, and 30% sucrose in PBS with 0.02% sodium azide at 4°C. Tissue was cut into 30-μm-thick sections using a cryostat (Leica) and serially collected in 50% glycerol in PBS to be stored at −20°C until used for IHC.

### Western blot

To analyze total and p-Tau levels by Western blot, 10 μg of total protein per sample was loaded onto 4 to 12% bis-tris SDS-PAGE (Invitrogen). Following electrophoresis, the separated proteins were transferred to a nitrocellulose membrane. The membrane was blocked with 3% BSA in PBS containing 0.05% of Tween (PBS-T) for 1 hour at room temperature. Subsequently, the membranes were incubated with primary antibodies for total Tau, p-Tau, and loading control, diluted in the blocking solution, overnight at 4°C. The following day, membranes were washed three times for 5 min in PBS-T and then incubated with fluorescent dye–conjugated secondary antibodies, diluted in blocking solution, for 1 hour at room temperature. Membranes were then imaged using a LI-COR imaging system (Odyssey DLx). A full list of antibodies used in Western blot can be found in table S1.

### Histology

For immunodetection, 30-μm-thick PFA-fixed brain sections were washed free-floating in tris-buffered saline (TBS), permeabilized with 0.3% Triton X-100 in TBS for 20 min at room temperature, and washed two times for 5 min in TBS. All incubation steps were performed on an orbital shaker (180 rpm). Sections were blocked in blocking solution (3% NGS in TBS) for 1 hour at room temperature. Sections were incubated with primary antibodies diluted in blocking solution at 4°C overnight. Next day, the sections were washed three times for 10 min in TBS and incubated with Alexa Fluor–conjugated secondary antibody diluted in blocking solution for 2 hours at room temperature. Sections were washed three times for 10 min in TBS and incubated with DAPI (1:1000 in PBS) for 15 min at room temperature. Sections were then mounted onto microscope slides and covered with coverslip using Fluoroshield mounting medium (Sigma-Aldrich). A full list of antibodies used IHC can be found in table S1. Sections were imaged on a wide field fluorescence microscope (Eclipse-Ti, Nikon) using 10× objective with tiling function. Same imaging parameters were used while imaging the sections across different groups. MFI was measured using ImageJ from manually drawn regions of interest (ROIs) in the brain sections (on contralateral site to avoid injection confound). Mean intensity was averaged over three to five brain sections per animal.

Detection of the spread of infused AABs was done in free-floating brain sections with goat antihuman HRP-conjugated secondary antibody in 3% NGS in TBS for 2 hours at room temperature. Sections were washed three times for 5 min in TBS, and the signal was amplified with a CF 594 tyramide signal amplification kit (Thermo Fisher Scientific).

### Evaluation of serum

Levels of Nfl was measured from undiluted serum samples using a commercial ELISA kit (Cloud-Clone) according to the manufacturer’s instructions.

### RNA sequencing

Total RNA was extracted from brain tissue using the miRNeasy Micro Kit (QIAGEN) according to the manufacturer’s protocol. RNA integrity was assessed before bulk RNA-seq, which was performed in paired-end mode using the Illumina NovaSeq 6000 platform. Raw FASTQ files were aligned to the GRCm38 reference genome using STAR aligner with default parameters (*102*). The following analysis steps were performed in R (v4.3.0) (R Core Team, R: A language and environment for statistical computing, R Foundation for Statistical Computing) and R Studio [v1.4.1717; RStudio Team, RStudio: Integrated development for R, RStudio Inc., Boston, MA (2021)]. Genes with fewer than 10 read counts in at least four samples were excluded from the analysis, resulting in a filtered dataset of 20,271 genes for downstream processing. 

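Applied to the deposited counts of 27 libraries, a filter of at least 10 counts in at least 4 libraries left 20271 of 55487 genes. Of the deposited identifiers, 55227 were found in the GENCODE M21 annotation of GRCm38. The identifiers of the kept genes were used as the authors gave them, and symbols, positions and gene types were taken from that annotation. The alternatives to this filter were no filter beyond 1 count in any library, under which 505 genes were up-regulated and 57 down-regulated in α-IgLON5#1 compared with pCtrl hippocampi, and at least 10 counts in every library, under which 210 were up-regulated and 19 down-regulated. That stricter filter removes genes that are absent from control libraries, and 209 of its 210 up-regulated genes were also called with the filter used here.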

Normalization of the count matrix was computed with R/DESeq2 (v1.40.2) (*103*) and a variance stabilizing transformation applied using the DESeq2 vst function at default settings. Differential expression analysis based on the DESeq2 package was performed adjusting *P* values according to independent hypothesis weighting from the R/IHW package (v1.28.0) (*104*) and applying apeglm shrinkage from the R/apeglm package (v1.22.1) (*105*). Differentially expressed genes (DEGs) were defined on the basis of a fold change threshold of >2 and a *P* value threshold of <0.05. A gene set enrichment analysis was performed with the transformed data as the input using R/fgsea (v1.26.0) (*106*), whereby the GO (*107*) and the Molecular Signature Database (MSigDB) (*108*, *109*) Hallmark gene set were used.

### Preparation of mouse primary neurons

Primary neurons were prepared from hippocampi dissected from postnatal 0 (P0) to P1 wild-type mice of either sex. Hippocampi were dissected in ice-cold Hanks’ balanced salt solution (Merck Millipore) containing 1% penicillin/streptomycin (P/S). Then, hippocampal tissue was digested in enzyme solution containing Dulbecco’s minimum essential medium (DMEM; Thermo Fisher Scientific), 3.3 mM cysteine, 2 mM CaCl_2_, 1 mM EDTA, and papain (20 U/ml; Worthington) at 37°C for 30 min. Papain reaction was inhibited by incubating digested hippocampal tissue in DMEM containing 10% fetal bovine serum (FBS; Thermo Fisher Scientific), 1% P/S, 38 mM BSA, and 95 mM trypsin inhibitor at 37°C for 5 min. Cells then were triturated in complete Neurobasal-A (NBA) medium containing 10% FBS, 2% B-27, 1% GlutaMAX, and 1% P/S and seeded in PLL (0.1 mg/ml)–coated glass bottom μ-slide eight-well imaging dishes (ibidi) at a seeding density of ~30,000 cells/cm^2^ for IF experiments. For calcium (Ca^2+^) imaging, neurons were seeded in 96-well clear-bottom black microplates (Corning) at a seeding density of 125,000 cells/cm^2^ and maintained at 37°C and 5% CO_2_ until used for experiments. After 3 hours of seeding the neurons, the medium was completely changed to FBS and phenol red–free complete NBA medium. Every second day, one-fifth of the medium was replaced by fresh complete NBA medium.

### Differentiation of human neurons

Human neuronal stem cells (hNSCs) were differentiated using an inducible Neurog2 hNSCs through doxycycline induction. hNSCs were received from Berlin Institute of Health Core Unit pluripotent Stem Cells and Organoids, Charité-Berlin. Cells were seeded in laminin 521 (Biolamina)–coated eight-well plates. The composition of the differentiation medium was NBA, Neural Induction Supplement, and Advanced DMEM/F12 (Gibco), supplemented by antibiotic (Gibco) and doxycycline (Sigma-Aldrich). On day 4, the medium change was performed by the medium supplemented with AraC (Sigma-Aldrich) to reduce the number of nonneuronal cells. The differentiation medium was refreshed every day, and the cells were cultivated for 43 days in 37°C and 5% CO_2_.

### Antibody binding curves on the neuronal surface

Primary mouse hippocampal neurons (DIV12) were fixed with 4% PFA for 15 min at room temperature and blocked with 3% NGS in PBS for 1 hour. For surface staining with AABs, the permeabilization step was omitted. Neurons were then incubated overnight at 4°C with increasing concentrations (0.01, 0.1, 1, and 10 μg/ml) of α-IgLON5 AABs or pCtrl diluted in blocking buffer. The next day, cells were washed with PBS and incubated for 2 hours at room temperature with Alexa Fluor 488–conjugated α-human secondary antibodies. After additional PBS washes, neurons were permeabilized with 0.3% Triton X-100 in PBS for 20 min, reblocked, and stained overnight at 4°C with MAP2 primary antibodies. Alexa Fluor 555–conjugated secondary antibodies were applied for 2 hours at room temperature the following day. Nuclear staining was performed using DAPI (1:1000 in PBS, 10 min at room temperature), followed by a final PBS wash. Neurons were imaged using a spinning disk confocal microscope (Nikon CSU-X) equipped with a 10× objective lens. Quantitative analysis of antibody binding was done by measuring the MFI within dendritic regions. Dendrites were identified on the basis of MAP2-positive staining and delineated using CellProfiler software. The MFI was measured for each treatment concentration using ImageJ software. Concentration-dependent binding curves were then generated.

### Live staining (surface antigen binding)

Primary mouse hippocampal neurons (DIV12) were treated with α-IgLON5 AABs or control antibodies (1 μg/ml) and kept at 37°C and 5% CO_2_ for 60 min. Then, neurons were washed with PBS before fixation with 4% PFA in PBS for 15 min and then washed with TBS for 10 min at room temperature. After fixation, neurons were blocked with 3% NGS for 1 hour at room temperature and incubated with antihuman 488 secondary antibodies for 2 hours at room temperature. After three times 10 min PBS washes, nuclei were stained with DAPI (1:1000 in PBS) for 10 min. Dishes were imaged with laser scanning confocal microscope (Nikon, A1Rsi+) with a 60× oil objective.

### Colocalization with synaptic markers

After the surface antigen labeling as described above, neurons were permeabilized with PBS containing 0.3% Triton X-100 for 20 min at room temperature. After two consecutive washing steps with excess PBS, neurons were blocked again with 3% NGS for 1 hour. Neurons then were incubated with primary antibodies, diluted in blocking solution, for microtubule (MAP2) and presynaptic (synapsin-1) or postsynaptic (PSD95) markers overnight at 4°C. Secondary antibody and DAPI stainings were performed as described above. Dishes were imaged with a laser scanning confocal microscope (Nikon, A1Rsi+) with a 60× oil objective using the *z*-stack function (*z*-step, 0.5 μm). Same imaging settings were used between each biological replicate (*n* = 3) to allow the comparison for colocalization analysis, which was performed using standard procedures and custom-made macros in ImageJ.

### IgLON5 KD in Neuro2a cells and primary mouse neurons

To knock down mouse IgLON5, pAAV-U6-shRNA vectors encoding either IgLON5-shRNA or scramble-shRNA, both expressing a BFP marker, were obtained from VectorBuilder. Knockdown efficiency was first validated in Neuro2a mouse neuroblastoma cells (American Type Culture Collection, CCL-131). Cells were cultured to ~60% confluence in DMEM supplemented with 10% FBS, 1% P/S, 2 mM l-glutamine, and 1% NEAA and transfected using Lipofectamine 2000 per the manufacturer’s protocol. After 24 hours, cells were fixed with 4% PFA, and surface IgLON5 staining was performed using α-IgLON5#1. Cell membranes were labeled with CellBrite-Red (Biotium). Imaging was conducted on a spinning disk confocal microscope (Nikon CSU-X, 40× objective). Following validation, AAV2/9 viral particles were produced by the Viral Core Facility at Charité [IgLON5-shRNA: 8.26 × 10^12^ vector genomes (VGs)/ml; scramble-shRNA: 9.86 × 10^12^ VGs/ml]. At DIV5, primary mouse hippocampal neurons were transduced with serial dilutions (0.001 to 0.5 μl) of IgLON5-shRNA or scramble-shRNA AAVs. At DIV12, cells were fixed and stained for surface IgLON5 using α-IgLON5#1, followed by MAP2 staining for dendritic visualization. Imaging was performed on a spinning disk confocal microscope (Nikon CSU-X, 10× objective). Quantification of α-IgLON5 AAB binding was done by measuring MFI in dendritic regions of IgLON5-shRNA and control neurons.

### Tau missorting analysis in neurons

Primary neurons were treated with different concentrations of α-IgLON5 AABs or control antibodies for either 2 days or 5 days. For Ca^2+^ depletion experiments, neurons were treated with 10 μM cell-permeable Ca^2+^ chelator, EGTA-AM (AAT Bioquest), 20 min before the antibody treatment. After the treatments, neurons were fixed at DIV9 to DIV12 with 4% PFA for 15 min and immunolabeled for total Tau and MAP2 by following the IF protocol described above. Antibody specifications are listed in table S1. Neurons were imaged with a spinning disc confocal microscope (Nikon, CSU-X), using a 40× oil objective. Identical imaging settings were used for all conditions. ROIs were manually defined for the soma and nucleus on the basis of signals from the MAP2 and DAPI channels, respectively. Mislocalization of Tau into the somatodendritic compartment was quantified by calculating MFI from the Tau channel using the following equation

$$\text{MFI}=\frac{{\text{RawIntDen}}_{\text{soma}}-{\text{RawIntDen}}_{\text{nucleus}}}{{\text{Area}}_{\text{soma}}-{\text{Area}}_{\text{nucleus}}}$$

### FTD-Tau aggregation analysis in neurons

Primary neurons (DIV5) were transduced with AAV2/9 serotype viral particles encoding green fluorescent protein (GFP)–tagged human full-length Tau (2N4R isoform) carrying two FTD-associated mutations (ΔK280, P301L, and P301L/S320F) under human synapsin 1 (hSyn1) or CAG promoter. At DIV12, neurons were treated with either pCtrl or α-IgLON5 AABs (1 μg/ml) for 2 days, fixed on DIV14, and immunolabeled for MAP2 and DAPI. GFP-TauΔK280– and GFP-TauP301L–expressing neurons were treated with AABs for 7 days. Tau aggregates were manually counted and the percentage of neurons with tangle-like Tau aggregates calculated as # tangles/# DAPI + nuclei.

### Cytotoxicity assay (LDH)

To assess cytotoxicity, neuronal culture supernatants were collected, centrifuged at 1000*g* for 5 min, and analyzed using the CyQUANT lactose dehydrogenase (LDH) assay (Thermo Fisher Scientific) per the manufacturer’s instructions. Absorbance was measured at λ = 490 nm in Tecan Infinite M Plex plate reader.

### Ca^2+^ imaging in cultured neurons

For Ca^2+^ imaging in cultured hippocampal neurons, AAV2/9 serotype was used for neuron-specific expression of GCamp6f under the hSyn promoter. AAVs expressing hSyn:mRuby2-P2A-GCamp6f were produced by the Viral Core Facility of Charité Universitätsmedizin, Berlin (catalog number BA-026e). AAVs (0.16 μl of 1.04 × 10^13^ VGs/ml) were added to hippocampal neurons cultured in 96-well plates at DIV5. Ca^2+^ recordings were performed at DIV13 to DIV15. Additionally, immunostaining for c-FOS, an immediate early gene marker of neuronal activation, was performed in treated neurons to confirm AAB-induced hyperactivity.

#### Ca^2+^ transient recordings

Neurons in 96-well plates expressing GCamp6f were imaged using a wide field fluorescence microscope (Eclipse-Ti, Nikon) with a 10× objective. Imaging dishes were placed in the live-cell imaging chamber of the microscope to maintain an environment of 37°C, 5% CO_2_, and ~95% humidity. α-IgLON5 AABs or control antibodies were added to the wells by direct application. Bicuculline (30 μM for 5 min) and TTX (0.5 μM for 10 min) were included in the recordings as controls. Ca^2+^ imaging was done in the green channel– and mRuby-expressing neurons were visualized in the red channel. Ca^2+^ transients were recorded for 180 s at ~8 Hz. Two to three wells in three independent cultures were analyzed per condition.

#### Analysis

ROIs were created for each soma in the red channel using a custom-written script in CellProfiler. Created ROIs were placed over each frame of the video recorded in the green channel, and mean intensity over time was measured using ImageJ. The .csv files containing MFI from each image of the time-lapse videos were processed using the FluoroSNAP application for Δ*F*/*F*0 conversion and spike detection (*110*). In short, .csv files were uploaded to FluoroSNAP, and the function “Convert raw fluorescence data to Δ*F*/*F*0” was used to compute baseline fluorescence by taking the average of the 50th percentile of the signal across a 60-s time window. Ca^2+^ transients from individual ROIs were detected with a template-based approach. This method identifies events by comparing a moving window of the Ca^2+^ signal to a predefined library of Ca^2+^ waveform templates. Events were detected with a similarity threshold of 0.75 and a minimum amplitude of 0.01. Hyperactivity criteria were calculated for each time point independently by taking the means ± SD of the pCtrl group as a reference value for normal activity: Spike frequencies larger than [means + 2*SD] of pCtrl were considered as hyperactivity (*111*, *112*).

### Electrophysiology in primary autaptic cultures

Isolated primary neurons on micro islands of glial cells (“autaptic cultures”) were prepared from wild-type mice as recently described (*113*), with slight modifications. Briefly, 300-μm spots of a growth-permissive substrate mix of collagen (0.7 mg/ml) and poly-d-lysine (0.1 mg/ml) were printed on glass coverslips coated with agarose. Astrocytes were seeded onto these coverslips in DMEM (Thermo Fisher Scientific), supplemented with 10% fetal calf serum and 0.2% P/S (Invitrogen). After formation of glia microislands, DMEM was replaced with NBA supplemented with 2% B27 and 0.2% P/S. Hippocampal neurons prepared from P0 mice were added at a density of 370 cells/cm^2^. Before electrophysiological recordings, autaptic cultures were treated with antibodies at a final concentration of 0.1 μg/ml for 3 days.

#### Electrophysiological recordings

Neurons were recorded at DIV13 to DIV17 at room temperature on an IX73 inverted microscope (Olympus) using a MultiClamp 700B amplifier under the control of a Digidata 1550 AD board and Clampex 10 software (all Molecular Devices). Data were acquired at 10 kHz and filtered at 3 kHz, and series resistance was compensated at 70%. The extracellular solution contained 140 mM NaCl, 2.4 mM KCl, 10 mM Hepes, 10 mM glucose, 2 mM CaCl_2_, and 4 mM MgCl_2_ (pH adjusted to 7.3 with NaOH, 300 mosmol). The intracellular solution contained 136 mM KCl, 17.8 mM Hepes, 1 mM EGTA, 4.6 mM MgCl_2_, 4 mM Na_2_ATP, 0.3 mM NaGTP, 12 mM disodium phosphocreatine, and creatine phosphokinase (50 U/ml), pH adjusted to 7.3 with KOH, 300 mosmol. Autaptic neurons were recorded in whole-cell voltage clamp mode using thick-walled borosilicate pipettes with a tip resistance of 3 to 4 MΩ. Membrane potential was set to −70 mV. Paired EPSCs were evoked every 5 s by triggering two unclamped action potentials with 40-ms interstimulus interval using 1-ms depolarizations of the soma to 0 mV. The readily-releasable pool of synaptic vesicles was determined by application of a hypertonic 500 mM sucrose solution for 10 s. Electrophysiological recordings were analyzed using AxoGraph. The vesicular release probability was calculated as the ration of the charge of the sucrose evoked response by the average charge of six EPSCs before the sucrose application. The paired-pulse ratio was calculated as the ratio from the second and first EPSC amplitude.

### Antibody internalization experiments

α-IgLON5 AABs and pCtrl were conjugated with endosomal-pH sensitive red-fluorescent dye (pHrodo iFL Red STP ester, Thermo Fisher Scientific) following the manufacturer’s instructions. pHrodo-conjugated antibodies were applied at 5 μg/ml to primary mouse hippocampal neurons (DIV12) for 2 days at 37°C. Images were captured on a spinning disc confocal microscope (Nikon, SoRa CSU-W1).

### Cell surface clustering of α-IgLON5 AABs

Live primary mouse neurons (DIV12) were treated with α-IgLON5#1 or pCtrl (1 μg/ml) or left untreated (NT) and incubated at 37°C and 5% CO_2_ for 60 min. After incubation, cells were washed with PBS, fixed with 4% PFA, and surface stained using α-IgLON5 AABs as described in the “Antibody binding curves on the neuronal surface” section. MAP2 staining was used to visualize dendrites. Imaging was performed on a Nikon A1Rsi+ laser scanning confocal microscope using a 60× oil objective with *z*-stack (0.5-μm steps), applying consistent settings across biological replicates. IgLON5 cluster density, size, and radius were quantified using a custom CellProfiler pipeline.

### Fab fragment preparation and cell treatments

Fab fragments were generated from α-IgLON5#1 using a commercially available Fab preparation kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, IgG was digested with papain to cleave the Fc region and isolate antigen-binding Fab fragments. The resulting fragments were separated via SDS-PAGE to confirm digestion efficiency. For all Fab assays, neurons were treated with equimolecular concentrations of α-IgLON5#1, α-IgLON5#1 fab fragment, or pCtrl.

### Antibody-mediated cell surface proximity biotinylation

Primary mouse neurons (DIV12) were treated with α-IgLON5#1 or pCtrl (1 μg/ml) for 60 min at 37°C. After washing with PBS, cells were fixed with 4% PFA for 10 min at room temperature, quenched with 100 mM glycine (10 min), and treated with 0.5% H_2_O_2_s (10 min) to block endogenous peroxidase. Following PBS washes, cells were blocked with 5% biotin-free BSA for 45 min at room temperature and then incubated with HRP-conjugated α-human secondary antibodies for 1 hour. Surface biotinylation was performed using 250 μM biotin-tyramide (Iris Biotech) and 50 μM H_2_O_2_ for 1 min at t room temperature, followed by quenching with Trolox and sodium l-ascorbate. Cells were washed and prepared for imaging.

#### IF assessment of biotinylation

Cells were stained with streptavidin–Alexa Fluor 555 to detect biotinylated proteins and Alexa Fluor 488–conjugated α-human antibodies to visualize bound α-IgLON5 AABs. Nuclei were counterstained with DAPI. Imaging was conducted on a spinning disk confocal microscope (Nikon CSU-X, 40× oil objective), and colocalization analysis was performed using intensity profiling in ImageJ.

#### Streptavidin pulldown and MS

Neurons were seeded into six-well plates (500,000 cells per well). After surface biotinylation, cells were scraped with PBS, with three wells (~1.5 million cells) pooled per condition. Pooled cells were pelleted by centrifugation at 8000*g* for 5 min at room temperature to remove supernatant. Cell pellet was lysed in ice-cold RIPA buffer (with 0.5% SDS and protease/phosphatase inhibitors). Lysates were sonicated, incubated on ice for 20 min, and boiled (99°C, 1 hour) for decrosslinking. Soluble proteins were collected by centrifugation (14,000*g*, 20 min, 4°C), and protein concentration was determined using a BCA assay (Thermo Fisher Scientific). For pulldown, streptavidin magnetic beads (BioLabs) were equilibrated in RIPA buffer. For each pulldown, 180 μg of protein lysate was incubated with beads overnight at 4°C. Next day, beads were washed with ice-cold RIPA buffer, and biotinylated proteins were separated from the beads through competitive elution by adding 10 mM biotin-tyramide to the bead slurry and by boiling at 95°C for 10 min. The eluted proteins were stored at −80°C for subsequent MS analysis. In addition to the pulldown samples, 30 μg of total protein lysates from α-IgLON5#1 or pCtrl-treated neurons were included in the MS analysis to ensure that the protein composition in the input samples was comparable across treatment conditions.

#### MS sample preparation and analysis

Pulldown (~110 μl) and total lysate (~50 μl) samples were thawed on ice and treated with 0.2 and 0.5 μl of nuclease, respectively. Samples were diluted 1:1 with 50 mM ammonium bicarbonate (ABC). SP3-beads (Sera-Mag SpeedBeads) were prepared as described before (*114*), and 10 μl of beads per pulldown and 15 μl of beads per lysates samples were added. Acetonitrile was added to a final concentration of 70% (v/v), samples were incubated for 30 min at 24°C with shaking (1000 rpm), and supernatants were discarded. Beads were resuspended in 20 μl of 50 mM ABC and reduced with 3 μl of 200 mM DTT at 45°C for 20 min (1200 rpm). After cooling to room temperature, 7 μl of 400 mM iodoacetamide was added, and the samples were incubated at 24°C with shaking at 1200 rpm for 30 min, followed by addition of 3 μl of 200 mM DTT. Freshly prepared 10 μl of SP3-beads were added to the sample still containing previous beads, and ACN was added to a final concentration of 70% (v/v). After incubation for 30 min shaking at 24°C, the beads were washed four times with 80% ethanol, and the supernatant was discarded. For digestion, 20 μl of digestion mix [trypsin (0.03 μg/μl), Lys-C (0.015 μg/μl), and 50 mM ABC] was added per 20 μg of protein. The samples were gently spun and incubated overnight at 37°C. Supernatants were subsequently filtered thorough preequilibrated [0.1% formic acid (FA)] Spin-X 0.22-μm filters and collected in a fresh tube. The remaining beads were resuspended in 20 μl of 0.1% FA and sonicated twice for 30 s in a water bath, and eluates were filtered through Spin-X 0.22-μm filters. Both eluates were combined and dried by vacuum centrifugation. Dried peptides were reconstituted in 13 μl of 0.1% FA. In total, 6 μl of pulldowns and 350 ng of peptides per lysate were injected via a nanoElute nanoHPLC system (Bruker, Germany) coupled to a timsTOF Pro mass spectrometer (Bruker, Germany) with a CaptiveSpray ion source (Bruker, Germany). Samples were separated on an in-house packed C18 analytical column (15 cm by 75 μm inner diameter, ReproSil-Pur 120 C18-AQ, 1.9 μm, Dr. Maisch GmbH) using a gradient of water and ACN (B) at 300 nl/min containing 0.1% FA (0 min, 2% B; 2 min, 5% B; 62 min, 24% B; 72 min, 35% B; and 75 min, 60% B) at a column temperature of 50°C. Spectra were acquired with Data Independent Acquisition Parallel Accumulation–Serial Fragmentation (diaPASEF). Ion accumulation and separation using trapped ion mobility spectrometry (TIMS) was set to a ramp time of 100 ms. One scan cycle consisted of a TIMS full MS scan and 26 windows with a width of 27 mass/charge ratio (*m*/*z*) covering an *m*/*z* range of 350 to 1002 *m*/*z*. Two windows were recorded per PASEF scan, resulting in a cycle time of 1.4 s.

#### MS data processing

MS data were analyzed with DIA-NN version 1.8.2 (*115*). A library free search was performed against a mouse FASTA database including common contaminants. Methionine oxidation and acetylation of protein N termini were set as variable modifications, and carbamidomethylation of cysteine residues was set as fixed modification. The match between runs-option was enabled while data normalization was disabled. Charge states from two to four with an *m*/*z* range of 300 to 1400 were considered. Trypsin with up to two missed cleavages was set as digestion condition. Mass accuracy and ion mobility settings were set to automatic. Statistical data processing was performed with the freeware tool Perseus version 2.0.11 (*116*).

### Statistical analysis

All data plotting and statistical analyses were performed in GraphPad Prism 10. Comparisons between two groups were performed using the unpaired *t* tests, while one-way analysis of variance (ANOVA) followed by Tukey’s test used for multiple group comparisons, as specified in the figure legends. Statistical significance was denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Data and code

RNA-seq data generated in this study are available in the Gene Expression Omnibus (GEO) at www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298951, under the accession number GSE298951. Lists of DEG can be found in data S1. All original code to reproduce key steps of the RNA-seq analysis has been deposited at GitLab (https://gitlab.dzne.de/ag-ulas/iglon5-autoimmune-antibody-influence-on-neurons) and Zenodo (https://doi.org/10.5281/zenodo.19454006).

The proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD066225. Lists of differentially enriched proteins can be found in data S3.

# Supplementary material for: IgLON5 autoimmune antibodies activate Tau via neuronal hyperactivity
**Source:** Sci Adv. 2026 May 13;12(20):eaec2042. doi: 10.1126/sciadv.aec2042
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S5 Table S1 Legends for data S1 to S4

Supplementary Materials for  
**IgLON5 autoimmune antibodies activate Tau via neuronal hyperactivity**

Bilge Askin *et al.*

*Sci. Adv.* **12**, eaec2042 (2026)  
DOI: 10.1126/sciadv.aec2042

**The PDF file includes:**

Supplementary Text  
Figs. S1 to S5  
Table S1  
Legends for data S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S4

## Supplementary Text

Our data suggests that  $\alpha$ -IgLON5 AABs induce pathogenic effects in the brain through neuroinflammation, neuronal physiology, and Tau. likely determines disease progression and clinical manifestation of individual anti-IgLON5 disease patients (8, 22, 100). We find that all polyclonal  $\alpha$ -IgLON5 AAB pools have a similar IgG-subclass composition and similar amounts of IgM. The subclass composition of total plasma IgGs of these patients could still be similar to previous reports though (mostly subclasses IgG1 and IgG4) (19, 22). Notably, the IgG subclass composition of  $\alpha$ -IgLON5 AABs can have large effects on neuroinflammation and related neurotoxicity, and therefore could also influence Tau pathology in anti-IgLON5 disease patient brain. For the acute effects of  $\alpha$ -IgLON5 AABs on neuronal activity and Tau missorting, detected herein in cultured neurons, the influence of IgG subclass composition may be of less importance.

Parenchyma concentration and distribution of cerebro-ventricularly delivered antibodies in our mouse model are different from that in anti-IgLON5 disease patients. Hence, the brain regions affected by the increase in phosphorylated Tau differ between the animal model and human brains. In anti-IgLON5 disease (and other diseases of the autoimmune encephalitis spectrum), AABs present in the CSF are thought to diffuse into the brain parenchyma where they bind their target proteins. Concentration and activity of AABs will therefore be highest in brain regions proximal to the ependymal canal and brain ventricles, e.g., in spinal cord, brain stem, cerebellum, and hippocampus, coinciding also with the regions most affected in the disease. Accordingly, anti-IgLON5 disease patient brains consistently show somatodendritic phospho-Tau accumulation in brain stem, hypothalamus, and cerebellum, but later and less robustly in the disease also in entorhinal cortex (EC) and hippocampus (8). In contrast, EC and hippocampus are strongly affected by Tau pathology early in sporadic AD, whereas hypothalamus and cerebellum are typically spared from Tau pathology in AD (80). This underscores that disease-specific triggers and brain region-dependent conditions may determine the region where Tau accumulation occurs in the brain.

In our mouse model, we observe Tau phosphorylation selectively in the hippocampus, a region of high  $\alpha$ -IgLON5 AAB concentration. In these mice, accumulation of Tau-pS396/pS404 occurred in somata of DG granule cells and their projections onto CA3, important structures for learning and memory, and in commissural fibres in corpus callosum, output structures of CA3. Similar hippocampal connections were recently suggested to be functionally affected by intraventricularly delivered  $\alpha$ -IgLON5 AABs (53, 54), supporting our observations, and are also affected by Tau in AD (81, 82). Notably, upon two weeks of AAB delivery, we did not detect neurotoxicity or Tau aggregation in wildtype mice. We suspect that long-term (e.g., 1-6 months) or repeated cerebroventricular infusion of non-toxic AAB doses may be needed to induce full Tau pathology and neurodegeneration.

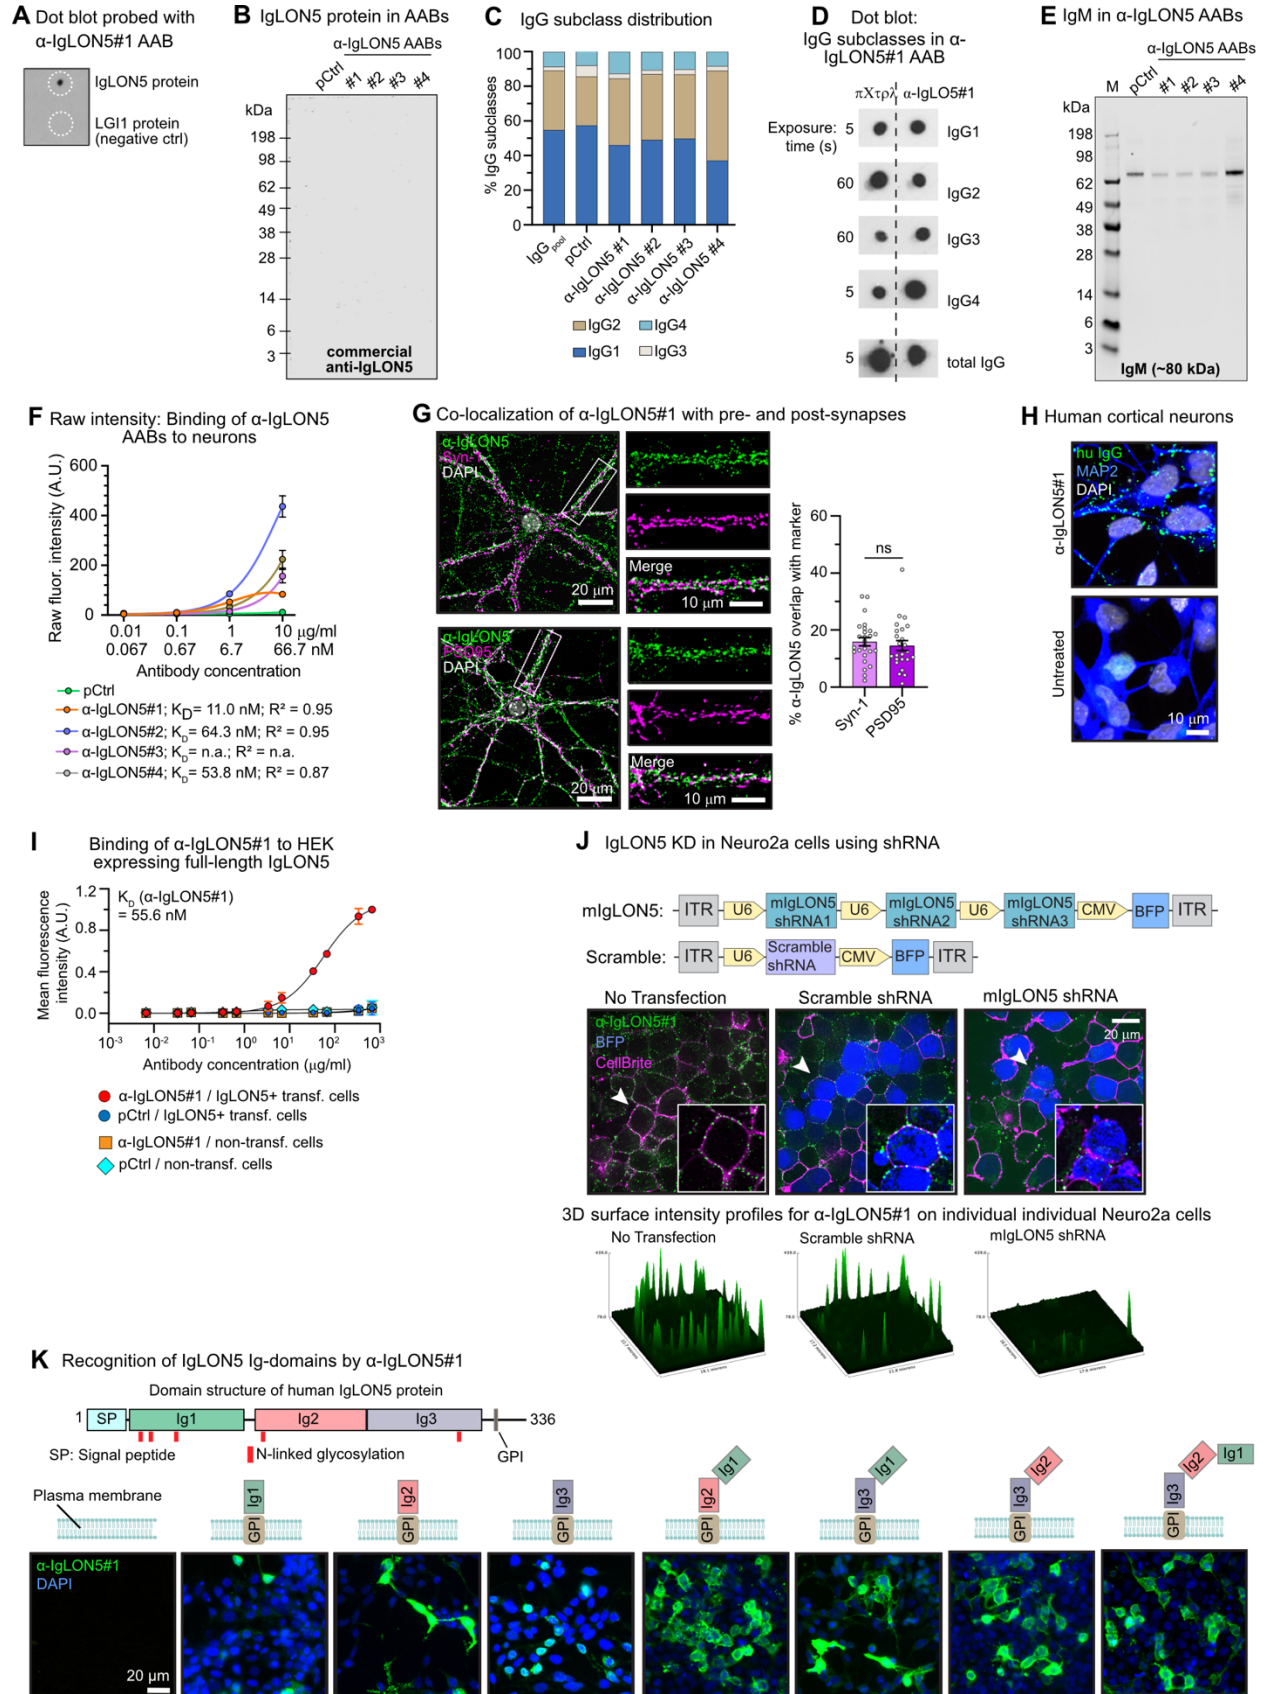

**Fig. S1. Supplementary Figure S1.  $\alpha$ -IgLON5 AABs characterization.**

(A) Dot blot of recombinant IgLON5 and LGI (negative ctrl) protein shows specific reactivity of AAB  $\alpha$ -IgLON5#1 against IgLON5 protein. (B) Western blot, probed with commercial anti-IgLON5 antibody, shows no IgLON5 protein in AAB preparations. (C) ELISA-based quantification of IgG subclasses in  $\alpha$ -IgLON5 AAB and pCtrl preparations and, for comparison, in a commercial human serum IgG pool (IgG<sub>pool</sub>). (D) Dot blot for IgG subclasses (IgG<sub>1</sub>, IgG<sub>2</sub>, IgG<sub>3</sub> and IgG<sub>4</sub>) in  $\alpha$ -IgLON5#1 and pCtrl. Note, different exposure times for IgG subclass secondaries were used. (E) Western blot showing IgM levels in AAB preparations. (F) Raw fluorescence intensity values for anti-human-Alexa488 detecting IgLON5 AAB binding to neuronal cultures. Note, values differ between curves because binding curves were determined at different experimental days using different microscope. (G) Partial co-localization of  $\alpha$ -IgLON5#1 with pre-synaptic (Synapsin-1) and post-synaptic (PSD-95) markers. Scale bars as indicated. Data points are individual images analyzed. N = 3 independent experiments with 3-5 technical repeats each. Student t-test, ns = not significant. (H) Binding of  $\alpha$ -IgLON5#1 to human iPSC-derived neurons. (I) Binding affinity of  $\alpha$ -IgLON5#1 to HEK cells recombinantly expressing full-length human IgLON5 (IgLON5+; EC<sub>50</sub> = 8  $\mu$ g/ml; K<sub>D</sub> = 55.6 nM) and of controls. Fluorescence quantified by FACS of cells after treatment. Data shown as mean $\pm$ SEM, N = 3 independent experiments. (J) shRNA-mediated IgLON5 knockdown in Neuro2a cells. Reduced  $\alpha$ -IgLON5#1 immunofluorescence indicates knockdown in mIgLON5. Cell membranes were stained with CellBrite. (K) Binding of  $\alpha$ -IgLON5#1 to different IgLON5 IgG domains. Domain structure of human IgLON5 protein (336 amino acids) is shown, consisting of a secretion signal peptide (SP), three extracellular Ig domains (Ig1/2/3), and a C-terminal GPI-anchor. Example images show binding of  $\alpha$ -IgLON5#1/ anti-human IgG-Alexa488 to HEK cells recombinantly expressing full-length IgLON5 protein or (combinations of) individual Ig domains. Scale bars as indicated.

# **A** Tau aggregation in FTD-Tau expressing neurons (1 $\mu$ g/ml of AABs, 7 days)

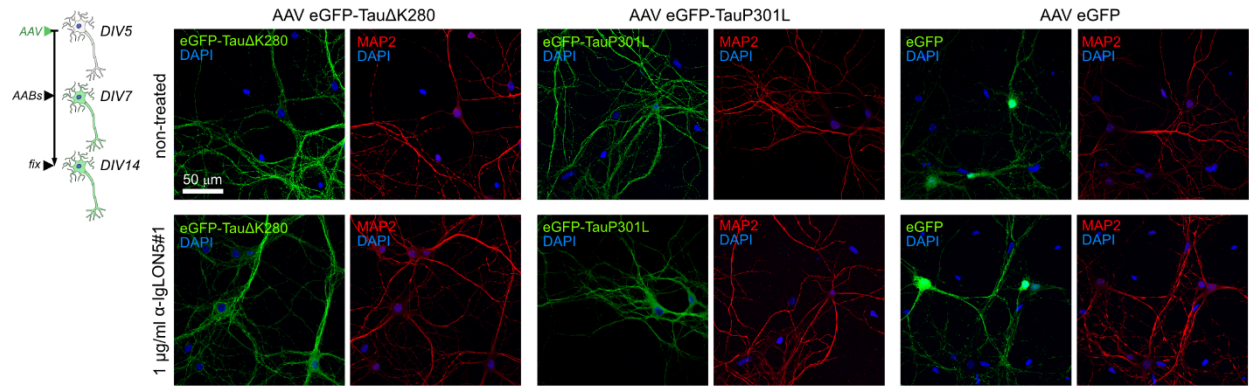

# **B** Example images: Total Tau and phospho-Tau in neuronal cell bodies treated with different concentrations of $\alpha$ -IgLON5#1 for 2 days

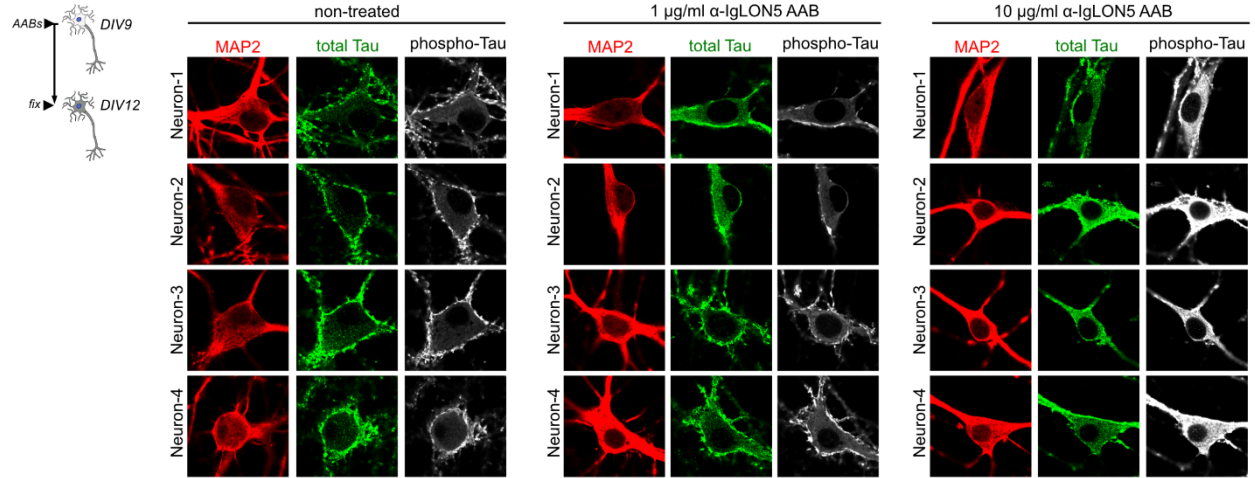

# **C** $\alpha$ -IgLON5#1 neurotoxicity (1 $\mu$ g/ml AABs)

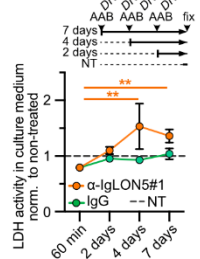

# **D** Total Tau levels in neurons treated (1 $\mu$ g/ml AABs, 2 days) (by IF)

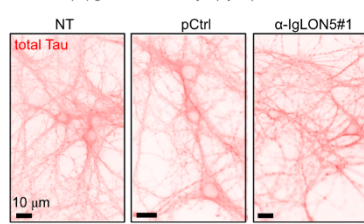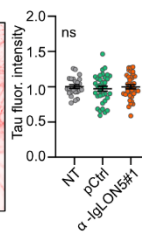

# **E** Tau levels in neuronal lysates (1 $\mu$ g/ml AABs, 2 days; Western blot, see panel (e))

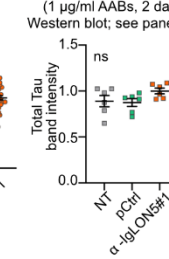

# **F** Correlation: $\alpha$ -IgLON5 AAB binding vs. Tau misrouting

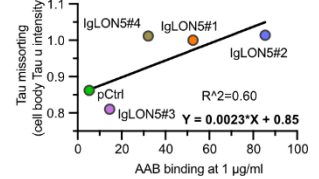

# **G** p-Tau in cultured neurons (1 $\mu$ g/ml of AABs, 2 days)

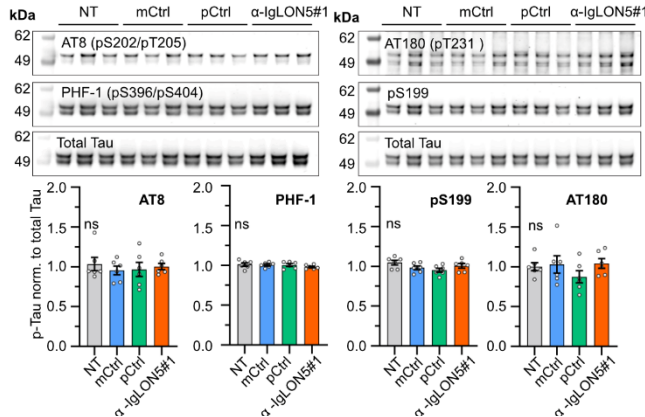

# **H** p-Tau in cultured neurons (1-20 $\mu$ g/ml $\alpha$ -IgLON5#1, 2 days)

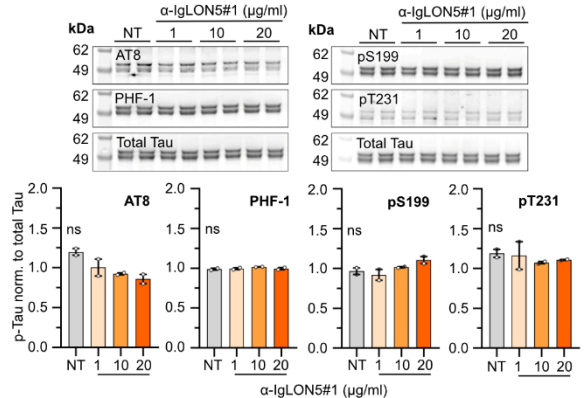

**Fig. S2. Tau in AAB-treated neurons.**

(A) Representative images of neurons expressing single FTD-mutant Tau variants, eGFP-TauDK280 and eGFP-TauP301L, or eGFP alone treated with  $\alpha$ -IgLON5#1 or not. In no condition, Tau aggregates could be found. (B) Representative images of neuronal cell bodies stained for MAP2, total Tau and phospho-Tau after treatment with 0, 1, or 10  $\mu$ g/ml  $\alpha$ -IgLON5#1 for 2 days. (C) Time-dependent toxicity (LDH assay) in neurons treated with 1  $\mu$ g/ml  $\alpha$ -IgLON5#1 for 60 min, 2 days, 4 days, or 7 days. N = 3 experiments with 3-4 replicates. Two-way ANOVA with Sidak post-test. (D,E) Total Tau levels in neurons upon treatment with  $\alpha$ -IgLON5#1 or pCtrl (1  $\mu$ g/ml) for 2 days, measured by immunofluorescence (D) and Western blot (E). N = 3 experiments with 3 replicates. One-way ANOVA with Tukey post-test. (F) Correlation (linear regression for  $R^2$  and p-values) between  $\alpha$ -IgLON5 AAB binding at 1  $\mu$ g/ml and missorted Tau in cell bodies after treatment with 1  $\mu$ g/ml AABs for 2 days. Data points represent the different patient-derived  $\alpha$ -IgLON5 AABs. (G) Western blots for phospho-Tau (p-Tau pS202/pT205 (AT8), pS396/pS404, pS199, and pT231 (AT180)) and total Tau levels in lysates from neurons treated with 1  $\mu$ g/ml  $\alpha$ -IgLON5#1 or control antibodies for 2 days. mCtrl is a non-reactive human monoclonal control antibody (mGO). N = 2 experiments with 3 technical replicates per condition. One-way ANOVA with Tukey post-test. (H) Western blots for phospho-Tau (p-Tau pS202/pT205 (AT8), pS396/pS404, pS199, and pT231 (AT180)) and total Tau levels in lysates from neurons treated with 1, 10, or 20  $\mu$ g/ml  $\alpha$ -IgLON5#1 or control antibodies for 2 days. N = 2 independent experiment with 3 replicates per condition. One-way ANOVA with Tukey post-test.

# A Distribution of infused $\alpha$ -IgLON5#1 and pCtrl in the brain

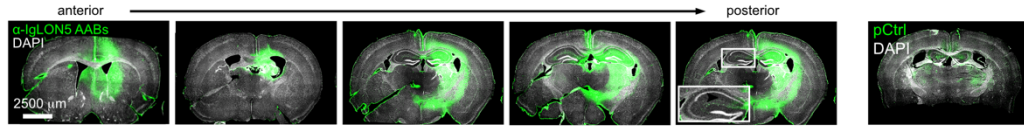

# B Phospho-Tau immunolabeling in hippocampus

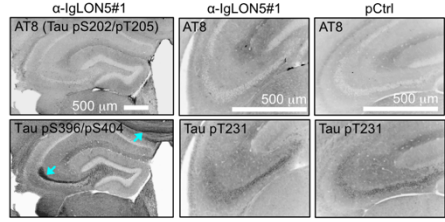

# D Serum NfL levels

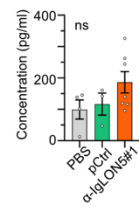

# E Body weight

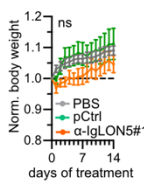

# C MFG-E8 immunolabeling in brain sections

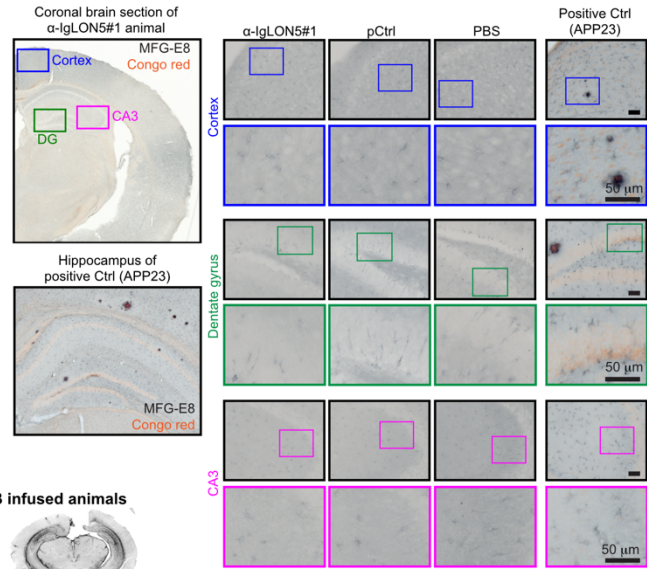

# F GFAP immunolabeling in coronal brain sections of AAB infused animals

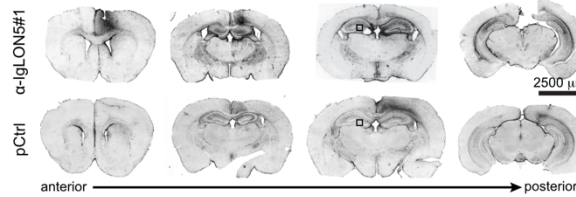

# G Iba1 immunolabeling in coronal brain sections of AAB infused animals

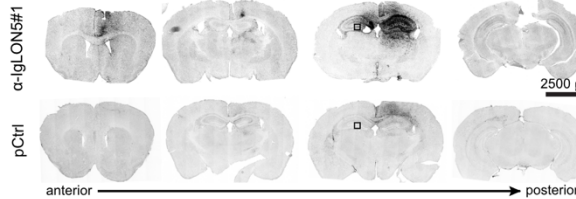

# H Correlation: hippocampal p-Tau and glia cell markers

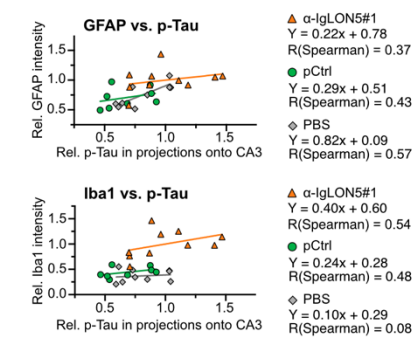

# I PC analysis of RNAseq samples

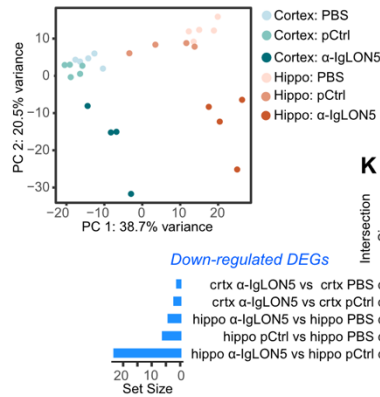

# J DEG overlap between tissue (Cortex vs. hippocampus)

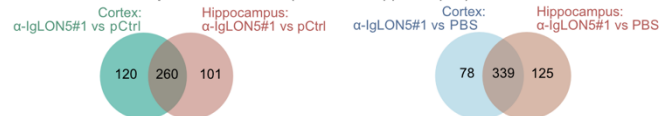

# K Overlap of DEGs between conditions

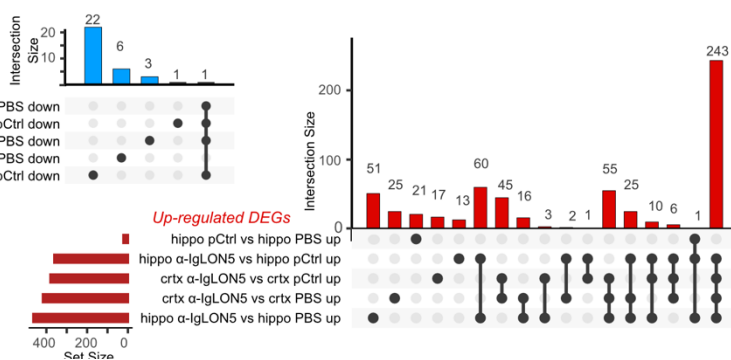

**Fig. S3. Tau, toxicity, and neuroinflammation in mice infused with AABs.**

(A) Representative coronal mouse brain sections (anterior to posterior) showing human antibody distribution (anti-human IgG) upon 14 days of unilateral cerebroventricular  $\alpha$ -IgLON5#1 infusion. pCtrl-infused brain section is shown for comparison. (B) Representative images comparing Tau phospho-epitopes in an  $\alpha$ -IgLON5#1 animal: Tau pS202/pT205 (AT8) vs. Tau pS396/pS404 (arrows indicate MF and CC projections), or AT8 vs. Tau pT231. For comparison, AT8 and pT231 stainings are also shown in hippocampal CA3 of a pCtrl animal and I human TauP301S transgenic animal (rTg4510 line; positive control). (C) Representative images of cortex, DG and CA3 in  $\alpha$ -IgLON5#1 and control brain sections immunolabeled for MFGE-8 and co-stained with Congo red. A brain section of an amyloid-beta expressing APP23 animal is shown as positive control. (D) Serum levels of neurofilament light chain (Nfl; by ELISA) are non-significantly elevated in  $\alpha$ -IgLON5#1 versus pCtrl and PBS animals. Data shown as mean  $\pm$  SEM, data points represent individual animals. N = 3 - 7 animals with 3 technical replicates measured per animal. One-way ANOVA with Tukey post-test. (E) Body weight relative to Day 0 measured during 14 days of AAB infusion. Data shown as mean  $\pm$  SEM, N = 8 - 10 animals per group. Student t-test comparing  $\alpha$ -IgLON5#1 versus pCtrl or PBS at each time point. (F) Representative series of coronal brain sections (anterior to posterior) from  $\alpha$ -IgLON5#1 and pCtrl infused animals, immunolabeled for GFAP in astrocytes. Scale bar as indicated. (G) Iba1 (microglia) immunolabeling in the same brain sections shown in (F). Scale bar as indicated. (H) Correlation (linear regression) between hippocampal GFAP (top) or Iba1 (bottom) fluorescence intensities and Tau pS396/pS404 in projections onto CA3 for  $\alpha$ -IgLON5#1, pCtrl, and PBS animals. Data points represent mean of individual animals. 

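In a principal component analysis of log2 CPM of all 20271 filtered genes over the 27 libraries, the first component held 30.2% of the variance and the second 19.1%. Along the second component, α-IgLON5#1 libraries lay below the controls of their tissue. In the hippocampus their scores ran from -49.11 to -4.27 (n = 4), compared with 16.9 to 30.7 for pCtrl (n = 4) and 34.8 to 47.9 for PBS (n = 5). In the cortex they ran from -76.1 to -38.0 (n = 4), compared with -9.69 to 1.49 for pCtrl (n = 5) and 3.43 to 11.1 for PBS (n = 5). With DESeq2's variance stabilizing transformation of the same genes, the first component held 38.65% and the second 18.5%. On the first component of log2 CPM, α-IgLON5#1 libraries lay above the controls of their tissue. They ran from 50.5 to 74.5 in the hippocampus and from -21.7 to 12.0 in the cortex. The cortical controls ran from -43.7 to -27.6 (PBS) and from -51.3 to -37.45 (pCtrl). On this component the pCtrl hippocampi ran from -12.3 to 29.1, toward the cortical controls, while the PBS hippocampi ran from 20.4 to 34.9.

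This spread was measured with a tissue composition score, the mean log2 CPM of 100 genes higher in PBS cortex minus that of 100 genes higher in PBS hippocampus, so a higher score stands nearer to PBS cortex. The score is not a measure of tissue share alone, since 19 of its 100 cortical genes, among them Egr1, Fos and Arc, are regulated by neuronal activity. Its genes were chosen on these same PBS libraries, which favours low scores in PBS hippocampi and high scores in PBS cortices. The p values of comparisons with PBS do not account for that choice. Prl, highest in the hippocampus of PBS mouse 74, is among the hippocampal genes. In the hippocampus, the score was higher in pCtrl than in PBS libraries by 1.15 (exact permutation test, two-sided, p = 0.00794; 0.0476 after Benjamini-Hochberg adjustment over 6 comparisons) and lower in α-IgLON5#1 than in pCtrl libraries by a difference of -1.04 (exact p = 0.0571, adjusted p = 0.0857). α-IgLON5#1 and PBS hippocampi differed by 0.107 (exact p = 0.706). The pCtrl hippocampi of mice 10 and 37 scored 0.187 and 0.942, above every other hippocampal library. Without pCtrl mouse 15 the difference between α-IgLON5#1 and pCtrl hippocampi was -1.29 (exact p = 0.0286), and without pCtrl mouse 37 it was -0.694. In the cortex, pCtrl exceeded PBS by 0.506 (exact p = 0.0317, adjusted p = 0.0794), α-IgLON5#1 and pCtrl differed by -0.551 (exact p = 0.0397, adjusted p = 0.0794) and α-IgLON5#1 and PBS by -0.0457 (exact p = 0.825). With 71 cortical and 91 hippocampal genes left after activity-regulated genes and DEGs were taken out, a choice made after the values were seen, pCtrl and PBS hippocampi differed by 1.07 (exact p = 0.0159) and α-IgLON5#1 and pCtrl hippocampi by -0.973 (exact p = 0.0571). The alternative that moved the hippocampal differences most was the use of 25 genes per side. The difference was then 1.68 between pCtrl and PBS (exact p = 0.0159), with an adjusted p of 0.0952, no longer under 0.05. Between α-IgLON5#1 and pCtrl it was -1.47 (exact p = 0.0857, adjusted p = 0.129).

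**Figure D5:**
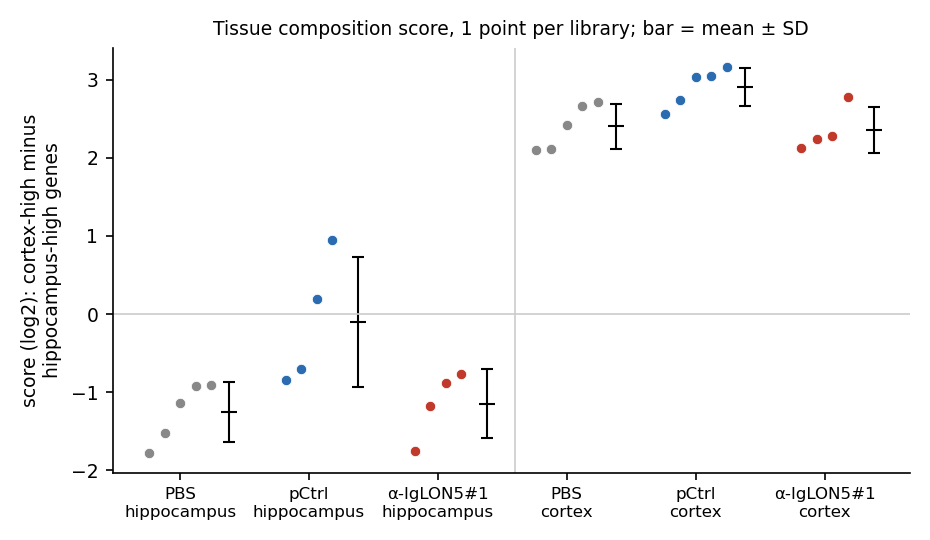
Tissue composition score of each library (difference of mean log2 CPM between cortical and hippocampal genes) by tissue and treatment. The pCtrl hippocampi of mice 10 and 37, at 0.187 and 0.942, lie above the other hippocampi.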

(I) Principal component analysis (PCA) of RNA-seq data obtained from contralateral cortical and hippocampal tissues of mice infused with PBS (N = 5), pCtrl (N = 4 - 5), or  $\alpha$ -IgLON5#1 (N = 4) shows a clear separation of  $\alpha$ -IgLON5#1 from control cortices and hippocampi. (J) Venn diagrams showing the number of unique and shared differentially expressed genes (DEGs) between cortex and hippocampus for  $\alpha$ -IgLON5#1 vs. pCtrl (left), and  $\alpha$ -IgLON5#1 vs. PBS (right). 

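Taking both directions together, α-IgLON5#1 and pCtrl differed by 311 DEGs shared between the tissues, 185 called only in hippocampus and 127 called only in cortex. Against PBS, 383 were shared, 158 were called only in hippocampus and 72 only in cortex. Among the up-regulated DEGs against PBS, 382 were shared, 137 were called only in hippocampus, all 137 of them also higher in α-IgLON5#1 cortex, and 72 only in cortex, of which 71 were also higher in hippocampus. Pearson's r across the genes called up-regulated in either tissue was 0.920 against PBS, over genes, which are not independent replicates. Of the 48 genes down-regulated against pCtrl in the hippocampus, 25 were lower in α-IgLON5#1 than in pCtrl cortex, and 2 were also called there. In 20 simulated data sets with the same library sizes and no treatment effect, the largest number of shared up-regulated genes was 0 for either control. The libraries were simulated separately, without effects common to both tissues of a mouse, so genes shared through such effects were not tested.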

(K) UpSet plots of intersection analysis of down- (blue) and up- (red) regulated DEGs across experimental groups. 

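Over the 4 comparisons of α-IgLON5#1 with pCtrl and PBS in both tissues, 649 genes were up-regulated in at least 1. The gene down-regulated in all 4 comparisons was Lyve1 (chromosome 7, 110850607 to 110863239, GRCm38), a gene of lymphatic vessels and border macrophages that was singled out after its values were seen. Its log2 fold change was -1.81 against pCtrl (standard error 0.316, adjusted p = 0.000581) and -1.36 against PBS in the hippocampus (standard error 0.312, adjusted p = 0.00759), and -1.35 and -1.44 in the cortex (standard errors 0.283 and 0.282, adjusted p = 0.00425 and 0.00181). Its hippocampal level was 1.21 ± 0.274 CPM in PBS (mean ± SD, n = 5), 1.67 ± 0.399 in pCtrl (n = 4) and 0.452 ± 0.191 in α-IgLON5#1 mice (n = 4).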

The largest overlap (n = 243 DEGs) is found in upregulated DEGs between  $\alpha$ -IgLON5#1 cortex and hippocampus vs. respective brain regions in PBS and pCtrl, indicating consistent upregulation of transcripts in hippocampus and cortex of  $\alpha$ -IgLON5#1-treated animals. 

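In the present fits, 286 genes were up-regulated in α-IgLON5#1 mice against both controls in both tissues, 40 of them Ig genes. The comparisons share libraries, since each α-IgLON5#1 library is set against both controls, and 20 simulated data sets of unchanged groups with the same sharing gave at most 0 such genes. The count was 183 without mouse 8 and 362 without mouse 16, and the alternative that moved it most, tissue composition as a covariate, gave 101.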

All scale bars as indicated.

### A Ca<sup>2+</sup> imaging in neurons treated with 0.1 μg/ml AABs

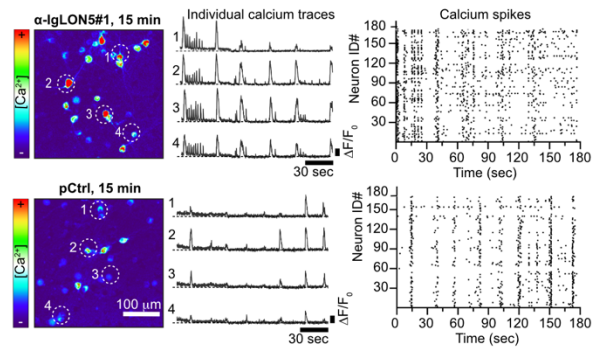

### B Ca<sup>2+</sup> spike frequency (0.1 μg/ml AABs)

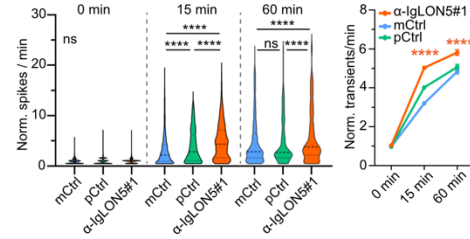

### C Neuronal activity categories

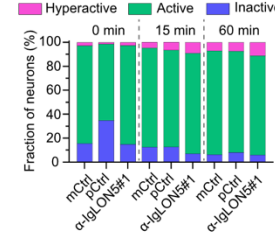

### D Correlation: Activity vs. AAB binding

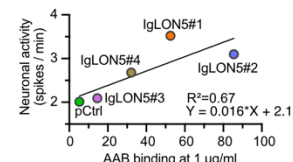

### E Correlation: Activity vs. Tau missorting

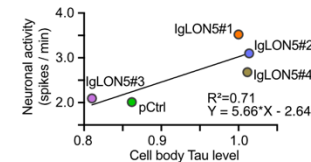

### F Effects of Ca<sup>2+</sup> chelation on GCaMP6f fluorescence after glutamate (100 μM) treatment

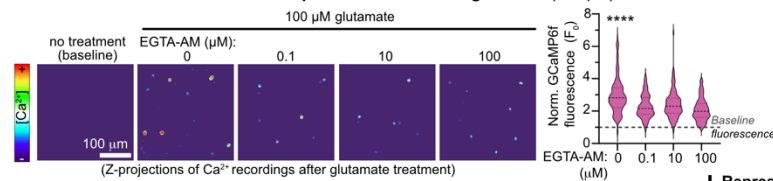

### H Base line calcium (GCaMP6f intens.) levels

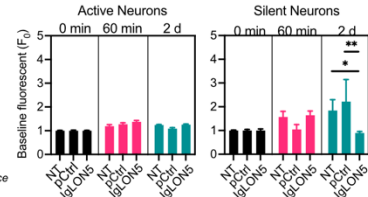

### G Ca<sup>2+</sup> imaging of neurons (1 μg/ml AABs, 2 days)

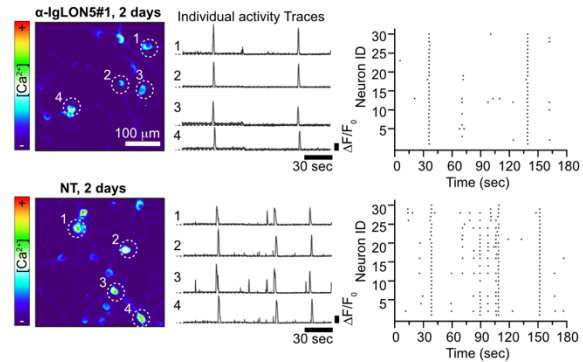

### I Representative hippocampal neuron autaptic culture

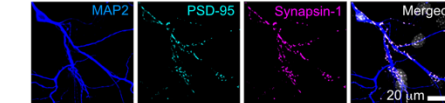

### J Electrophysiology in autaptic cultures (0.1 μg/ml AABs, 3 days)

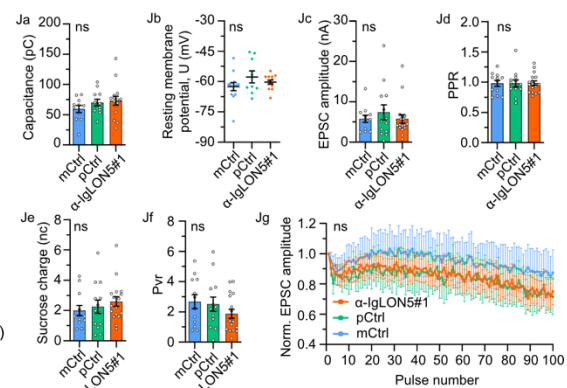

### K c-FOS in dentate gyrus (DG)

### L Synapse density (1 μg/ml AAB, 60 min)

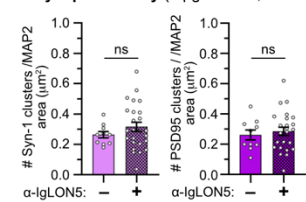

### M Synapse density time course

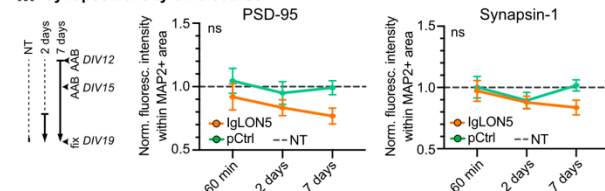

### N Internalization of pHrodo™-labeled α-IgLON5#1 (hippocampal neurons, DIV12; treatment: 5 μg/ml, 2 days)

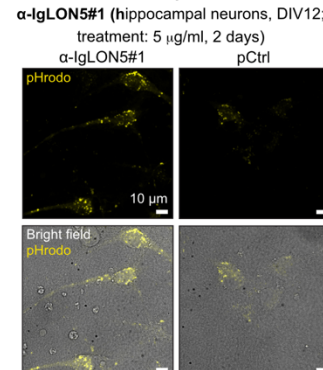

### O Neuronal α-IgLON5 distribution (60 min)

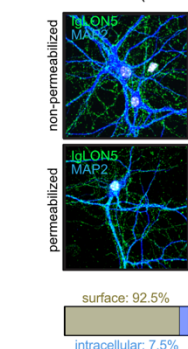

**Fig. S4. Supplementary Figure S4. Activity of AAB-treated neurons.**

(A) Representative images showing  $\text{Ca}^{2+}$  levels (time-integrated; pseudo-colored) derived from time-lapse recordings of GCamp6f expressing neurons treated with 0.1  $\mu\text{g/ml}$   $\alpha\text{-IgLON5\#1}$  or pCtrl for 15 min. White outlined ROIs indicate the position of the neurons for which GCamp6f intensity traces ( $\Delta\text{F}/\text{F}_0$  vs time) are shown. Raster plots show the occurrence of individual  $\text{Ca}^{2+}$  spikes in cell bodies of all cells in one field of view ( $N \sim 180$  cells, y-axis). Scale bars as indicated. (B) Spike rates in neurons treated with 0.1  $\mu\text{g/ml}$  of  $\alpha\text{-IgLON5\#1}$ , pCtrl, or mCtrl (non-reactive monoclonal human antibody mGO (37)) for 15 min and 60 min.  $\text{Ca}^{2+}$  spikes were recorded before (0 min) and after 15 min and 60 min of AAB treatment in the same cultures. Data shown as mean $\pm$ SEM,  $N = 3$  independent experiments, 71-994 neurons per group. One-way ANOVA with Tukey post-test. (C) Percentage of inactive (blue), active (green), and hyperactive (pink) neurons in cultures treated with 0.1  $\mu\text{g/ml}$   $\alpha\text{-IgLON5\#1}$ , pCtrl and mCtrl for 0 min, 15 min or 60 min. Hyperactive criteria: # of spikes/min  $>$  mean $+2$ \*SD of pCtrl at each recording time point. Active:  $0 <$  # of spikes/min  $<$  mean $+2$ \*SD of pCtrl at each recording time point. Silent: no spikes. (D) Correlation (linear regression) between neuronal activity and AAB binding after treatment with 1  $\mu\text{g/ml}$  AABs for 60 min. Data points represent  $\alpha\text{-IgLON5}$  AABs obtained from different patients. (E) Correlation (linear regression) between neuronal activity after treatment with 1  $\mu\text{g/ml}$  AABs for 60 min and cell body Tau levels after treatment with 1  $\mu\text{g/ml}$  AABs for 2 days. Data points represent  $\alpha\text{-IgLON5}$  AABs obtained from different patients. (F) Representative images showing  $\text{Ca}^{2+}$  levels (time-integrated; pseudo-colored) derived from time-lapse recordings in GCamp6f -expressing hippocampal neurons, pre-treated with increasing concentrations of EGTA-AM (0.1-100  $\mu\text{M}$ ) for 20 min followed by glutamate (100  $\mu\text{M}$ ) stimulation for 20 min. Violin plots show GCamp6f fluorescence intensities in neurons.  $N = 90$ -124 neurons per group were analyzed. One-way ANOVA with Tukey's post-test. Scale bar as indicated. (G) Representative images showing  $\text{Ca}^{2+}$  levels (time-integrated; pseudo-colored) derived from time-lapse recordings, individual activity traces, and raster plots for detected  $\text{Ca}^{2+}$  spikes in neurons treated with 1  $\mu\text{g/ml}$   $\alpha\text{-IgLON5\#1}$  for 2 days or not treated (NT). Scale bars as indicated. (H) Baseline  $\text{Ca}^{2+}$  levels (gCamp6f fluorescence at F0 norm. to 0 min time point) in cultures treated with 1  $\mu\text{g/ml}$  pCtrl or IgLON5#1 AAB. Data shown as mean $\pm$ SEM. One-way ANOVA with Tukey post-test. (I) Representative image of autaptic cultures immunolabeled for DAPI, MAP2, PSD95 and Synapsin-1. Scale bars as indicated. (J) Electrophysiological recordings in autaptic cultures treated with 0.1  $\mu\text{g/ml}$   $\alpha\text{-IgLON5}$  AABs, pCtrl and mCtrl for 3 days. mCtrl is a non-reactive human monoclonal control antibody. Measured parameters are (Ja) membrane capacitance (pC), (Jb) resting membrane potential, (Jc) excitatory postsynaptic current (EPSC) amplitude, (Jd) EPSC paired-pulse ratio (PPR), (Je) readily releasable pool size (sucrose charge), (Jf) synaptic vesicle release probability (Pvr), and (Jg) EPSC release during 10 Hz stimulation.  $N = 3$  independent autaptic cultures. Data shown as mean $\pm$ SEM. One-way ANOVA with Tukey post-test. (K) Immunolabeling of c-FOS in the DG of  $\alpha\text{-IgLON5\#1}$  and control animals. Data shown as mean $\pm$ SEM,  $N = 7$ -9 animals, 3-5 brain sections per animal. One-way ANOVA with Tukey post-test. Scale bar = 100  $\mu\text{m}$ . (L) Pre- (Synapsin-1) and post- (PSD95) synaptic cluster densities (# punctae/MAP+ area) in neurons treated with 1  $\mu\text{g/ml}$   $\alpha\text{-IgLON5\#1}$  for 60 min, or not.  $N = 3$  experiments with 3-5 images analyzed per condition and experiment. Data shown as mean $\pm$ SEM, Student t-test. (M) Analysis of synaptic marker (Synapsin-1 and PSD-95) densities upon incubation of neurons with 1  $\mu\text{g/ml}$   $\alpha\text{-IgLON5\#1}$  for 60 min, 2 days, or 7 days. Data shown as mean $\pm$ SEM,  $N = 3$  experiments with 3 replicates per experiment and 3-5 images per replicate.

Dashed lines indicate corresponding synaptic marker levels of untreated neurons at DIV19. (N) Representative images showing internalization and lysosomal acidification (= fluorescence) of pHrodo™-labelled  $\alpha$ -IgLON5#1 or pCtrl in primary hippocampal mouse neurons after 2 days treatment. Scale bars indicated. (O) Representative images for immunolabeling of cell surface  $\alpha$ -IgLON5#1 in unpermeabilized and total  $\alpha$ -IgLON5#1 in permeabilized (TX-100) neurons. Percentage of surface clusters vs. internalized  $\alpha$ -IgLON5#1 after 60 min of treatment was calculated from 3 images each. Note, image of unpermeabilized neurons is the same as in Fig. 1D.

**A** Total cell surface  $\alpha$ -IgLON5#1 fluorescence after 60 min AAB treatment

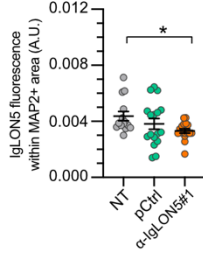

**B** Fab fragments of  $\alpha$ -IgLON5#1

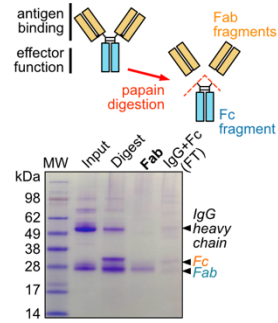

**C**  $\alpha$ -IgLON5#1 Fab fragment effects on IgLON5 clusters

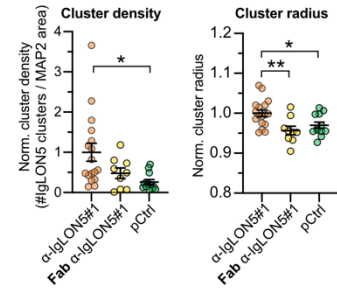

**D** Additional controls for cluster proteomics

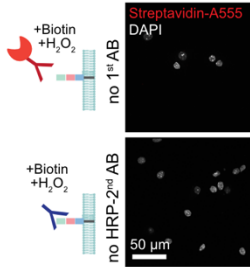

**F** GO Cellular Components

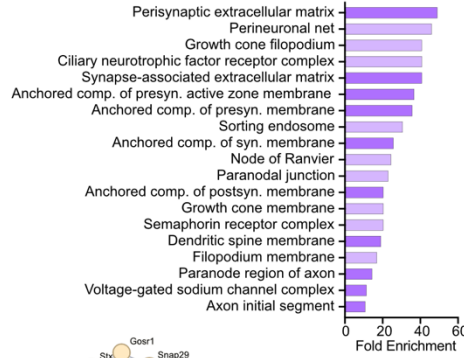

**G** Input (lysate) proteome:  $\alpha$ -IgLON5#1 vs. pCtrl

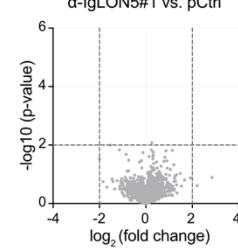

**E** String network of IgLON5 cluster components

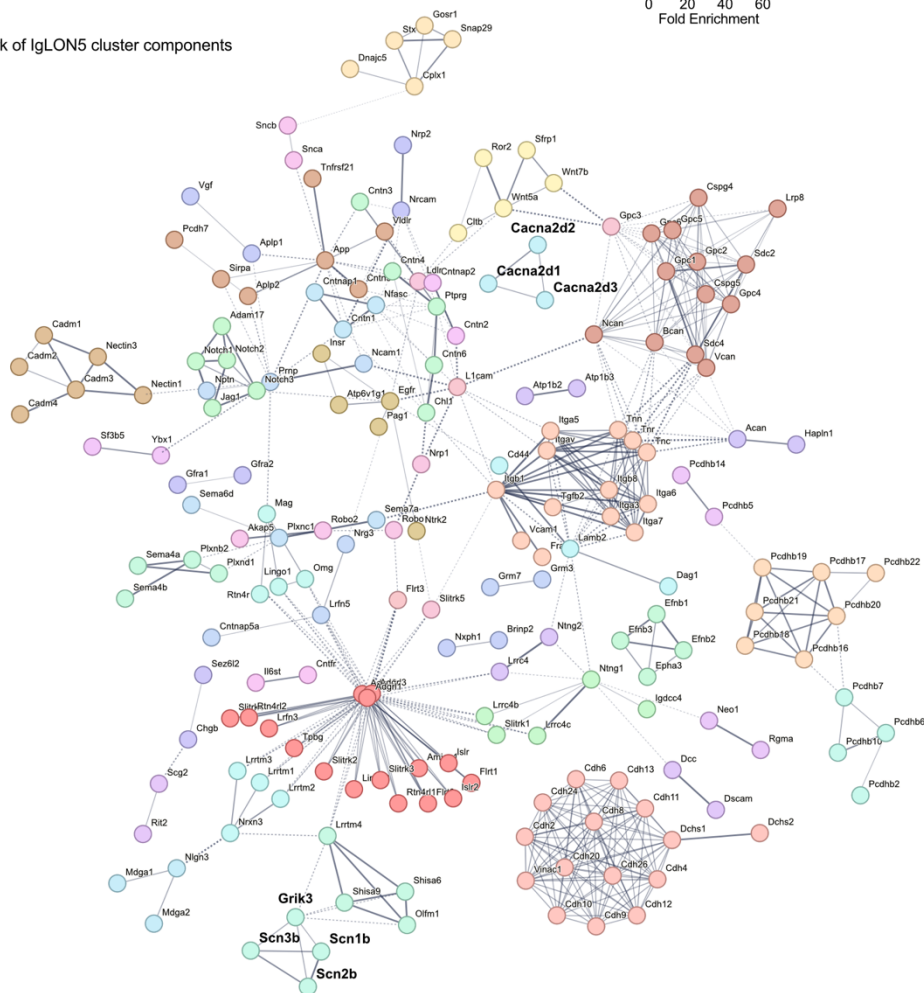

**Fig. S5.  $\alpha$ -IgLON5 AAB Fab fragments and IgLON5 surface cluster analysis.**

(A) Total fluorescence intensity of  $\alpha$ -IgLON5#1 on the neuronal cell surface in fixed neurons with and without treatment of IgLON5 prior to fixation. Data shown as mean $\pm$ SEM, data points represent images analyzed. N = 3 experimental and 3-5 technical replicates. One-Way ANOVA with Tukey post-test. (B) Principle and representative reducing SDS-PAGE analysis of Fab fragment generation by papain digestion. Lane-1: input = undigested IgG, Lane-2: papain digested IgG-containing reduced Fc and Fab fragments, Lane-3: purified and reduced IgG Fab fragments (~25 kDa), and Lane-4: flow-through (FT) containing undigested IgG, Fc and Fab fragments. (C) Normalized IgLON5 surface cluster density (# IgLON5 clusters/ MAP2+ area) and radius in neurons treated with 1  $\mu$ g/ml undigested pCtrl or  $\alpha$ -IgLON5#1 (~150 kDa, containing 2 Fab fragments per IgG), or with 1.5  $\mu$ g/ml isolated, non-reduced Fab  $\alpha$ -IgLON5#1 (~50 kDa per Fab fragment) for 60 min. N = 2 independent experiments with 3 replicates each and 3 images per replicate. Data shown as mean $\pm$ SEM. One-way ANOVA with Tukey's post-test. (D) Representative images showing no biotinylation in control conditions of IgLON5 surface cluster proximity labeling lacking either the  $\alpha$ -IgLON5#1 primary or the HRP-coupled anti-human secondary. (E) Visualization of protein-protein interaction network (STRING) of proteins identified in the IgLON5 cluster proteome. (F) Gene Ontology (GO) enrichment analysis of cellular components associated with proteins significantly enriched in  $\alpha$ -IgLON5 AAB-induced surface clusters. (G) Volcano plot for input (total lysate) samples comparing  $\alpha$ -IgLON5#1 vs. pCtrl.

**Table S1. Antibody list.**

| IF: Immunofluorescence    IHC: Immunohistochemistry    WB: Westernblot                                    |                |                |                           |                          |        |        |
|-----------------------------------------------------------------------------------------------------------|----------------|----------------|---------------------------|--------------------------|--------|--------|
| Primary antibody                                                                                          | Species        | Catalog number | company                   | Application and dilution |        |        |
|                                                                                                           |                |                |                           | IF                       | IHC    | WB     |
| MAP2                                                                                                      | chicken        | ab92434        | Abcam                     | 1:1000                   |        |        |
| Synapsin-1                                                                                                | guinea pig     | 106004         | Synaptic Systems          | 1:500                    |        |        |
| PSD-95                                                                                                    | mouse          | MAB159         | Millipore                 | 1:1000                   |        |        |
| GFAP                                                                                                      | mouse          | MAB3402        | Millipore                 |                          | 1:500  |        |
| Iba1                                                                                                      | rabbit         | 019-19741      | WAKO                      |                          | 1:500  |        |
| CD68                                                                                                      | rat            | MCA1957T       | BioRad                    |                          | 1:500  |        |
| Complemet3 (C3)                                                                                           | rat            | HM1045         | HycultBiotech             |                          | 1:100  |        |
| C1q                                                                                                       | rabbit         | ab182451       | Abcam                     |                          | 1:1000 |        |
| CD8                                                                                                       | rat            | MA1-145        | Invitrogen                |                          | 1:100  |        |
| Caspase-3                                                                                                 | rabbit         | 559565         | BD Pharmingen             |                          | 1:500  |        |
| MFG-E8                                                                                                    | goat           | AF2805         | R&D Systems               |                          | 1:1000 |        |
| c-FOS                                                                                                     | rat            | 226 017        | Synaptic systems          | 1:1000                   | 1:500  |        |
| Biotin                                                                                                    | rabbit         | 5597S          | CellSignaling             |                          |        | 1:1000 |
| GAPDH                                                                                                     | mouse          | CB1001         | Millipore                 |                          |        | 1:1000 |
| Tau-5                                                                                                     | mouse          | MA5-12808      | Invitrogen                | 1:1000                   |        | 1:5000 |
| Tau (DAKO)                                                                                                | rabbit         | 10024          | DAKO                      |                          |        | 1:5000 |
| p-Tau (Ser396)*                                                                                           | rabbit         | ab109390       | Abcam                     |                          | 1:1000 | 1:5000 |
| pTau (Ser404)*                                                                                            | rabbit         | ab92676        | Abcam                     |                          | 1:500  | 1:2000 |
| p-Tau (Ser202)** +                                                                                        | rabbit         | 39357S         | Cell Signaling Technology |                          | 1:500  | 1:1000 |
| p-Tau (Thr205)**                                                                                          | rabbit         | 44-738G        | Invitrogen                |                          | 1:500  | 1:1000 |
| p-Tau (Thr231) (AT180)                                                                                    | mouse          | MN1040         | Invitrogen                |                          |        | 1:500  |
| p-Tau (Thr231)                                                                                            | rabbit         | ab151559       | Abcam                     |                          | 1:1000 |        |
| p-Tau (S202/S205) (AT8)                                                                                   | mouse          | MN1020         | Invitrogen                |                          |        | 1:1000 |
| p-Tau (Ser199)                                                                                            | rabbit         | ab4749         | Abcam                     |                          |        | 1:1000 |
| <i>*Mixed to mimick PHF-1 epitope; **Mixed to mimick AT8 epitope; + This antibody didn't work for IHC</i> |                |                |                           |                          |        |        |
| Secondary antibody                                                                                        | Catalog number |                | company                   | Application and dilution |        |        |
|                                                                                                           |                |                |                           | IF                       | IHC    | WB     |
| Goat anti-human 488                                                                                       | 109-545-003    |                | Jackson ImmunoResearch    | 1:500                    |        |        |

|                                            |         |            |                                     |       |          |
|--------------------------------------------|---------|------------|-------------------------------------|-------|----------|
| Goat anti-Mouse,<br>Alexa Fluor 488        | A-21121 | Invitrogen | 1:1000                              |       |          |
| Goat anti-Rat,<br>Alexa Fluor 488          | A-1106  | Invitrogen |                                     |       |          |
| Goat anti-Guinea Pig,<br>Alexa Fluor 488   | A-11073 | Invitrogen |                                     |       |          |
| Goat anti-Rat,<br>Alexa Fluor 555          | A-21434 | Invitrogen |                                     |       |          |
| Goat anti-Chicken,<br>Alexa Fluor Plus 555 | A-32932 | Invitrogen |                                     |       |          |
| Goat Anti-Rabbit,<br>Alexa Fluor 647       | A-21245 | Invitrogen | 1:500                               |       |          |
| Streptavidin,<br>Alexa Fluor 555           | S32355  | Invitrogen | 1:500                               |       |          |
| Goat anti-Mouse,<br>Alexa Fluor 790        | A11375  | Invitrogen |                                     |       | 1:20 000 |
| Goat anti-Rabbit,<br>Alexa Fluor 790       | A11367  | Invitrogen |                                     |       | 1:20 000 |
| Goat anti-Mouse,<br>DyLight 680            | 35519   | Invitrogen |                                     |       | 1:10 000 |
| Goat anti-Rabbit,<br>DyLight 680           | 35569   | Invitrogen |                                     |       | 1:10 000 |
| Goat anti-human HRP                        | 31410   | Invitrogen |                                     | 1:200 |          |
|                                            |         |            | 1:1000<br>(Proximity biotinylation) |       |          |

**Other Supplementary Materials for this manuscript include the following:**

Data S1 to S4:

Data S1 (separate file): RNAseq analysis output\_all conditions.

Data S2 (separate file): RNAseq\_GO BiolProcess\_IgLON5 vs pCtrl hippocampus.

Data S3 (separate file): MassSpec analysis IgLON5 clusters output\_all conditions.

Data S4 (separate file): MassSpec\_GO\_enriched in IgLON5 clusters.

How the deposited data were processed for this re-analysis (not part of the article)

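The data are RNA-seq libraries of the contralateral cortex (14 libraries) and hippocampus (13 libraries) of mice infused with PBS, pCtrl or α-IgLON5#1, and each library was assigned to its tissue, treatment and mouse from the study's own labels. The authors deposited 1 table of raw counts, whole numbers of reads per gene and library without normalization, and left genes with 0 counts in the table. The paper's methods give the alignment with STAR at default settings and, for the tests, DESeq2 1.40.2 with independent hypothesis weighting and apeglm. The counting program, the annotation release and the handling of duplicate reads are not stated in the paper's text. The values are counts, since they are whole numbers whose totals differ between libraries, and the filter of the methods leaves the number of genes that the methods give. No 2 libraries of a group repeat each other, as the smallest chi-square per degree of freedom over the 48 pairs of libraries within a group was 4.82. All 27 libraries were used, and 0 columns of the table were left unassigned.

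Starting from the deposited counts, genes with at least 10 counts in at least 4 libraries were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, 6 groups of tissue and treatment, no covariate). The 3 treatments were compared within each tissue, and a gene counted as a DEG at an adjusted p under 0.05 and a fold change above 2. The effect of treatment was compared between tissues as an interaction term, with an adjusted p under 0.05. Each standard error is the absolute log2 fold change divided by the square root of the F statistic of its test. It is therefore derived from the test and is not an error that the fit estimates directly. Log2 CPM values for the principal components and scores used a prior count of 1. The tissue composition score used genes with a mean log2 CPM above 3 in the PBS libraries. Ig genes were those whose symbols begin with the name of a heavy, kappa or lambda variable, diversity, joining or constant gene, without Jchain, Igll1 and Iglon5, and their share was taken of the library total. Usage of variable genes was compared on shares with a pseudocount of 1 count, over genes with at least 10 counts in an α-IgLON5#1 library. Comparisons of 1 value per library used exact permutation tests of the difference of means, two-sided. Correlations over animals or libraries were tested with random permutations.

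Lists of marker genes were tested with fry from limma 3.58.1, with camera as the alternative, and adjusted over the 20 lists of a comparison. The lists cover B cells, plasma cells, T cells, neutrophils, infiltrating or border macrophages, homeostatic and disease-associated microglia, homeostatic and reactive astrocytes, neurons, immediate early genes, oligodendrocytes, the choroid plexus, endothelial cells, erythrocytes, type I interferon response, interferon gamma response with antigen presentation, the IgLON family, channel subunits of the proposed IgLON5 cluster, and Tau with Tau kinases. Lists for pituitary, cerebellum, cytokines and ribosomal RNA were added after the main results were seen, and they entered tests of single libraries only. Genes of data S2 were counted under the terms that name IL-6, TNF or the inflammatory response. Enrichment of GO and Hallmark sets was not recomputed, because those gene sets were not used here, and independent hypothesis weighting was replaced by Benjamini-Hochberg adjustment. The genes named were drawn from those labeled in Fig. 4C or named in the text for the mouse experiment and, in each direction, the 5 DEGs of α-IgLON5#1 against pCtrl hippocampi with the largest absolute log2 fold change among those whose groups do not overlap. Not each of them is given a value of its own in the text, and 1 gene of the mouse experiment is not reported here. Members of marker lists are given as list summaries. Other genes are named where they were singled out after their values were seen.

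The alternatives, fixed before the data were examined, were DESeq2 1.42.0, the same with fold changes shrunken by apeglm 1.24.0, edgeR with DESeq2's size factors (RLE), no fold threshold, no count filter beyond 1 count, at least 10 counts in every library, only the 2 groups compared (4 for the interaction), the tissue composition score centred within each tissue as a covariate, only animals 8 to 17, and each library or animal left out in turn. The interaction was also run with the animal as a block. A composition score without DEGs and without a list of activity-regulated genes was added after the results were seen. For the scores and shares the alternatives were 25 or 300 genes per side and the TMM effective library size. Animals 8 to 17 include all α-IgLON5#1 animals, 2 pCtrl hippocampi, 3 pCtrl cortices and 1 PBS animal, so that setting gave no comparison with PBS. The number in a label was tested as the animal's number by correlating, over genes, the deviations from the group means between the tissues of an animal. The correlation ran from -0.0498 to 0.443 over 13 animals (median 0.194) and was above 0.1 in 8.

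The tests were run on simulated counts drawn from the means, dispersions and library sizes of these libraries, with 20271 genes of which 200 were changed. At an adjusted p under 0.05, edgeR recovered 142 of 160 changed genes in α-IgLON5#1 against pCtrl hippocampi with 5 false calls, 182 of 200 in the cortex with 6 false calls, and 31 of 40 genes of the interaction with 1 false call. DESeq2 recovered 182 of 200 in the cortex with 17 false calls. Of 2 simulated lists of 15 genes, fry called the raised one and not the unchanged one. The smallest library holds 19385642 counts, and a count of up to 3 was taken as the limit below which a level is not told apart from 0. Where a whole group lies at or under that limit, the change is given as a bound. For genes well above that limit, with 4 or 5 animals per group, the spread between animals, not the counting error, limits the precision. Near the limit the depth of the libraries limits it too. Each level is given with its SD.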

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

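A library was singled out when its gap to the nearest other library of its group of 4 or 5 exceeded Dixon's 95% critical value. Of 141 groups tested over the results, 20 had such a library, compared with 7.05 that chance gives, and the groups are not independent, since the same libraries enter many of them. Mouse 8 accounted for 7 of the 20, mouse 15 for 4, mouse 14 for 3 and mouse 11 for 2, with 1 each for mice 9, 16, 37 and 38. The tests on ribosomal RNA and on cytokines in this part were chosen after the results were seen.

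In α-IgLON5#1 mouse 8, the hippocampal library stood apart from the other 3 of its group in C3 (53.4 CPM), Tnf (7.28 CPM), Il1b (22.6 CPM), Msr1 (9.74 CPM) and Pomc (1.97 CPM), and the cortical library in Il1b (42.0 CPM) and Gfap (1290 CPM). The tables argue against an error in a single library. Of 10 cytokine genes not looked at before, 9 were highest in mouse 8 in both tissues, the exception being Cxcl9. Ccl2, for example, stood at 23.9 CPM in its cortex against at most 4.55 CPM in other cortices, and at 16.3 CPM in its hippocampus against at most 2.03 CPM. Of these cytokine genes, 0 are above 1 CPM in PBS hippocampus or cortex, 5 are named by the study from these libraries, and 1 is in another list. A stronger or more recent inflammatory response in this animal may explain the pattern, and infection, dose and handling stay open, as the data hold nothing to test them. The number of up-regulated cortical DEGs against pCtrl was 219 without the cortex of this animal, and 433 with it.

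In α-IgLON5#1 mouse 9, the 20 most counted genes of the hippocampal library took 21.0% of its counts, far above the other 3 libraries of its group. Of all counts of this library, 11.6% lay on CT010467.1, a ribosomal RNA gene, against at most 4.18% in the other 26 libraries. Ribosomal RNA left in the library may explain the share. With CT010467.1 and Lars2 taken out, the 20 most counted genes took 10.41%, and between 7.77% and 10.1% in the other libraries (SD 0.655). The test first asked for a value within the range of the other libraries, which 10.41 misses, and a margin of 1 SD was added after the value was seen, so this reading is weak. Both genes of that list are above 1 CPM in PBS hippocampus and cortex. The residue does not account for the DEGs, since 439 genes were up-regulated against pCtrl in the hippocampus with the list taken out, compared with 448. In pCtrl mouse 37 the same share in the hippocampus was lowest at 8.12%, below 8.71% to 8.81% in the other pCtrl hippocampi, a small difference for which no biological explanation was tested. The TMM factor of the cortex of α-IgLON5#1 mouse 16 was 0.958, compared with 1.03 in the other 3, and no explanation of it was tested.

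The remaining libraries that stood apart did so at low levels or by small amounts. In pCtrl mouse 15 the levels were 1.06 CPM for C3 in the cortex, and 0.094 CPM for Cxcl13, 0.0564 CPM for Tnf and 5.79 CPM for Aif1 in the hippocampus. In PBS mouse 14, Igkv1-110 stood at 0.0682 CPM in the hippocampus, Iglon5 at 37.8 CPM in the cortex and the Ig genes together at 28.3 CPM of the library total in the cortex. In pCtrl mouse 11, Igkv1-110 stood at 0.0532 CPM and Mapt at 572 CPM in the cortex, and in PBS mouse 38 Gfap stood at 386 CPM in the cortex. The values of Cxcl13, Tnf and Igkv1-110 rest on a few counts against 0 in the other libraries of the group. With 7.05 such libraries by chance, single values of this kind carry little weight, and no biological explanation was tested for them.

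The effect of treatment against PBS differed between tissues for 1 gene, Ighg2c, with an interaction of 3.611 on the log2 scale (standard error 0.492, adjusted p = 0.00193, edgeR) and 672 genes at an unadjusted p under 0.05. Against pCtrl the interaction was 2.53 (standard error 0.448, adjusted p = 0.134). This fit does not use that both tissues come from the same mice, and with the animal as a block Ighg2c was called against pCtrl as well (2.40, adjusted p = 0.0323), and 2 genes were called against each control. Over the other alternatives that test this gene in edgeR, the adjusted p against pCtrl ranged from 0.00278 (composition covariate) to 0.385 (animals 8 to 17), and it was 0.0327 without the count filter. Over the fits that left out a library or an animal it ranged from 0.0179 to 0.559, and was under 0.05 without the hippocampus of pCtrl mouse 37 (0.0179) or α-IgLON5#1 mouse 16 (0.0357), the cortex of pCtrl mouse 75 (0.0472) or both libraries of pCtrl mouse 37 (0.0474). Ighg2c stood at 0.102 ± 0.0629 CPM in PBS, 0.350 ± 0.186 in pCtrl and 1.71 ± 0.619 in α-IgLON5#1 hippocampi, and at 2.24 ± 0.483, 3.34 ± 1.14 and 2.78 ± 0.441 CPM in the cortices (mean ± SD, n = 4 or 5 per group). In the cortex its log2 fold change was -0.255 over pCtrl (adjusted p = 0.72) and 0.308 over PBS (adjusted p = 0.846), and no test separates a missing response from the higher level of the cortical controls. Of 100 splits of the animals, 1 gave as many interaction genes, the real one, and the others gave at most 0. Counts that belong to another transcript at this locus in the cortex are an explanation that was not tested, and a biological difference between the tissues also stays open.

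The paper does not discuss plasma cells or T cells in these libraries, although Fig. 4C or data S2 names 3 genes of the plasma cell list and 1 of the T cell list. The plasma cell list had median log2 fold changes over pCtrl of 0.793 in the hippocampus and 0.429 in the cortex, and the T cell list of 0.638 and 0.8, each above the control libraries by fry. The tables argue against a larger amount of blood or choroid plexus in the α-IgLON5#1 samples as the source of the Ig transcripts, whose share rose by 5.64 in the hippocampus and 3.88 in the cortex on the log2 scale. Members of both lists went in both directions in the hippocampus, but the largest upper 95% limit of any log2 fold change was 1.49 in the hippocampus and 0.479 in the cortex for the 5 erythrocyte genes, and 1.01 and 1.85 for the 8 choroid plexus genes tested. Immune cells within blood or choroid plexus present in similar amounts in both groups stay open. Among animals 8 to 17 the plasma cell medians were 0.617 and 0.437 (adjusted p = 0.106 and 0.102). Immune cells that entered the tissue may explain these lists, as may a change of expression in cells that were already there, which bulk libraries cannot separate.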

How the results depend on the processing

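The up-regulation in α-IgLON5#1 mice kept its direction and stayed within 1.5 times its number of DEGs, in both tissues and against both controls, with DESeq2, with DESeq2 and apeglm, with RLE normalization and without the count filter. DESeq2 called 433 up-regulated genes against pCtrl in the hippocampus, of which 404 were among the 448, and apeglm 359, of which 351. RLE normalization called 441, all 441 among the 448. In the cortex, 0 DEGs between pCtrl and PBS were called under every alternative run, with 1170 to 2244 genes at an unadjusted p under 0.05. The share of Ig genes was higher in α-IgLON5#1 than in either control with the TMM effective library size as well. The usage of variable genes stayed closer within than between mice with heavy or kappa chain genes alone and with Spearman's correlation. The cause of the changes listed below was not tested, except where the construction of the alternative gives it. Of the settings in this part, only the fits without a library outside the groups compared or without both libraries of an animal, for the hippocampal DEGs, and the composition score without activity-regulated genes and DEGs were chosen after the results were seen.

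Without the fold threshold, by construction more genes passed. In the hippocampus 857 were up-regulated and 563 down-regulated against pCtrl, 96 were down-regulated against PBS, and 27 and 12 differed up and down between pCtrl and PBS. In the cortex 91 were down-regulated against pCtrl and 15 against PBS.

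With DESeq2, 47 genes were up-regulated and 24 down-regulated in pCtrl compared with PBS hippocampi, 8 were down-regulated in the cortex against pCtrl, and 36 had an interaction of tissue and treatment against pCtrl. With apeglm, whose shrinkage lowers the fold changes, 26 were down-regulated against pCtrl and 4 against PBS in the hippocampus, 22 and 8 were up- and down-regulated between pCtrl and PBS, 2 were down-regulated in the cortex against pCtrl, and 36 had an interaction against pCtrl. Without the count filter, more genes enter the test, and 35 were down-regulated against PBS in the hippocampus, 23 and 17 differed between pCtrl and PBS, 4 were down-regulated in the cortex against PBS, and 2 had an interaction against pCtrl.

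With 10 counts required in every library, genes that are absent from the controls leave the test. The up-regulated DEGs then numbered 210 against pCtrl and 247 against PBS in the hippocampus, 196 and 216 in the cortex, 143 shared against pCtrl, 175 shared against PBS and 131 in all 4 comparisons. The down-regulated DEGs numbered 19 and 1 in the hippocampus, and 1 and 0 in the cortex (353 genes lower at an unadjusted p under 0.05). Between pCtrl and PBS hippocampi 2 were up-regulated and 1 down-regulated, and the interaction against PBS called 0 (498 at an unadjusted p under 0.05).

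With only the groups compared in the fit, fewer libraries estimate the spread. Up-regulated DEGs numbered 286 against pCtrl in the hippocampus, 257 against pCtrl and 276 against PBS in the cortex, 182 and 251 shared, and 165 in all 4 comparisons. Down-regulated DEGs numbered 5 and 4 in the hippocampus against pCtrl and PBS and 2 in the cortex against pCtrl. Between pCtrl and PBS hippocampi 0 were up-regulated and 0 down-regulated (2973 at an unadjusted p under 0.05), and the interaction against pCtrl called 1. With the animal as a replicate block, which pairs the tissues of an animal, the interaction called 2 genes against pCtrl and 2 against PBS. The block was run for no other result.

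With the tissue composition score as a covariate, up-regulated DEGs against pCtrl numbered 147 in the hippocampus, 233 in the cortex and 103 shared, and 101 were up-regulated in all 4 comparisons. Down-regulated DEGs numbered 2 in the hippocampus and 3 in the cortex against pCtrl, and 2 in the cortex against PBS. Between pCtrl and PBS hippocampi 0 and 0 were called (1017 at an unadjusted p under 0.05), and the interaction against pCtrl called 1. The score differs between the groups, so this alternative can also remove a treatment effect that runs along with it. With activity-regulated genes and DEGs taken out of the score, the covariate gave 165 up-regulated and 2 down-regulated DEGs in the hippocampus and 279 and 3 in the cortex against pCtrl, 3 down-regulated in the cortex against PBS, and 0 and 0 between pCtrl and PBS hippocampi (975 at an unadjusted p under 0.05).

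Among animals 8 to 17, the pCtrl group falls to 2 hippocampi and 3 cortices, and no comparison with PBS could be run. Against pCtrl, 49 genes were up-regulated and 1 down-regulated in the hippocampus, 9 were up-regulated and 0 down-regulated in the cortex (1054 lower at an unadjusted p under 0.05), and 7 were shared. The medians of the B cell and plasma cell lists were 2.43 and 0.617 in the hippocampus (fry adjusted p = 0.0599 and 0.106) and 1.70 and 0.437 in the cortex (adjusted p = 0.102 and 0.102). With 25 genes per side, the composition scores of α-IgLON5#1 and pCtrl cortices differed by -0.61 (exact permutation test, two-sided, p = 0.0635).

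Across the fits that each left out a library, the up-regulated DEGs against pCtrl ranged from 327 to 515 in the hippocampus (8 fits) and from 219 to 550 in the cortex (9 fits), and those against PBS from 376 to 549 and from 261 to 526. The lowest counts were those without α-IgLON5#1 mouse 8 and the highest those without mouse 16. Down-regulated DEGs ranged from 12 (without pCtrl mouse 37) to 105 (without α-IgLON5#1 mouse 16) and from 2 to 9 against pCtrl in hippocampus and cortex, and from 9 (without PBS mouse 74) to 38 (without PBS mouse 38) and from 1 to 2 against PBS. Between pCtrl and PBS hippocampi they ranged from 0 to 79 up and from 0 to 48 down, the highest without pCtrl mouse 15, and where 0 genes were up-regulated, 1460 to 2621 had an unadjusted p under 0.05. These counts moved with libraries outside the comparison too, since 10 of the 14 fits without a cortical library called 0 genes (2734 to 2895 at an unadjusted p under 0.05). In the hippocampus, the fits chosen after the results were seen widened the ranges to 320 to 533 up-regulated genes against pCtrl (without mouse 37 and without mouse 16), to 562 against PBS (without mouse 16), and to 6 to 41 down-regulated genes against PBS (without mouse 74 and without mouse 38). Across the 14 fits that each left out an animal, 195 to 397 up-regulated DEGs were shared against pCtrl, 263 to 439 against PBS and 183 to 362 in all 4 comparisons. The interaction ranged from 0 to 3 genes against pCtrl (1566 to 2400 at an unadjusted p under 0.05 where it was 0) and from 1 to 2 against PBS.

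For the Ig share, the difference on the log10 scale ranged over the same fits from 1.541 to 1.965 between α-IgLON5#1 and pCtrl hippocampi, where 4 fits had an exact p above 0.05, each of them with 3 pCtrl libraries. It ranged from 0.14 to 0.198 between pCtrl and PBS hippocampi, where 7 of 9 fits had an exact p above 0.05, and from 0.077 to 0.135 in the cortex. The composition score ranged from -1.287 to -0.694 between α-IgLON5#1 and pCtrl hippocampi, from -0.025 to 0.309 against PBS and from 0.802 to 1.395 between the controls. In the cortex it ranged from -0.694 to -0.472, from -0.188 to 0.033, and from 0.431 to 0.592. Its reversed signs were -0.025 and -0.019 against PBS in the hippocampus (without PBS mouse 74 and without α-IgLON5#1 mouse 16), and 0.031, 0.019 and 0.033 in the cortex (without PBS mice 14 and 33 and α-IgLON5#1 mouse 8). The lists stayed from 1.898 to 2.674 (B cell) and 0.59 to 0.926 (plasma cell) in the hippocampus and from 1.792 to 2.287 and 0.306 to 0.536 in the cortex.

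Other reversals concern small changes that passed no threshold, as log2 fold changes. With the composition covariate they were 0.038 for Mapt and 0.068 for Mfge8 in the hippocampus against pCtrl, 0.335 for Igfn1 in the cortex against pCtrl, and 0.021 and -0.032 for the IgLON family and the channel subunits in the cortex. For Iglon5 against PBS they were -0.001 without the count filter in the hippocampus, and in the cortex 0.012 without the count filter, 0.003 with 10 counts in every library and 0.005 with the 2 groups alone. For Nefl in the cortex against PBS it was -0.003 with apeglm. Among animals 8 to 17 the lists of oligodendrocytes and of the choroid plexus were at 0.002 and 0.239 in the cortex.

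Single libraries left out reversed the following results, given as the lowest and highest value with the library whose absence gave it. Iglon5 ranged from -0.022 (α-IgLON5#1 mouse 9) to 0.06 (PBS mouse 33) against PBS in the hippocampus, from -0.071 (α-IgLON5#1 mouse 16) to 0.065 (mouse 8) against pCtrl and from -0.103 (mouse 16) to 0.082 (PBS mouse 14) against PBS in the cortex. Against PBS in the cortex, Nefl from -0.109 (mouse 16) to 0.09 (PBS mouse 14), Igfn1 from -0.2 (mouse 16) to 0.022 (mouse 8) and Cfap52 from -0.272 (mouse 17) to 0.016 (mouse 16). Against PBS in the hippocampus, Mfge8 ranged from -0.025 (mouse 8) to 0.141 (mouse 9), Igfn1 from -0.61 (mouse 16) to 0.064 (PBS mouse 33) and Cfap52 from -0.378 (mouse 17) to 0.305 (PBS mouse 32). Gm13754 in the cortex against pCtrl ranged from -0.073 (mouse 9) to 0.473 (mouse 16). Among the lists against pCtrl, homeostatic astrocytes ranged from -0.057 (pCtrl mouse 15) to 0.013 (mouse 9) in the hippocampus and from -0.099 (mouse 16) to 0.015 (mouse 9) in the cortex, endothelial cells from 0.021 (mouse 17) to 0.168 (mouse 9) in the hippocampus, and in the cortex neutrophils from -1.022 (mouse 8) to 0.874 (mouse 16), oligodendrocytes from -0.2 (pCtrl mouse 11) to 0.027 (pCtrl mouse 15) and the choroid plexus from -0.088 (mouse 8) to 0.2 (pCtrl mouse 75). List reversals follow the direction that fry assigns, which can differ from the sign of the median.

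Among the other named genes, each in 4 comparisons, 55 results no longer had an adjusted p under 0.05 among animals 8 to 17, 24 with the composition covariate, 21 with the groups compared alone, 2 each with DESeq2 and with apeglm, 1 each without the count filter and with RLE normalization, and 93 over all fits that left out a library. With DESeq2 and with apeglm 4 each were gained, without the count filter 3, and over the fits that left out a library 6. Among the other marker lists, 10 were lost among animals 8 to 17, 6 with the covariate and 7 over the fits that left out a library, and camera gained 7 and those fits 3. Depth limits the result for Il6 and the fold changes of genes with at most 3 counts in the controls.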

Differences from the paper's values

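In α-IgLON5#1 compared with pCtrl hippocampi, 48 genes were down-regulated here and the paper's text gives 23. Of the alternatives set before the data were examined, DESeq2 with apeglm (26 genes), at least 10 counts in every library (19) and the fit without the hippocampus of α-IgLON5#1 mouse 8 (21) came within 1.5 times of the paper's number, as did the fit without both libraries of that mouse (19), which was chosen after seeing the values. No fold threshold (563), DESeq2 (62), RLE normalization (48), no count filter (57), the 2 groups alone (5), the composition covariate (2), animals 8 to 17 (1) and the other fits that left out a library of these groups (from 12 to 105) did not, nor did the other fits chosen after seeing the values (from 12 to 105, and 2 with the covariate without activity-regulated genes and DEGs). The paper's methods name DESeq2 and apeglm, together with independent hypothesis weighting, which was not run here.

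In α-IgLON5#1 compared with PBS hippocampi, 22 genes were down-regulated here, and the paper shows about 4 in Fig. 4B, read by eye. DESeq2 with apeglm (4) and the 2 groups alone (4) closed the gap, as did the fit without both libraries of PBS mouse 74 (6), which was chosen after seeing the values. No fold threshold (96), DESeq2 (22), RLE normalization (22), no count filter (35), at least 10 counts in every library (1), the composition covariate (20) and the fits that left out a library of these groups (from 9 to 38) did not, nor did the other fits chosen after seeing the values (from 10 to 41, and 21 with the covariate without activity-regulated genes and DEGs).

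In pCtrl compared with PBS hippocampi, 10 genes were up-regulated and 3 down-regulated here, and the paper shows about 22 and about 6 in Fig. 4B, read by eye. For the up-regulated genes, DESeq2 with apeglm (22), no count filter (23), no fold threshold (27) and the fit without the hippocampus of PBS mouse 33 (20) closed the gap, as did the fits without the hippocampus (26) or both libraries (24) of α-IgLON5#1 mouse 9, which were chosen after seeing the values. DESeq2 (47), RLE normalization (8), at least 10 counts in every library (2), the 2 groups alone and the composition covariate (0 each, with 2973 and 1017 genes at an unadjusted p under 0.05) and the other fits that left out a library of these groups (from 0 to 79) did not. For the down-regulated genes, DESeq2 with apeglm (8) closed the gap, as did the same fits without α-IgLON5#1 mouse 9 (8 each), chosen after seeing the values. No fold threshold (12), DESeq2 (24), RLE normalization (3), no count filter (17), at least 10 counts in every library (1), the 2 groups alone (0), the composition covariate (0) and the fits that left out a library of these groups (from 0 to 48) did not. The other fits chosen after seeing the values (from 0 to 78 up and from 0 to 47 down) did not either.

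Of the 238 genes labeled in Fig. 4C or listed in data S2 as up-regulated, 231 were called here and 7 were not, although their log2 fold changes against pCtrl in the hippocampus were above 1. Gbp2 (1.92, adjusted p = 0.0526), Msr1 (2.37, adjusted p = 0.0524) and Plac8 (2.89, adjusted p = 0.0557) were called with DESeq2, with DESeq2 and apeglm, and without the count filter. Gbp5 (2.27, adjusted p = 0.0502) was called with these 3 and with at least 10 counts in every library. Mcoln2 (3.72, adjusted p = 0.0617) was called with DESeq2 and with DESeq2 and apeglm. Cxcl1 (3.35, adjusted p = 0.0717) and Tnfsf8 (2.13, adjusted p = 0.0596) were called with none of these. With each library of these groups left out in turn, the log2 fold change of Msr1 ranged from 0.898 to 2.705 and its adjusted p from 0.0212 to 0.542. In the hippocampus of α-IgLON5#1 mouse 8, Msr1 stood apart at 9.74 CPM. Cxcl1 stood there at 3.54 CPM, against at most 0.287 CPM in other hippocampi. Each of the 7 was called without the hippocampus of α-IgLON5#1 mouse 16 (adjusted p = 0.0376 for Cxcl1, 0.0194 for Gbp2, 0.0157 for Gbp5, 0.0287 for Mcoln2, 0.0212 for Msr1, 0.0214 for Plac8 and 0.0356 for Tnfsf8) and, in a fit chosen after seeing the values, without both libraries of that mouse. Without the hippocampus of mouse 17, Gbp2, Gbp5, Msr1 and Plac8 were called (adjusted p = 0.0315, 0.0281, 0.0332 and 0.0471), and without both of its libraries these 4 and Cxcl1 (adjusted p = 0.041), the last fit chosen after seeing the values. Also chosen after seeing the values were the fits without a cortex, of which those without the cortex of mouse 8 called all 7 as well, those without the cortex of mouse 16 all but Cxcl1, and those without the cortex of mouse 17 called Gbp2, Gbp5, Msr1 and Plac8.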

Other observations

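The tests on the genes of the composition score, on the tissue difference in α-IgLON5#1 libraries, on pituitary and cerebellar tissue, on growth hormone, on Pomc, on the limits of erythrocyte and choroid plexus genes and on IgM transcripts in control libraries were chosen after the results were seen, and the tests of Pomc against the proportions of mouse 74 and of the α-IgLON5#1 hippocampi against its relation to growth hormone were added after its correlation was known. The labels give no dates or batches of infusion, dissection or sequencing, so batches could not be tested.

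Other assignments of the same libraries were fitted to see how often they give as many DEGs. For α-IgLON5#1 against pCtrl hippocampi, 1 of the 35 splits of the 8 libraries, the real one, gave 496 DEGs or more, and the next gave 64. For the up-regulated genes shared between tissues, 1 of the 35 splits of the animals gave 309, and the next gave 1. For α-IgLON5#1 against pCtrl cortices, 1 of 100 drawn splits gave as many DEGs, and the next, which kept 3 of the 4 α-IgLON5#1 libraries together, gave 319. Against PBS, 1 of 100 splits gave as many in the hippocampus (next 422, with the 4 α-IgLON5#1 libraries and 1 PBS library together) and 1 of 100 in the cortex (next 370). The same held for the genes shared against PBS (1 of 100, next 194) and for those up-regulated in all 4 comparisons (1 of 100, next 1). For pCtrl against PBS hippocampi, 6 of 100 splits gave at least 13 DEGs, so that number is not told apart from other groupings of these libraries, and in the cortex all 100 of 100 gave at least 0, with 1650 genes at an unadjusted p under 0.05. All 35 of 35 splits gave at least the 0 genes of the interaction against pCtrl.

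Several technical explanations of the up-regulation were tested. The tables argue against library size, since 86.38% of the up-regulated hippocampal DEGs and 87.1% of the cortical ones were still called with every library thinned to 19385642 counts. Among animals 8 to 17, the DEGs had a median log2 fold change of 1.772 in the hippocampus (1.88 with all animals). In the cortex it was 2.21 (2.23 with all animals), and all 448 and all 433 were higher. Those DEGs were chosen in a fit that holds these same animals, so this result is partly built in. Called anew among animals 8 to 17, 49 genes were up-regulated in the hippocampus and 9 in the cortex. For those genes alone, this argues against the animals' number range as the whole cause. The tables also argue against gene length and GC content, since 438 of the 448 stayed above a log2 fold change of 1 once the trend, at most 0.289, was subtracted (Spearman's rho of the log2 fold change with GC content 0.184, with length -0.0659). A response of the tissue to α-IgLON5#1 may explain these genes, and a difference between the groups in infusion or handling that the labels do not give stays open.

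For the genes lower in α-IgLON5#1 than in pCtrl hippocampi, a candidate explanation is cortical tissue in the pCtrl hippocampal samples. Of the 48 down-regulated DEGs, 35 (72.92%) were higher in PBS cortex than in PBS hippocampus, compared with 12.8% of all tested genes and 4.02% of the up-regulated DEGs. With the composition score as a covariate 2 of the 48 were still called, and their median log2 fold change went from -1.34 to -0.815, while 146 of the 448 up-regulated DEGs were still called and their median went from 1.88 to 1.50. Without pCtrl mouse 37, whose score was the highest, 10 of the 48 were still called. This loss is not specific to pCtrl libraries, since 13 were kept without α-IgLON5#1 mouse 9 and 16 without mouse 8. Without pCtrl mouse 10, 14 were kept, and without any other library of these groups 35 to 46. With a score without DEGs and activity-regulated genes, 2 of the 48 were still called as well. Of the 13 DEGs between pCtrl and PBS hippocampi, 8 followed the difference between α-IgLON5#1 cortex and α-IgLON5#1 hippocampus toward the cortex, compared with 17.3% of all tested genes that differ between those tissues in either direction. The tables argue against activity-regulated genes as the whole difference in the score between pCtrl and PBS hippocampi, since it was 1.065 without them and without DEGs. They also argue against a single share of tissue like the dissected cortex as the whole difference. The cortical genes of that score would need a median share of 19.0% in the mean of the pCtrl hippocampi (quartiles 10.1% and 29.9%), and the hippocampal genes 43.63% (38.7% and 49.8%), and the quartiles lay apart in 3 of the 4 libraries. In the pCtrl cortices the cortical genes stood at 127% and the activity-regulated genes at 166% of the way from PBS hippocampus to PBS cortex, which a share of tissue cannot give. Loss of a part of the hippocampus or tissue of another region stays open. An effect of the control antibody on the hippocampus stays open, since pCtrl and tissue composition go together in these libraries.

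For the Ig transcripts, B-cell clones shared by both tissues of an animal are a hypothesis, with a mean correlation of variable gene usage of 0.794 within a mouse and 0.377 between mice. The most counted variable gene was the same in both tissues of mouse 16, but differed between the tissues of mice 8, 9 and 17. Cells carried between the tissues at dissection, or present in vessels or membranes common to both, stay open as untested. In PBS and pCtrl libraries, IgM transcripts were counted without matching light chain transcripts. The tables argue against B cells as their source, since the ratio of Igkc to Ighm was at most 0.299 in the 19 control libraries and at least 0.67 in the α-IgLON5#1 libraries.

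Growth hormone (Gh) stood at 2980 CPM in the hippocampus of PBS mouse 74 and at 109 CPM or less in every other library, prolactin (Prl) at 800 CPM against at most 14.0 CPM and Cga at 46.0 CPM against at most 0.797 CPM. Pituitary tissue carried over at dissection may explain this, as 7 of 8 pituitary genes not looked at before were highest in this library, among them Fshb at 14.9 CPM against at most 0.572 CPM. The other 4 PBS hippocampi express 1 of these 8 genes above 1 CPM on average, PBS cortex 1, no other list holds any, and the study names 0. Gh was also found in the other libraries, from 0.433 to 109 CPM, a range of 250.7-fold that argues against index hopping from mouse 74, which would bring similar shares everywhere. Over the 12 other animals with both tissues, Gh correlated between cortex and hippocampus (Spearman's rho 0.965, permutation test, two-sided p = 1e-05, the smallest that the permutations can give; adjusted p = 1.33e-05 over 4 relations; Pearson's r 0.986 on the log2 scale, and 0.991 without the 2 animals farthest from the mean). With mouse 74 the values were 0.94 and 0.874. Pituitary tissue of the same animal may explain this too, but in the 10 libraries with Gh above 30 CPM the level of Cga was a median of 0.357 times (at most 0.684 times) and that of Prl 0.511 times (0.389 to 0.631 times) what the proportions of mouse 74 would bring. Without mouse 74, the number of genes down-regulated against PBS in the hippocampus was 9, compared with 22.

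Pomc, a pituitary and hypothalamic gene, was lower in α-IgLON5#1 than in pCtrl hippocampi. Over the 9 PBS and pCtrl hippocampi its level correlated with Gh (Spearman's rho 0.95, permutation test, two-sided p = 0.00033; Pearson's r 0.858 on the log2 scale, permutation test, two-sided p = 0.00247, and 0.877 without the 2 libraries farthest from the mean). Of the 4 α-IgLON5#1 hippocampi, 3 (mice 8, 16 and 17) had less Pomc for their Gh than any control hippocampus, at log2 distances of -2.55, -2.49 and -2.20 from the line through the controls, whose lowest was -1.47, and mouse 9 was at -0.38. At the same Gh, Pomc was lower by 1.85 on the log2 scale in α-IgLON5#1 than in control hippocampi (permutation of the residuals over all 715 choices of 4 libraries, two-sided p = 0.028). Pituitary tissue carried over at dissection may explain part of its level, and whether it explains the difference between treatments cannot be told, while pituitary tissue with the proportions of mouse 74 does not account for it, since Pomc was a median of 30.07 times (12.3 to 75.0 times in 8 libraries) above what Gh would bring in the controls, and 2.98, 71.7, 5.35 and 7.09 times in α-IgLON5#1 mice 8, 9, 16 and 17. Another part of the pituitary or the hypothalamus stays open, and an effect of treatment on Pomc cannot be excluded.

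In the cortex, the 5 genes lower in α-IgLON5#1 than in pCtrl mice were Cnpy1, Lyve1, Cd209b, Lhx1 and Cbln3, named after their values were seen. Cerebellar tissue in the cortex of pCtrl mouse 37 may explain part of them, as 6 of 10 cerebellar genes not looked at before were highest in this library of the 14 cortices, among them Gabra6 at 5.90 CPM against at most 0.426 CPM and Pcp2 at 1.26 CPM against at most 0.432 CPM. Neurod1 (20.3 against 19.4 CPM) and Slc1a6 (10.1 against 9.53 CPM) were highest by small margins. Cbln1 (15.9 against 27.4 CPM), Zic1 (29.3 against 44.8 CPM), Zic2 (23.1 against 36 CPM) and Barhl1 were not highest, which weakens this reading. PBS cortex expresses 6 of these 10 genes above 1 CPM, PBS hippocampus 6, no other list holds any, and the study names 0. Without that library 1 of the 5, Lyve1, was still called. This loss is not specific to it, since 1 of the 5 was kept without α-IgLON5#1 mouse 8. Without α-IgLON5#1 mice 9, 16 or 17, 2 were kept, and without another pCtrl cortex 4 or 5.

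Lists that belong to no statement on these libraries were tested against pCtrl by fry, in hippocampus and cortex. The neuron list (10 genes) had median log2 fold changes of -0.113 and -0.0908 (7 and 8 lower, adjusted p = 0.102 and 0.142), with 1 and 0 genes at an adjusted p under 0.05 over all genes and 1 and 1 when adjusted over the list alone. The 12 immediate early genes had medians of -0.368 and -0.525 (11 and 12 lower, adjusted p = 0.253 and 0.156), with 0 and 0 genes over all genes and 0 and 0 over the list alone. Against PBS their medians were 0.220 and 0.217 (adjusted p = 0.517 and 0.411), and under camera, the alternative test, the change against pCtrl had adjusted p values of 0.0337 and 0.000765. The oligodendrocyte list (10 genes) had medians of -0.396 and -0.0906 (adjusted p = 0.17 and 0.799), the choroid plexus list (10 genes, 8 tested) -0.535 and 0.00376 (adjusted p = 0.253 and 0.706), the endothelial list (10 genes) 0.0833 and -0.00218 (adjusted p = 0.834 and 0.598), and the erythrocyte list (5 genes) -0.486 and -0.321 (adjusted p = 0.314 and 0.295). In these 4 lists 0 genes passed over all genes, and over the list alone 1 did, an endothelial gene in the cortex.

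The 5 IgLON family genes had medians of -0.13 and -0.00672 (adjusted p = 0.102 and 0.726), with 0 genes over all genes and 1 and 0 over the list alone. The 8 channel subunits of the proposed IgLON5 cluster had medians of -0.14 (7 of 8 lower, adjusted p = 0.0104) and 0.0316 (adjusted p = 0.706), with 0 over all genes and 2 and 1 over the list alone. The 8 genes of Tau and Tau kinases had medians of -0.0834 and -0.0909 (8 of 8 lower in both tissues, adjusted p = 0.0051 and 0.0337), with 3 and 1 over all genes and 3 and 1 over the list alone. These changes are small, and the difference between tissues was not significant for any list in the fit that does not pair the tissues of an animal. PBS hippocampus and cortex express all genes of the neuron, immediate early, oligodendrocyte, endothelial, IgLON, channel and Tau lists above 1 CPM, 4 of the choroid plexus list and 1 of the erythrocyte list. No other list holds them, and the study names 0 of them from these libraries.

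Among other single genes named in the paper, Gfap rose from 451 ± 51.4 to 1120 ± 289 CPM in the hippocampus (mean ± SD, n = 4 per group; log2 fold change 1.31, standard error 0.265, edgeR adjusted p = 0.00262) and by 1.46 in the cortex (standard error 0.248, adjusted p = 0.000477). With the composition covariate its hippocampal log2 fold change was 0.792 (adjusted p = 0.328), and among animals 8 to 17 it was 1.22 (adjusted p = 0.236). Aif1, which encodes the microglial marker Iba1, rose from 4.72 ± 0.717 to 18.1 ± 10.3 CPM in the hippocampus (log2 fold change 1.93, standard error 0.323, adjusted p = 0.000344) and by 1.57 in the cortex (standard error 0.302, adjusted p = 0.00181), with adjusted p values of 0.0756 under the covariate and 0.179 among animals 8 to 17 in the hippocampus. Fos (-0.52, standard error 0.345, adjusted p = 0.405), Mapt (-0.06, standard error 0.057, adjusted p = 0.597), which overlaps an antisense gene, and Iglon5 (0.06, standard error 0.096, adjusted p = 0.752) had no significant change in the hippocampus, nor in the cortex (adjusted p = 0.437, 0.573 and 0.951). Msr1 rose by 3.58 in the cortex (adjusted p = 0.00259), a call that was lost without mouse 8 (adjusted p = 0.106), as was that of Il1b (4.76, adjusted p = 0.00186, and 0.129 without mouse 8).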
